# Annelid functional genomics reveal the origins of bilaterian life cycles

**DOI:** 10.1038/s41586-022-05636-7

**Published:** 2023-01-25

**Authors:** Francisco M. Martín-Zamora, Yan Liang, Kero Guynes, Allan M. Carrillo-Baltodano, Billie E. Davies, Rory D. Donnellan, Yongkai Tan, Giacomo Moggioli, Océane Seudre, Martin Tran, Kate Mortimer, Nicholas M. Luscombe, Andreas Hejnol, Ferdinand Marlétaz, José M. Martín-Durán

**Keywords:** Evolutionary developmental biology, Zoology

## Abstract

Indirect development with an intermediate larva exists in all major animal lineages^1^, which makes larvae central to most scenarios of animal evolution^2–11^. Yet how larvae evolved remains disputed. Here we show that temporal shifts (that is, heterochronies) in trunk formation underpin the diversification of larvae and bilaterian life cycles. We performed chromosome-scale genome sequencing in the annelid *Owenia fusiformis* with transcriptomic and epigenomic profiling during the life cycles of this and two other annelids. We found that trunk development is deferred to pre-metamorphic stages in the feeding larva of *O.* *fusiformis* but starts after gastrulation in the non-feeding larva with gradual metamorphosis of *Capitella teleta* and the direct developing embryo of *Dimorphilus gyrociliatus*. Accordingly, the embryos of *O.* *fusiformis* develop first into an enlarged anterior domain that forms larval tissues and the adult head^12^. Notably, this also occurs in the so-called ‘head larvae’ of other bilaterians^13–17^, with which the *O.* *fusiformis* larva shows extensive transcriptomic similarities. Together, our findings suggest that the temporal decoupling of head and trunk formation, as maximally observed in head larvae, facilitated larval evolution in Bilateria. This diverges from prevailing scenarios that propose either co-option^9,10^ or innovation^11^ of gene regulatory programmes to explain larva and adult origins.

## Abstract (web summary)

Comparative chromosome-scale genome sequencing and transcriptomic and epigenomic profiling of three different species of annelid provide insight into the evolutionary origin of larvae.

## Main

Many animal embryos develop into a larva that metamorphoses into a sexually competent adult^1^. Larvae are morphologically and ecologically diverse, and given their broad phylogenetic distribution, they are central to major scenarios of animal evolution^2–11^. However, these scenarios dissent on whether larvae are ancestral^2–6^ or secondarily evolved^9,10^, and on the mechanisms that facilitated the evolution of larvae^2,9–11^. Therefore, larval origins—and their importance to explain animal evolution—are still contentious.

The trochophore is a widespread larval type characterized by an apical sensory organ and a pre-oral locomotive ciliary band^18^ that is typically assigned to Annelida and Mollusca. Annelids, however, show diverse life cycles and larval morphologies, including species with direct and indirect development and either planktotrophic or lecithotrophic larvae^19^. Notably, the groups Oweniidae and Magelonidae—which form Oweniida, the sister taxon to all other annelids^20^—have distinctive planktotrophic larvae (Fig. 1a and Extended Data Fig. 1a). In particular, the larva of Oweniidae, referred to as ‘mitraria’^12^, has an enlarged pre-oral region and a bundle of posterior chaetae, as well as a pair of nephridia and a long monociliated ciliary band similar to those of phylogenetically distant larvae of echinoderms and hemichordates^21,22^. Yet oweniids show many developmental characteristics that are considered ancestral to Annelida and even Spiralia as a whole^23,24^, including similarities in larval molecular patterns with other trochophore and bilaterian larvae^22,23,25,26^. Therefore, the diversity of life cycles and larval forms but generally conserved early embryogenesis and adult body plans of Annelida is an excellent model to investigate how larval traits evolve. It is also an ideal model to formulate and assess hypotheses on the origin of larvae and animal life cycles.

**Fig. 1:**
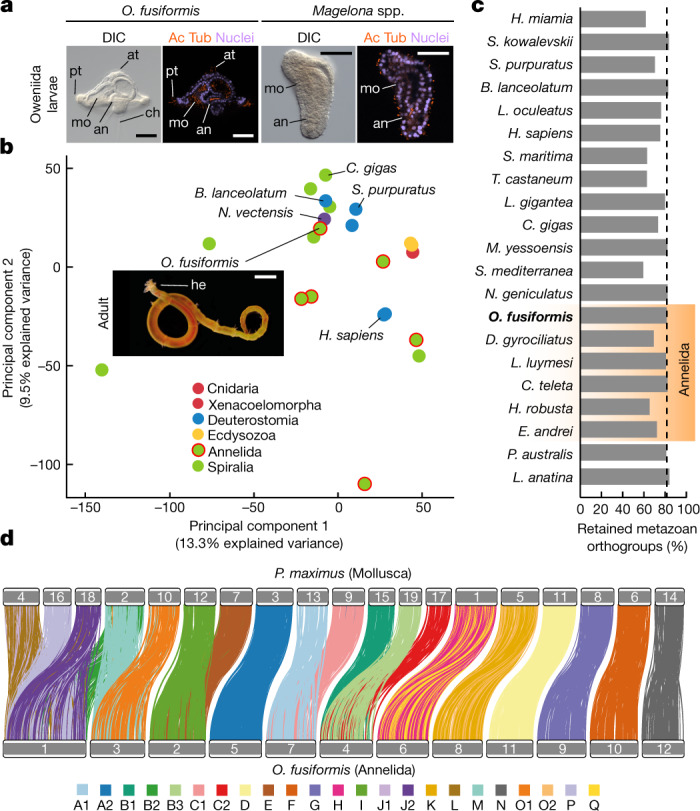
*O. fusiformis* has a distinct larva and a conservatively evolving genome. **a**, The larvae of oweniids and magelonids are unlike other annelid larvae. Differential interface contrast (DIC) images and *z*-stack confocal laser scanning views of a *O.* *fusiformis* mitraria and a *Magelona* spp. larva stained for nuclei using DAPI and acetylated α-tubulin (Ac Tub). **b**, Principal component analysis of metazoan gene complements demonstrates that *O.* *fusiformis* clusters with other lineages with conservatively evolving gene complements. See Extended Data Fig. 1e for a fully labelled graph. Inset, image of an adult *O.* *fusiformis*. **c**, Percentage of retained pre-metazoan and metazoan orthogroups per species. Dotted vertical line represents the value for *O.* *fusiformis*. A list of species names are provided in Supplementary Table 2. **d**, Karyotypic correspondence between *O.* *fusiformis* and *Pecten maximus*, which exemplifies the ancestral spiralian chromosome complement. Each colour represents an ancestral bilaterian linkage group. Schematic drawings are not to scale. an, anus; at, apical tuft; ch, chaetae; he, head; mo, mouth; pt, prototroch; tt: telotroch. Scale bars, 50 µm (**a**) or 2.5 mm (**b**).

## *O.fusiformis* has a conserved genome

To investigate how larvae evolved in Annelida, we first generated a chromosome-scale reference assembly for the oweniid *O.* *fusiformis* (Fig. 1b, inset). The haploid assembly spans 505.8 Mb and has 12 chromosome-scale scaffolds (Supplementary Fig. 1). Almost half of the assembly (43.02%) consists of repeats (Extended Data Fig. 1b,c), and we annotated 26,966 protein-coding genes and 31,903 transcripts, which represent a nearly complete (97.5%) set of metazoan BUSCO genes (Supplementary Fig. 1). Gene family reconstruction and gene content analysis nested *O.* *fusiformis* with other non-annelid spiralians and taxa with slow-evolving genomes (Fig. 1b and Extended Data Fig. 1d,e). This result provides evidence that *O.* *fusiformis* has fewer gene family gains and losses and retains more ancestral metazoan orthogroups than other annelid taxa (Fig. 1c and Extended Data Fig. 1f,g). Indeed, *O.* *fusiformis* has a *chordin* orthologue, a bone morphogenetic protein inhibitor involved in dorsoventral patterning thought to be lost in annelids^27^ and is asymmetrically expressed around the blastopore of the gastrula and larval mouth in *O.* *fusiformis* (Extended Data Fig. 2). Moreover, *O.* *fusiformis* has globally retained the ancestral bilaterian linkage, exhibiting chromosomal fusions that are present in molluscs and even nemerteans, and fewer lineage-specific chromosomal rearrangements than other annelids (Fig. 1d and Extended Data Fig. 1h,i). Therefore, *O.* *fusiformis* shows a more complete gene repertoire and ancestral syntenic chromosomal organization than other annelids. Together with its phylogenetic position and conserved early embryogenesis^23,24^, *O.* *fusiformis* is a key lineage to reconstruct the evolution of Annelida, and of Spiralia generally.

### Heterochronies in gene expression

Next, we sought to identify transcriptomic changes that underpin the distinct life cycles in Annelida. We compared temporal series of embryonic, larval and competent and juvenile transcriptomes of *O.* *fusiformis* and *C.* *teleta*, two indirect developers with planktotrophic and lecithotrophic^28^ larvae, respectively, and *D.* *gyrociliatus*, a direct developer^29,30^ (Fig. 2a). Transcriptional dynamics during early embryogenesis were overall similar among these species (Supplementary Fig. 3). *C.* *teleta* and *D.* *gyrociliatus* showed increasing transcriptomic divergence with each other as they develop into adult stages; however, the maximal transcriptomic divergence between these annelids and *O.* *fusiformis* occurred at the mitraria stage (Extended Data Fig. 3a,b). Soft clustering of all expressed transcripts produced 12 distinct groups of temporally co-regulated genes in *O.* *fusiformis* and *C.* *teleta*, and 9 clusters in *D.* *gyrociliatus* (Extended Data Fig. 3c–e), which were expressed gradually along the life cycle of all three species. Only one cluster in each species showed a bimodal activation at early embryogenesis and in the competent larva (juvenile or adult forms), consistently involving genes enriched for core cellular processes (Extended Data Fig. 3f). Indeed, translation and metabolism predominated in clusters of early development in the three annelids, whereas cell communication and signalling, morphogenesis and organogenesis were enriched in later stages of development (Extended Data Fig. 3f). Therefore, regardless of the life cycle, transcriptional dynamics are generally conserved during annelid development, yet adults and the planktotrophic larva are the most transcriptionally distinct stages.

**Fig. 2:**
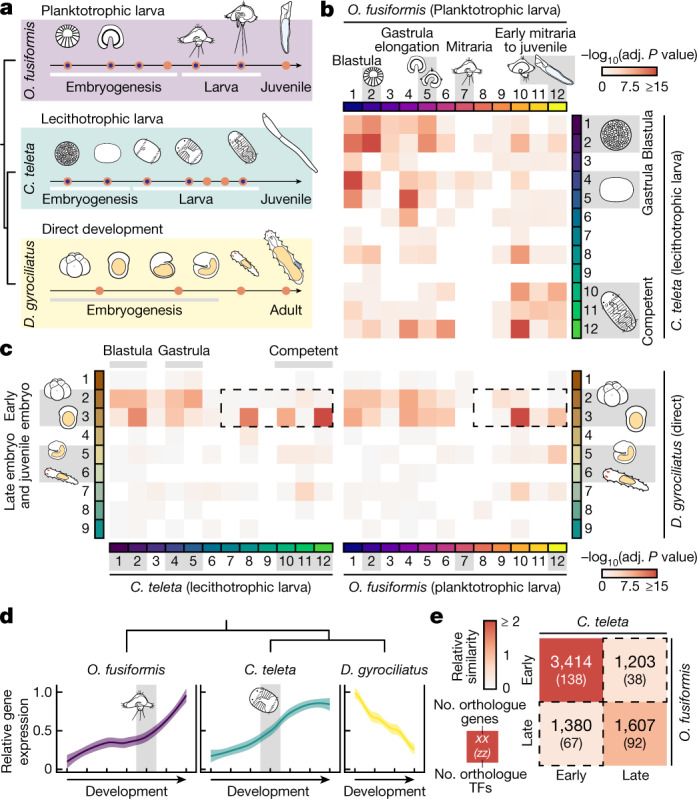
Heterochronies in gene regulatory programmes underpin annelid life cycle diversification. **a**, Experimental design of the comparative developmental RNA sequencing (RNA-seq) and assay for transposase-accessible chromatin with sequencing (ATAC-seq) time courses. Orange circles highlight stages of *O.* *fusiformis*, *C.* *teleta* and *D.* *gyrociliatus* development sampled for bulk RNA-seq. Orange circles with a blue inner dot highlight developmental stages sampled for ATAC-seq. **b**,**c**, Similarity heatmaps showcasing the orthogroup overlap between the transcription factors contained in clusters of co-regulated genes obtained by soft *k*-means clustering between all three studied annelid taxa: 12 clusters for *O.* *fusiformis* and *C.* *teleta*, and 9 clusters for *D.* *gyrociliatus*. Time points associated to key clusters are shown for all three species. Dotted black lines in **c** highlight the distinct timing expression differences of a significant number of transcription factors shifted from post-larval expression in indirect developers to early embryogenesis in *D.* *gyrociliatus*. *P* values were derived from upper-tail hypergeometric tests and Benjamini–Hochberg-adjusted (adj. *P* value). **d**, Average expression dynamics of the 28 single-copy orthologue transcription factors shifted from late expression in both *O.* *fusiformis* and *C.* *teleta* to early expression in *D.* *gyrociliatus*. Curves are locally estimated scatterplot smoothings, coloured shaded areas represent standard error of the mean. **e**, Heatmap of relative similarity based on whole-genome orthogroup overlap analysis by quadrants between pre-larval (early) and post-larval (late) clusters in *O.* *fusiformis* and *C.* *teleta*. Dotted black lines denote the groups of genes and transcription factors under heterochronies between both species.

To identify the genes that mediate the transcriptional differences at larval and adult stages, we performed pairwise inter-species comparisons of gene and transcription factor composition among clusters of temporally co-regulated genes (Fig. 2b,c and Extended Data Fig. 4a,b). Early clusters followed by late clusters were the most conserved in the three comparisons when all genes were considered (Extended Data Fig. 4c,d). However, transcription factors used in post-larval stages in indirect development were consistently shifted towards early embryogenesis in direct development (Fig. 2c and Extended Data Fig. 4c,e). In both *O.* *fusiformis* and *C.* *teleta*, this shift involved 28 transcription factors that function in various developmental processes, from nervous system (for example, *pax6* (ref. ^31^)) and mesoderm (for example, *foxF* (ref. ^26^)) formation to axial patterning (for example, *Hox1* and *Hox4* (ref. ^32^)) (Supplementary Fig. 12). Notably, the overall expression of these 28 genes was also temporally shifted between indirect developing annelids, with the maximum level of expression occurring earlier in *C.* *teleta* than in *O.* *fusiformis* (Fig. 2d). Additionally, 2,583 genes also exhibited temporal shifts between the larvae of *O.* *fusiformis* and *C.* *teleta* (Fig. 2e), including 105 transcription factors, but mostly enzymes and structural genes that probably reflect the different biology of these two larvae (Extended Data Fig. 4f,g and Supplementary Figs. 13–16). Therefore, temporal shifts (that is, heterochronies) in the use of shared genetic programmes and regulatory genes correlate with and might account for life cycle and larval differences in Annelida.

### Different timings of trunk development

Homeodomain transcription factors were the largest class among the 28 transcription factors with temporal expression shifts between direct and indirect developing annelids (Supplementary Fig. 12). Indeed, homeodomain genes were enriched in the competent larva in *O.* *fusiformis* but were prevalent from stage 5 larva onwards in *C.* *teleta* (Extended Data Fig. 4h). Accordingly, Hox genes, which regionalize the bilaterian trunk along the anteroposterior axis^33^, were strongly upregulated in the competent mitraria larva (Extended Data Fig. 5a,b). *O.* *fusiformis* had a conserved complement of 11 Hox genes—similar to *C.* *teleta*^32^—arranged as a compact, ordered cluster in chromosome 1, except for *Post1*, which was located downstream of this chromosome (Extended Data Fig. 5c,d). *C.* *teleta* and *D.* *gyrociliatus* started expressing Hox genes along their trunks^30,32^ during or soon after gastrulation (Extended Data Fig. 5e). *O.* *fusiformis*, however, did not express Hox genes during embryogenesis but in the trunk rudiment during larval growth, already in an anteroposterior staggered pattern, as later observed in the juvenile (Fig. 3a and Extended Data Fig. 5e–h). This late activation of Hox genes is not specific to *O.* *fusiformis*, as it also occurs for most Hox genes in the planktotrophic trochophore of the echiuran annelid *Urechis unicinctus*^34^ (Extended Data Fig. 5e). Therefore, the spatially collinear Hox code along the trunk is established at distinct developmental stages depending on the life cycle mode in Annelida.

**Fig. 3:**
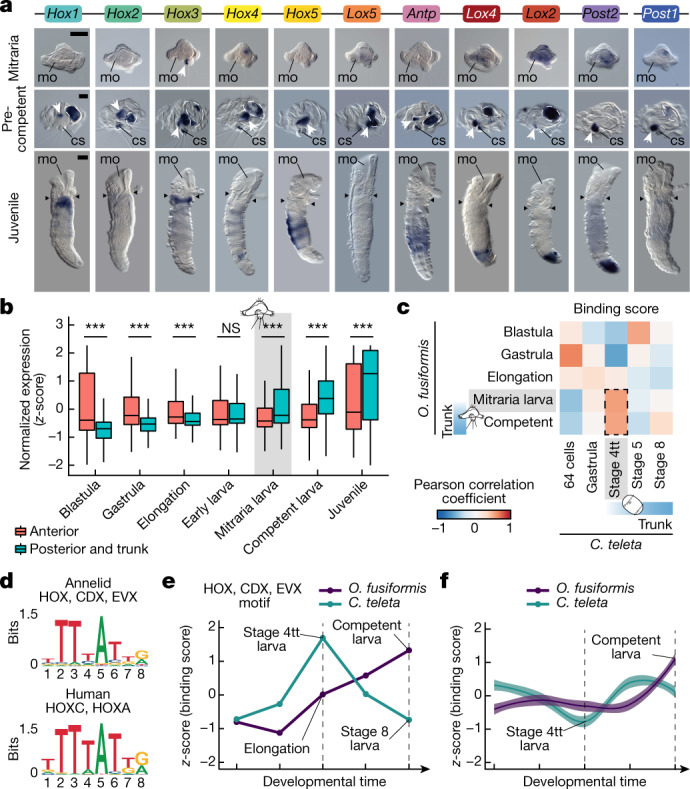
Trunk development is delayed to pre-metamorphosis in *O.fusiformis*. **a**, Representative images from three independent analyses of Hox gene expression by whole-mount in situ hybridization at the mitraria larva, pre-competent larva, and juvenile stages of *O.* *fusiformis*. Only *Hox3* is expressed at the mitraria stage (white arrowhead). Hox genes show spatial collinearity along the anteroposterior axis at the developing trunk of the pre-competent larva (white arrowheads) and in the juvenile. Dotted lines in the competent larva panels indicate background from the midgut. Black arrowheads in the juvenile panels indicate head to trunk boundary. cs, chaetal sack; mg, mid gut. Scale bar, 50 µm (larval stages) or 100 µm (juvenile stage). **b**, Average expression dynamics of anterior (*n* = 1,655), and posterior and trunk genes (*n* = 407) expressed in corresponding adult tissues during *O.* *fusiformis* development. *P* values were derived from two-tailed Student’s *t*-tests and adjusted using the Bonferroni method for multiple testing correction. ***, *P* < 0.001; NS, not significant. Centre lines in boxplots are the median, box is the interquartile range (IQR), and whiskers are the first or third quartile ± 1.5× IQR. **c**, Correlation matrices of transcription factor binding score (TFBSs). The dotted black line highlights the high TFBS correlation and heterochrony between the mitraria and competent larvae of *O.* *fusiformis* and the stage 4tt larva of *C.* *teleta*. **d**, Sequence logo of the annelid archetype (top) shows substantial similarity to the human homologue (bottom). **e**, TFBS dynamics for the annelid HOX, CDX, and EVX motif during *O.* *fusiformis* and *C.* *teleta* development. **f**, Average TFBS dynamics of all motifs in the peaks of the Hox cluster. Curves are locally estimated scatterplot smoothings, coloured shaded areas represent standard error of the mean.

To determine whether the difference in timings of trunk patterning is limited to the expression of Hox genes, we used tissue-specific adult transcriptomes to define a set of 1,655 anterior and 407 posterior and trunk genes in *O.* *fusiformis* (Extended Data Fig. 6a–d). 

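The adult transcriptomes of *O. fusiformis* comprised 9 RNA-seq libraries, 1 for each tissue or body region, so none of the values from them has a replicate and no test between tissues was run. Head and tail RNA came from a pool of 5 females. Midgut, ovary and, as assigned here, body wall were dissected from 1 female, and blood vessel, head plus chaetae (the bristles of annelid segments), retractor muscle and testis from 1 male. The body wall and the retractor muscle are placed here by the sex in their labels, as the description of the dissections names only muscle for either worm. The head plus chaetae library is likewise taken as the chaetae sample of the male. With these assignments, tissue and worm source are confounded. The head and head plus chaetae libraries were taken as the pair of anterior samples, and the tail and body wall libraries as the trunk and posterior pair. The names of the anterior samples in the methods do not settle which of them is which library, but the definition requires expression in both. The authors pseudo-aligned the reads to the transcripts of their gene models and normalized the read counts across the 9 libraries with DESeq2. The deposited normalized values list 31911 transcripts of 26974 genes, 8 more of each than the 31903 and 26966 of the paper. The cause of this difference was not found. Of the 31911 transcripts, 31295 had a value above 0 in at least 1 library. Because the low values of each library fall close to whole multiples of the value of 1 read, the number of pseudo-aligned reads was recovered approximately. It was close to 14608988 in the blood vessel, 16438522 in the tail, 16474397 in the ovary, 16618889 in the head, 17220174 in the body wall, 18341510 in the midgut, 19034112 in the head plus chaetae, 20533335 in the retractor muscle and 22177997 in the testis. The paper states a sequencing depth of about 25 M reads (M, 1000000) for these samples, and the values here rest on the recovered reads. The expression threshold of the paper is given in TPM, a unit that needs the length of each transcript. No lengths were used here, and a transcript was instead called expressed above 2 counts per 1000000 of the summed values of its library (CPM), a choice that could change which transcripts fall in each set.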

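With this threshold, 720 transcripts were expressed in both the head and the head plus chaetae libraries and in none of the other 7, and 147 were expressed in both the tail and the body wall and in none of the other 7. The anterior set was 4.90 times as large as the posterior and trunk set. When the recovered reads were redrawn 100 times from Poisson distributions, the anterior set held between 689 and 754 transcripts and the posterior and trunk set between 137 and 158, so the difference in size was larger than the counting error, which is the only error these libraries can show. To place both sets among other tissues, transcripts expressed in exactly 2 libraries were counted for each of the 36 possible pairs, with a median of 47 transcripts per pair. The head and head plus chaetae pair ranked first, and the next pair, blood vessel and ovary, held 173. The tail and body wall pair ranked sixth, below blood vessel and midgut with 163, body wall and head plus chaetae with 156, and midgut and tail with 155, and counting error leaves the order of these pairs open, as its rank lay between 3 and 9 in the redrawn reads. As a fold, the alternative that moved both sets most was a threshold of 2 in the deposited normalized values themselves, which left 261 anterior and 42 posterior and trunk transcripts. In number of transcripts, excluding only the opposite pair in place of the other 7 libraries moved both sets more, and upwards. The paper takes the genes expressed in these adult regions as anterior and as posterior and trunk genes, and follows their average expression in development to ask whether the timing of trunk patterning differs beyond the Hox genes (Fig. 3b).

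**Figure D1:**
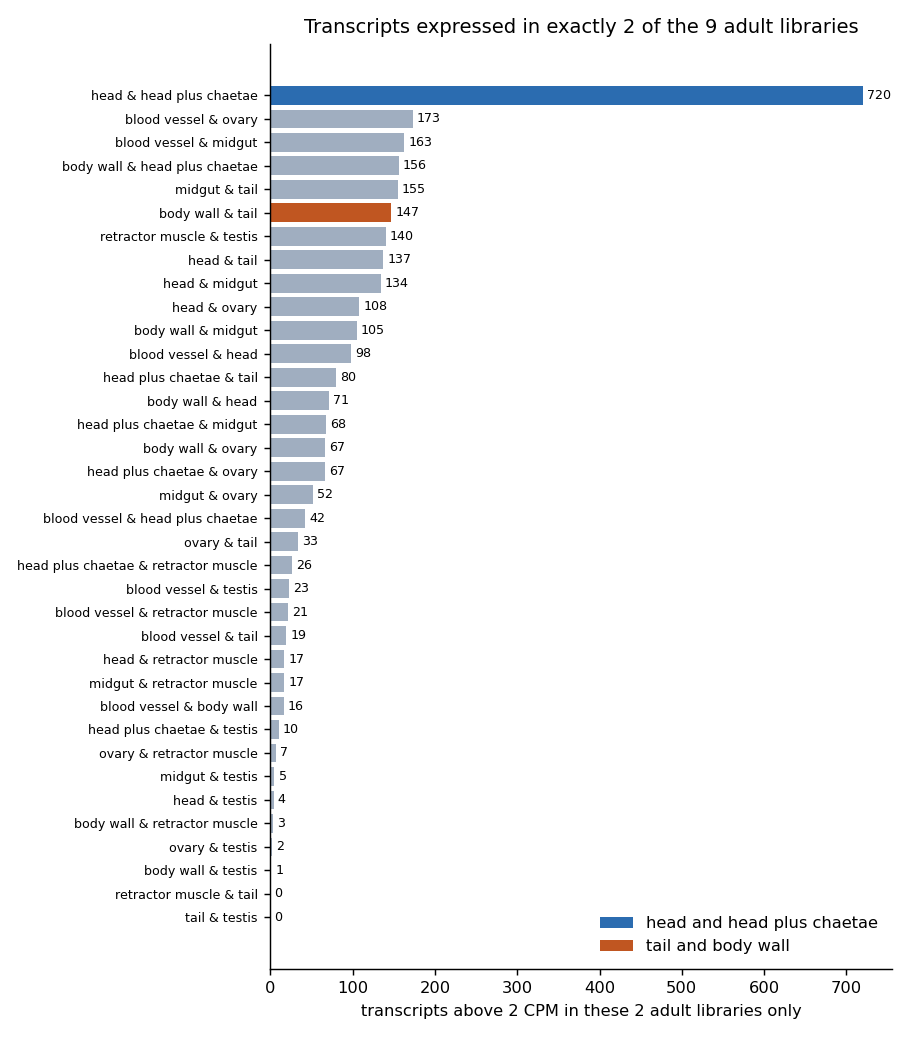
Number of transcripts (horizontal axis) above 2 CPM in exactly 2 of the 9 adult libraries, for each of the 36 pairs of libraries, with 1 bar per pair and 1 library per tissue. The head and head plus chaetae pair (720, blue) stands above all other pairs, and the tail and body wall pair (147, orange) lies within the group of pairs between 134 and 173.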

Anterior genes were significantly more expressed during embryogenesis, whereas posterior and trunk genes were upregulated at the mitraria stage and significantly outweighed the expression dynamics of anterior genes from that stage onwards (Fig. 3b and Extended Data Fig. 6e,f). Moreover, anterior, trunk and posterior genes with spatially resolved expression followed different temporal dynamics in *O.* *fusiformis*, *C.* *teleta* and *D.* *gyrociliatus*. In *O.* *fusiformis*, trunk^25^ and posterior^24,26^ genes were concentrated in a small ventral area and around the anal opening of the larva and increased in spatial range and expression levels as the trunk formed (Extended Data Fig. 6g,h). By contrast, anterior genes^26,35^ patterned most of the mitraria, and their expression remained stable during development (Extended Data Fig. 6g,h). Posterior and anterior genes followed similar dynamics in *C.* *teleta*, and trunk genes were upregulated already post-gastrula in both *C.* *teleta* and *D.* *gyrociliatus* (Extended Data Fig. 6i–l). Therefore, trunk development, which initially occurs from lateral growth of the trunk rudiment^12,28^, is deferred to pre-metamorphic stages in planktotrophic annelid trochophores compared with annelids with lecithotrophic larvae and direct developers.

### Heterochronies in Hox regulation

To investigate the genomic regulatory basis for the heterochronies in trunk development among annelid larvae, we profiled open chromatin regions at five equivalent developmental stages in *O.* *fusiformis* and *C.* *teleta* (Fig. 2a). This analysis identified 63,726 and 44,368 consensus regulatory regions, respectively. In both species, open chromatin was more abundant within gene bodies (Extended Data Fig. 7a). There was, however, a general increase in promoter peaks in *O.* *fusiformis* and distant intergenic regulatory elements in both species during development (Extended Data Fig. 7b). Moreover, the largest changes in peak accessibility occurred in the mitraria in *O.* *fusiformis* and stage 5 larva in *C.* *teleta* (Supplementary Fig. 18). In *O.* *fusiformis*, most regulatory regions acted before the start of trunk formation, whereas the numbers of accessible regions with a maximum of accessibility before and after the onset of trunk development were comparable in *C.* *teleta* (Extended Data Fig. 7c). Accordingly, the regulation of genes involved in morphogenesis and organogenesis, as well as neurogenesis, was concentrated in late clusters in *O.* *fusiformis* but unfolded more continuously in *C.* *teleta* (Supplementary Fig. 23). Therefore, different dynamics of chromatin accessibility occur during development and larva formation in these two annelids.

To investigate the regulatory programmes controlling larva development in *O.* *fusiformis* and *C.* *teleta*, we predicted transcription factor-binding motifs on peaks obtained from ATAC-seq data. This analysis identified 33 motifs common to both species that were strongly assigned to a known transcription factor class (Supplementary Fig. 29). Notably, the binding dynamics of these 33 motifs revealed a temporal shift in regulatory motifs acting between the mitraria and competent larva in *O.* *fusiformis* to the early post-gastrula (stage 4tt) larva of *C.* *teleta* (Fig. 3c and Extended Data Fig. 7d–f). Seven motifs followed this pattern (Extended Data Fig. 7g and Supplementary Fig. 29), including one with high similarity to the human HOX, CDX and EVX motif archetype (Fig. 3d,e) that is overrepresented and upregulated on the basis of its binding score at the competent stage in *O.* *fusiformis* (Extended Data Fig. 7h and Supplementary Fig. 30). Indeed, motif-binding dynamics in regulatory elements assigned to Hox genes supported a change in global regulation of the Hox cluster at the competent and early larval stages in *O.* *fusiformis* and *C.* *teleta*, respectively (Fig. 3f and Supplementary Fig. 31), which mirrored the transcriptional onset of these genes and the start of trunk development in the two species^32^. Motifs assigned to NKX and GATA factors, which are expressed in the developing trunk in both species^25,36^, were among the most abundant bound motifs in the Hox cluster in both species (Extended Data Fig. 7i). However, only 39 one-to-one orthologues with bound HOX, CDX and EVX motifs at the maximum of motif binding were common to *O.* *fusiformis* and *C.* *teleta* (Extended Data Fig. 7j). Therefore, different regulatory dynamics of the Hox cluster—possibly triggered by a reduced common set of upstream regulators—underpin temporal variability in Hox activity and downstream targets. These shifts probably promoted the developmental and morphological differences in trunk formation between planktotrophic and lecithotrophic annelid larvae.

### Different dynamics of new genes

New, species-specific genes, which account for a significant proportion of some larval transcriptomes^6,37^, could also contribute to and explain the transcriptomic differences among annelid larvae. In *O.* *fusiformis*, *C.* *teleta* and *D.* *gyrociliatus*, genes of metazoan and pre-metazoan origin tended to peak, dominate and be enriched at early development, whereas younger genes were more highly expressed in competent and juvenile stages (Extended Data Fig. 8a–e). By contrast, species-specific genes followed lineage-specific dynamics (Supplementary Fig. 32). These genes, for instance, were more expressed in the juveniles of *O.* *fusiformis* and *D.* *gyrociliatus*, but in the blastula and gastrula of *C.* *teleta* (and to some extent also at the blastula stage in *O.* *fusiformis*; Extended Data Fig. 8a,c,d). Species-specific genes were only enriched and over-represented at larval stages in *C.* *teleta* (Extended Data Fig. 8f–h). Therefore, genes of different evolutionary origins contribute to the development of annelid larvae. This result suggests that the increased use of new genes in some lophotrochozoan larvae^6,37^ might be due to the evolution of lineage-specific larval traits.

### Similarities between bilaterian larvae

To assess whether the transcriptional dynamics found in annelids are also observed in other metazoans, we extended our comparative transcriptomic approach to nine other animal lineages. In relative terms, global transcriptional dynamics between *O.* *fusiformis* and other animals tended to be more dissimilar at early development than at juvenile and adult stages (Fig. 4a and Extended Data Figs. 9a,b and  10a). The exception was the direct developer *Danio rerio*, for which the mitraria larva was the most dissimilar stage (Fig. 4a). This was also the case when comparing *O.* *fusiformis* with the direct-developing annelid *D.* *gyrociliatus* (Extended Data Fig. 3b). Notably, *O.* *fusiformis* shared maximal transcriptomic similarities during larval phases with bilaterian species with planktotrophic ciliated larvae and even cnidarian planulae (Fig. 4a and Extended Data Fig. 9a–e). Genes involved in core cellular processes directly contributed to these similarities, which probably reflects common structural and ecological needs of metazoan larvae (Extended Data Fig. 9f,g). However, transcription factor expression levels were also maximally similar between those species at larval phases (Extended Data Fig. 9a,b,e). Therefore, adult development is generally more similar^9^ than early embryogenesis across major animal lineages, but phylogenetically distant animal larvae also exhibit unexpected genome-wide transcriptional—and potentially regulative—similarities.

**Fig. 4:**
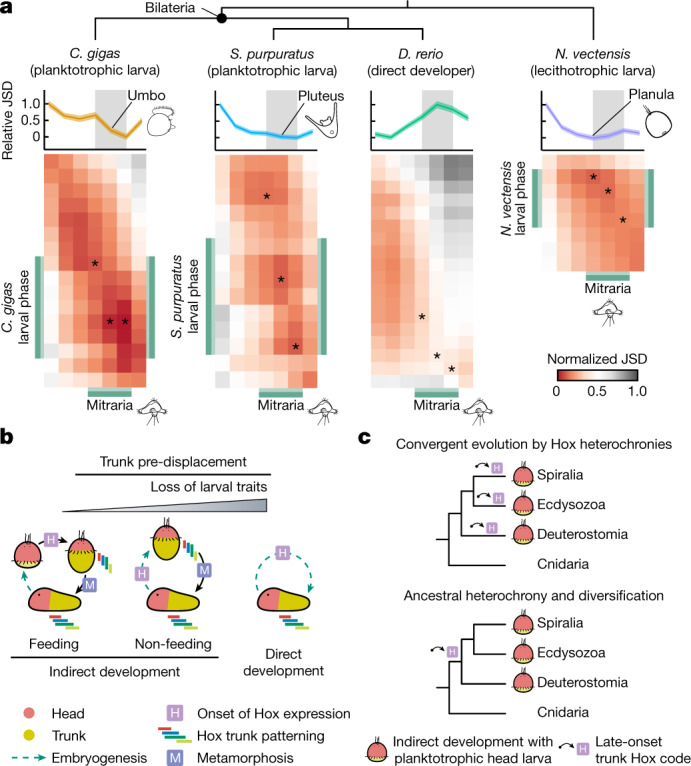
The evolution of life cycles in Annelida and Bilateria. **a**, Heatmaps of pairwise normalized Jensen–Shannon divergence (JSD) between *O.* *fusiformis* and *Crassostrea gigas*, *Strongylocentrotus purpuratus*, *D. rerio* and *Nematostella vectensis*. Asterisks indicate the stages of minimal JSD of each species to the larval phase of *O.* *fusiformis*. Larval phases are highlighted in green. Average relative JSD of the stages of minimal divergence to each *O.* *fusiformis* stage is shown on top of each heatmap. Confidence intervals represent the standard deviation from 250 bootstrap resamplings of the orthologue sets. See Extended Data Fig. 9a and Extended data Fig. 10a for fully labelled heatmaps. **b**, Schematics of the three main types of life cycles and the timing of Hox gene expression in bilaterians. Compared to indirect development with feeding larvae, lineages with non-feeding larvae and direct development pre-displace (that is, initiate earlier) trunk differentiation and Hox gene expression. Larval organs are reduced in non-feeding larvae and absent in direct development. **c**, Proposed alternative scenarios for the evolution of maximal indirect development with head larvae in Bilateria. Top, head larvae evolved convergently by repeatedly shifting trunk development (as seen by Hox gene expression) to pre-metamorphic stages. Bottom, head and trunk development were ancestrally temporally decoupled, which could have facilitated the evolution of head larvae in different bilaterian lineages.

## Discussion

Our study provides a perspective on life cycle evolution in Bilateria. The planktotrophic larva of *O.* *fusiformis* defers trunk differentiation to late pre-metamorphic stages and largely develops from anterior ectodermal domains. This occurs in other feeding annelid larvae^38^ (Extended Data Fig. 5f), and probably in Chaetopteriformia^39,40^, and thus the late differentiation of the adult trunk might be an ancestral trait to Annelida (Extended Data Fig. 10b). Delaying trunk development to post-larval stages also occurs in phylogenetically distant clades within Spiralia^16,17^, Ecdysozoa^14,41^ and Deuterostomia^15,42,43^, the larvae of which are generally referred to as head larvae^13,14^. By contrast, non-feeding larvae^32,44^ and direct developers^30^ in both Annelida and other bilaterian taxa^45,46^ start to pattern their trunks with or immediately after the onset of anterior or head patterning, which always takes place before gastrulation in bilaterians^47,48^. Therefore, heterochronies in trunk development correlate with, and possibly account for, the evolution of different life cycles in animals (Fig. 4b). This differs from previously proposed mechanisms to explain the origins of animal life cycles, namely co-option of adult genes into larval-specific regulatory programmes^9,10^ and independent evolution of adult gene regulatory modules^2,49^.

Bilaterian head larvae could be lineage-specific innovations associated with the evolution of maximal indirect development^13,14,16^ that evolved convergently by delaying trunk differentiation and Hox patterning (Fig. 4c). The similarities in larval molecular patterns^5,15,16^ would then reflect ancient gene regulatory modules that were independently co-opted to develop analogous cell types and larval organs. Alternatively, the post-embryonic onset of trunk differentiation and Hox expression might be the most parsimonious ancestral state for Bilateria (Extended Data Fig. 10c,d and Supplementary Table 93). This could have facilitated the evolution of larvae, which would then originally share anterior genetic modules for their development (Fig. 4c). Regardless of the scenario and despite their limitations, our datasets highlight the importance of heterochronic changes for the diversification of bilaterian life cycles. The data also uncover a reduced set of candidate genes and regulatory motifs that might influence life cycle differences in Annelida and perhaps even Bilateria. In the future, comparative functional studies of these and other genes will reveal how temporal changes in gene expression and regulation have shaped the evolution of animal larvae and adults.

## Methods

### Adult culture, spawning and in vitro fertilization

Sexually mature *O.* *fusiformis* adults were collected from subtidal waters near the Station Biologique de Roscoff and cultured in the laboratory as previously described^23^. In vitro fertilization and collection of embryonic and larval stages were performed as previously described^23^. *C.* *teleta* Blake, Grassle & Eckelbarger, 2009 was cultured, grown and sifted, and its embryos and larvae were collected following established protocols^28^. *Magelona* spp. were collected in muddy sand from the intertidal of Berwick-upon-Tweed, Northumberland, NE England (around 55° 46′00.4″ N, 1° 59′04.5″ W) and kept initially in aquaria at the Museum Wales before their transfer to Queen Mary University of London, where they were kept in aquaria with artificial sea water.

### Genome size measurements

To estimate the haploid DNA nuclear content of *O.* *fusiformis*, we used a flow cytometer Partex CyFlow Space fitted with a Cobalt Samba green laser (532 nm, 100 mW) and the built-in software FloMax (v.2.82) as described for the annelid *D.* *gyrociliatus*^23^, with adult individuals of *Drosophila melanogaster* as reference. Additionally, we used Jellyfish (v.2.3)^50^ to count and generate a 31-mer histogram from adaptor-cleaned, short-read Illumina reads (see section below) and GenomeScope (v.2.0)^51^ to obtain an in silico estimation of the genome size and heterozygosity of *O.* *fusiformis*.

### Genome sequencing, assembly and quality check

Ultra-high molecular weight (UHMW) gDNA was extracted following the Bionano genomics IrysPrep agar-based, animal tissue protocol using sperm from a single *O.* *fusiformis* male. UHMW gDNA was cleaned up using a salt–chloroform wash following PacBio’s recommendations before long-read sequencing using PacBio (v.3.0) chemistry at the University of California Berkeley. A total of 16 SMRT cells of PacBio Sequel were used for sequencing with 600 min movie time, producing a total of 170.07 Gb of data (10.72 million reads, N50 read length between 25.75 kb and 30.75 kb). In addition, we used UHMW gDNA of that same individual to generate a 10x Genomics linked reads library, which we sequenced in an Illumina HiSeq4000 at the Okinawa Institute of Science and Technology to produce 28.62 Gb of data (141.66 million read pairs). PacBio reads were assembled with CANU (v.8.3rc2)^52^ assuming ‘batOptions=”−dg 3 −db 3 −dr 1 −ca 500 −cp 50’ and ‘correctedErrorRate = 0.065’. Pacbio reads were remapped using pbalign (v.0.3.2) and the assembly polished once using Arrow (genomicconsensus, v.2.3.2). Then Illumina paired-end reads generated with the 10x Genomics linked reads were extracted, remapped using bwa mem (v.0.7.17)^53^ and used for polishing with Racon (v.1.16)^54^. Bionano Genomics optical mapping data were used to scaffold the PacBio-based assembly, which was de-haploidized with purge_haplotigs (v.1.0.4)^55^ setting cut-off values at 35, 85 and 70× coverage to reconstruct a high-quality haploid reference assembly. HiC-based chromosome scaffolding was performed as described below. Merqury (v.1.1)^56^ and BUSCO (v.5)^57^ were used to assess genome completeness and to evaluate the quality of the assembly (Supplementary Fig. 1).

### Transcriptome sequencing

Fourteen samples spanning key developmental time points of the *O.* *fusiformis* life cycle, including active oocyte, zygote, 2-cell, 4-cell and 8-cell stages, 3 h post-fertilization (h.p.f.), 4 h.p.f., coeloblastula (5 h.p.f.), gastrula (9 h.p.f.), axial elongation (13 h.p.f.), early larva (18 h.p.f.), mitraria larva (27 h.p.f.), pre-metamorphic competent larva (3 weeks post-fertilization) and post-metamorphic juvenile were collected in duplicates (except for the latter), flash frozen in liquid nitrogen and stored at –80 °C for total RNA extraction. Samples within replicates were paired, with each one containing around 300 embryos or 150 larvae coming from the same in vitro fertilization process. Nine further samples from adult tissues and body regions (blood vessel, body wall, midgut, prostomium, head, ovary, retractor muscle, tail and testes) were also collected as described above. Likewise, an additional five samples spanning post-cleavage time points of *C.* *teleta*, including 64 cells and gastrula stages, and stage 4tt, stage 5 and stage 7 larval stages, were collected in duplicates. Total RNA was isolated using a Monarch Total RNA Miniprep kit (New England Biolabs) following the supplier’s recommendations. Total RNA samples from developmental stages from both *O.* *fusiformis* and *C.* *teleta* were used to prepare strand-specific mRNA Illumina libraries that were sequenced at the Oxford Genomics Centre (University of Oxford, UK) over three lanes of an Illumina NovaSeq6000 system in 2 × 150 bp mode to a depth of around 50 million reads (Supplementary Tables 13 and 16). Adult tissue samples were sequenced at BGI on a BGISeq-500 platform in 2 × 100 bp mode to a depth of about 25 million reads (Supplementary Table 49).

### Annotation of repeats and transposable elements

RepeatModeler (v.2.0.1)^58^ and RepBase were used to construct a de novo repeat library for *O.* *fusiformis*, which was then filtered for bona fide genes using the predicted proteome of *C.* *teleta*. In brief, we used DIAMOND (v.0.9.22)^59^ with an *e*-value cut-off of 1 × 10^–10^ to identify sequences in the de novo repeat library with significant similarity to protein-coding genes in *C.* *teleta* that are not transposable elements (TEs). Sequences with a significant hit were manually inspected to verify they were not TEs; if they were, they were manually removed from the de novo repeat library. The filtered consensus repeat predictions were then used to annotate the genome assembly of *O.* *fusiformis* with RepeatMasker open-4.0. We next used LTR_finder (v.1.07)^60^, a structural search algorithm, to identify and annotate long tandem repeats (LTRs). Finally, we generated a consensus set of repeats by merging RepeatMasker and LTR_finder predictions with RepeatCraft^61^, using default parameters but a maximum LTR size of 25 kb (as derived from the LTR_finder annotation) (Supplementary Table 1). The general feature format (GFF) and fasta files with the annotation of TEs and repeats are available in the GitHub repository (see Data availability section).

### Gene prediction and functional annotation

We used SAMtools (v.1.9)^62^ and the annotation of repeats to soft mask *O.* *fusiformis* genome assembly before gene prediction. We then mapped all embryonic and adult transcriptomes and a publicly available dataset^63^ (Sequence Read Archive (SRA) identifier: SRR1222288) with STAR (v.2.5.3a)^64^ after removing low-quality read pairs and read pairs containing Illumina sequencing adapters with trimmomatic (v.0.39)^65^. StringTie (v.1.3.6)^66^ was used to convert STAR alignments into gene transfer format (GTF) files and Portcullis (v.1.1.2)^67^ to generate a curated set of splice junctions. Additionally, we generated de novo transcriptome assemblies for all samples using Trinity (v.2.5.1)^68^ with default parameters, which were thereafter mapped to the soft-masked assembly with GMAP (v.2020-04-08)^69^. We then ran the default Mikado (v.2.1) pipeline^70^ to merge all transcriptomic evidence and reliable splice junctions into a single set of best-supported transcripts and gene models. From this merged dataset, we filtered full-length, non-redundant transcripts with a BLAST hit on at least 50% of their length and at least two exons to obtain a gene set that we used to train Augustus (v.3.2.3)^71^. Simultaneously, we used the Mikado gene annotation and Portcullis splice junctions to generate confident sets of exon and intron hints, respectively. We also ran Exonerate (v.2.4.0)^72^ to generate spliced alignments of the proteome of *C.* *teleta* proteome on *O.* *fusiformis* soft-masked genome assembly to obtain further gene hints. We then merged all exon and intron hints into a single dataset, which we passed into Augustus (v.3.2.3)^71^ for ab initio gene prediction. Finally, PASA (v.2.3.3)^73^ was used to combine RNA-seq and ab initio gene models into a final gene set, from which spurious predictions with in-frame stop codons (228 gene models), predictions that overlapped with repeats (5,779 gene models) and that had high similarity to TEs in the RepeatPeps.lib database (2,450 models) were removed. This filtered gene set included 26,966 genes, encompassing 31,903 different transcripts (Supplementary Fig. 1). To assess the completeness of this annotation, we ran BUSCO (v.5)^57^ in proteome mode, which resulted in 97.7% of the core genes present. Moreover, 31,678 out of the 31,903 (99.29%) filtered transcripts were supported by RNA-seq data, and 80.69% of the transcripts had a significant BLAST match (*e*-value cut-off < 0.001) to a previously annotated annelid gene (database containing non-redundant proteomes of the high-quality annelid genomes of *C.* *teleta*, *D.* *gyrociliatus*, *Eisenia andrei*, *Lamellibrachia luymesi*, *Paraescarpia echinospica*, *Riftia pachyptila* and *Streblospio benedicti*). A similar functional annotation approach was followed to re-annotate the genome of *C.* *teleta* with the new RNA-seq data, using as starting assembly the soft-masked version available at Ensembl Metazoa. This resulted in 41,221 transcripts, 39,814 of which had RNA-seq support (96.59%). Additionally, 80.47% of the transcripts had a significant BLAST match (*e*-value cut-off < 0.001) to other well-annotated annelid genomes (see above).

Protein homologies for the filtered transcripts of *O.* *fusiformis* and *C.* *teleta* were annotated using BLAST (v.2.2.31+)^74^ with the UniProt/SwissProt database provided with Trinotate (v.3.0)^75^. We used HMMER (v.2.3.2)^76^ to identify protein domains using Trinotate’s PFAM-A database and signalP (v.4.1)^77^ to predict signal peptides. These functional annotations were integrated into a Trinotate database, which retrieved Gene Ontology (GO), eggNOG and Kyoto Encyclopedia of Genes and Genomes (KEGG) terms for each transcript. In addition, we ran the PANTHER HMM scoring tool to assign a PantherDB^78^ orthology identifier to each transcript. In total, we retrieved a functional annotation for 22,516 transcripts (63.86%). Functional annotation reports are provided in the GitHub repository (see Data Availability section).

### Chromosome-scale scaffolding

Sperm from a single *O.* *fusiformis* worm and an entire sexually mature male were used as input material to construct two Omni-C Dovetail libraries following the manufacturer’s recommendations for marine invertebrates. These libraries were sequenced in an Illumina NovaSeq6000 at the Okinawa Institute of Science and Technology to a depth of 229 and 247 million reads. HiC reads were processed using the Juicer pipeline (r.e0d1bb7)^79^ to generate a list of curated contracts (‘merged no dups’) that was subsequently used to scaffold the assembly using 3d-dna (v.180419)^80^. The resulting assembly and contact map were visually inspected and curated using Juicebox (v.1.11.08)^79^, and adjustments were submitted for a subsequent run of optimization using 3d-dna. Finally, repeats and TEs were re-annotated in this chromosome-scale assembly as described above, and the annotation obtained for the PacBio-based assembly was lifted over with Liftoff (v.1.6.1)^81^ (Supplementary Fig. 1). All gene models but two were successfully re-annotated in the chromosome-scale assembly.

### Gene family evolution analyses

We used the AGAT suite of scripts to generate non-redundant proteomes with only the longest isoform for a set of 21 metazoan proteomes (Supplementary Table 2). To reconstruct gene families, we used OrthoFinder (v.2.2.7)^82^ using MMSeqs2 (ref. ^83^) to calculate sequence similarity scores and an inflation value of 2. OrthoFinder gene families were parsed and mapped onto a reference species phylogeny to infer gene family gains and losses at different nodes and tips using the ETE 3 library^84^, as well as to estimate the node of origin for each gene family. Gene expansions were computed for each species using a hypergeometric test against the median gene number per species for a given family using previously published code^30^ (Supplementary Tables 3–7). Principal component analysis was performed on the orthogroups matrix by metazoan lineage, given that orthogroups were present in at least three of the 22 analysed species, to eliminate taxonomically restricted genes. All single copy orthologue files derived from this analysis used throughout the study are available in the GitHub repository (see Data Availability section).

### Macrosynteny analyses

Single-copy orthologues obtained using the mutual best hit approach generated using MMseqs2 (ref. ^83^) using the annotations of *Branchiostoma floridae*^85^, *P.* *maximus*^86^, *S.* *benedictii*^87^ and *Lineus longissimus*^88,89^ were used to generate Oxford synteny plots comparing sequentially indexed orthologue positions. Plotting order was determined by hierarchical clustering of the shared orthologue content using the complete linkage method as originally proposed. Comparison of the karyotype of all four species was performed using the Rideogram package by colouring pairwise orthologues according to the ALG assignment in comparisons with *P.* *maximus* and *B.* *floridae*.

### Evolutionary analysis of *chordin* in annelids

The identification of *chordin* (*chrd*) and *chordin-like* (*chrdl*) genes in *O.* *fusiformis* was based on the genome functional annotation (see above). To mine *chrd* orthologues, 81 annelid transcriptomic datasets were downloaded from the SRA (Supplementary Table 8) and assembled using Trinity (v.2.5.1)^68^ to create BLAST local nucleotide databases. We also created a nucleotide database for *C.* *teleta* using its annotated genome^90^ (European Nucleotide Archive (ENA) accession number: GCA_000328365.1). Human and *O.* *fusiformis* CHRD proteins were used as queries to find *chrd* orthologues following the mutual best hit approach (*e*-value ≤ 10^-3^), obtaining 103 distinct candidate *chrd* transcripts that were then translated (Supplementary Table 9). A single candidate CHRD protein for *Themiste lageniformis* (M. J. Boyle, unpublished data) was included ad hoc at this step. In addition, 15 curated CHRD and CHRDL protein sequences (and an outgroup) were obtained from various sources (Supplementary Table 10) and aligned together with *O.* *fusiformis* CHRD and CHRDL sequences in MAFFT (v.7)^91^ with the G-INS-I iterative refinement method and default scoring parameters. From this mother alignment, further daughter alignments were obtained using “mafft --addfragments”^92^, the accurate “--multipair” method, and default scoring parameters. For orthology assignment, two phylogenetic analyses were performed on selected candidate sequences, which included the longest isoform for each species–gene combination, given that it included a 10-residue or longer properly aligned fragment in either the CHRD domains or the von Willebrand factor type C (VWFC) domains. vWFC and CHRD domains were trimmed and concatenated using domain boundaries defined by ProSITE domain annotation for the human chordin precursor protein (UniProt: Q9H2X0). Either all domains or the VWFC domains only were used for phylogenetic inference (Extended Data Fig. 2c,d and Supplementary Tables 11 and 12) with a WAG amino acid replacement matrix^93^ to account for transition rates, the FreeRate heterogeneity model (R4)^94^ to describe sites evolution rates, and an optimization of amino acid frequencies using maximum likelihood using IQ-TREE (v.2.0.3)^95^. 1,000 ultrafast bootstraps^96^ were used to extract branch support values. Bayesian reconstructions in MrBayes (v.3.2.7a)^97^ were also performed using the same WAG matrix but substituting the R4 model for the discrete gamma model^98^, with 4 rate categories (G4). All trees were composed in FigTree (v.1.4.4). Alignment files are available in the GitHub repository (see Data availability section).

### Gene expression profiling

We profiled gene expression dynamics from blastula to juvenile stages for *O.* *fusiformis*, from 64-cell to competent larva stages for *C.* *teleta* (Supplementary Fig. 2), from early development to female adult stages for *D.* *gyrociliatus*, and across the 9 adult tissues samples of *O.* *fusiformis*. Sequencing adaptors were removed from raw reads using trimmomatic (v.0.39)^65^. Cleaned reads were pseudo-aligned to the filtered gene models using kallisto (v.0.46.2)^99^, and genes with an expression level above an empirically defined threshold of 2 transcripts per million (TPM) were deemed expressed. 

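Across the adult libraries, a median of 15625 transcripts, the count of the midgut, lay above 2 CPM. The head library held 18923 expressed transcripts, the head plus chaetae 18165, the tail 17101, the body wall 16729, the ovary 15021 and the blood vessel 13575. The retractor muscle and the testis held fewer, with 8407 and 4932. At this threshold a transcript needed 29.2 reads in the blood vessel library and 44.4 reads in the testis library, the lowest and highest of the 9. Expression in all 9 libraries was found for 3608 transcripts and expression in 1 library alone for 3763, while 6779 transcripts were not above the threshold in any. Under a common threshold of 57.7 on the scale of the authors' normalized values, equal to 2 CPM at the mean library sum, the retractor muscle count rose to 11711 and the testis count to 10619, and the other 7 libraries lay between 10972 and 14033. The common value equals 10.4 reads in the testis but 97.0 reads in the body wall, so calls in the testis rest on fewer reads. Under it 5505 transcripts were expressed in all 9 libraries, 4161 in 1 library alone and 9767 in none.

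**Figure D2:**
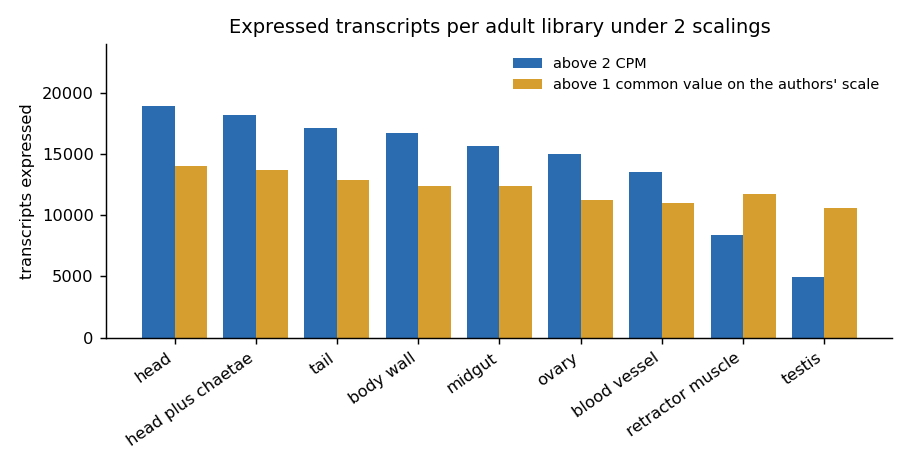
Number of transcripts expressed in each adult library (vertical axis), above 2 CPM (blue) and above a common value of 57.7 on the authors' scale (yellow), 1 library per tissue. The counts of the retractor muscle and testis libraries, lowest under the first threshold, come close to those of the other libraries under the second.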

For each species, the DESeq2 (v.1.30.1) package^100^ was used to normalize read counts across developmental stages (Supplementary Tables 13–21) and adult tissues (Supplementary Tables 49–51) and to perform pairwise differential gene expression analyses between consecutive developmental stages. 

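In the deposited values of the adult tissues, the normalized values of 7 libraries summed to between 9938696 in the head and 13848990 in the blood vessel. They summed to 56451691 in the retractor muscle and 122592193 in the testis. One read was worth 0.595 in the body wall, the lowest of the 9 libraries, 2.75 in the retractor muscle and 5.53 in the testis. Among values of up to 20 reads, the share within 0.1 read of a whole number was 93.1% in the retractor muscle and between 96.1% and 100% in the other libraries, so read numbers recovered this way are approximate, above all in the retractor muscle. The 10 most abundant transcripts took 77.4% of the testis values and 66.5% of the retractor muscle values, against 7.34% in the head and 16.1% in the blood vessel, the lowest and highest of the other 7 libraries. The reference gene table of *O. fusiformis* used here, which holds 27038 genes, contains none of the transcript identifiers, so that transcripts are named by identifier, without gene names or coordinates.

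**Figure D3:**
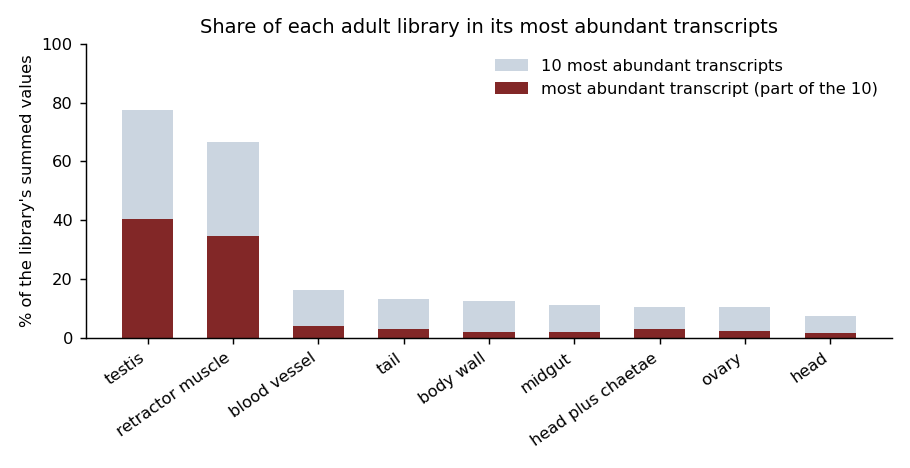
Share of each adult library's summed normalized values (vertical axis, in percent) taken by its most abundant transcript (dark red) and by its 10 most abundant transcripts (whole bar), 1 library per tissue. The testis and retractor muscle libraries stand apart at 77.4% and 66.5%.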

*P* values were adjusted using the Benjamini–Hochberg method for multiple testing correction. We defined a gene as significantly upregulated for a log_2_(fold-change) (LFC) > 1 or downregulated for a LFC < 1, given an adjusted *P* value < 0.05. Principal component analyses were performed on the variance stabilizing-transformed matrices of the normalized DESeq2 matrices. 

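For the adult tissues, a principal component analysis of log2(normalized value + 1) over the transcripts with a value in any library placed 31.4% of the variance on the first component, 18.2% on the second and 14.2% on the third. The first component had the head, head plus chaetae, tail and body wall libraries on one side and the testis and blood vessel at the far end of the other. The second set the midgut apart from the retractor muscle and testis. On the same scale, Pearson's r across transcripts was highest for the tail and body wall at 0.87, followed by the head and head plus chaetae at 0.82 and the body wall and head plus chaetae at 0.79. The retractor muscle and testis came next at 0.78, and the lowest r, 0.52, was that of the blood vessel and head plus chaetae, both from the male. The median over the 36 pairs was 0.67. Transcripts are not independent replicates, so these coefficients describe the libraries and have no p-value. With the variance-stabilizing transformation of DESeq2 on the recovered reads, r was 0.88 for the tail and body wall and 0.82 for the head pair. The filter that kept transcripts above the expression threshold in at least 1 library moved them most, to 0.83 and 0.73, and the tail and body wall stayed above the head pair.

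**Figure D4:**
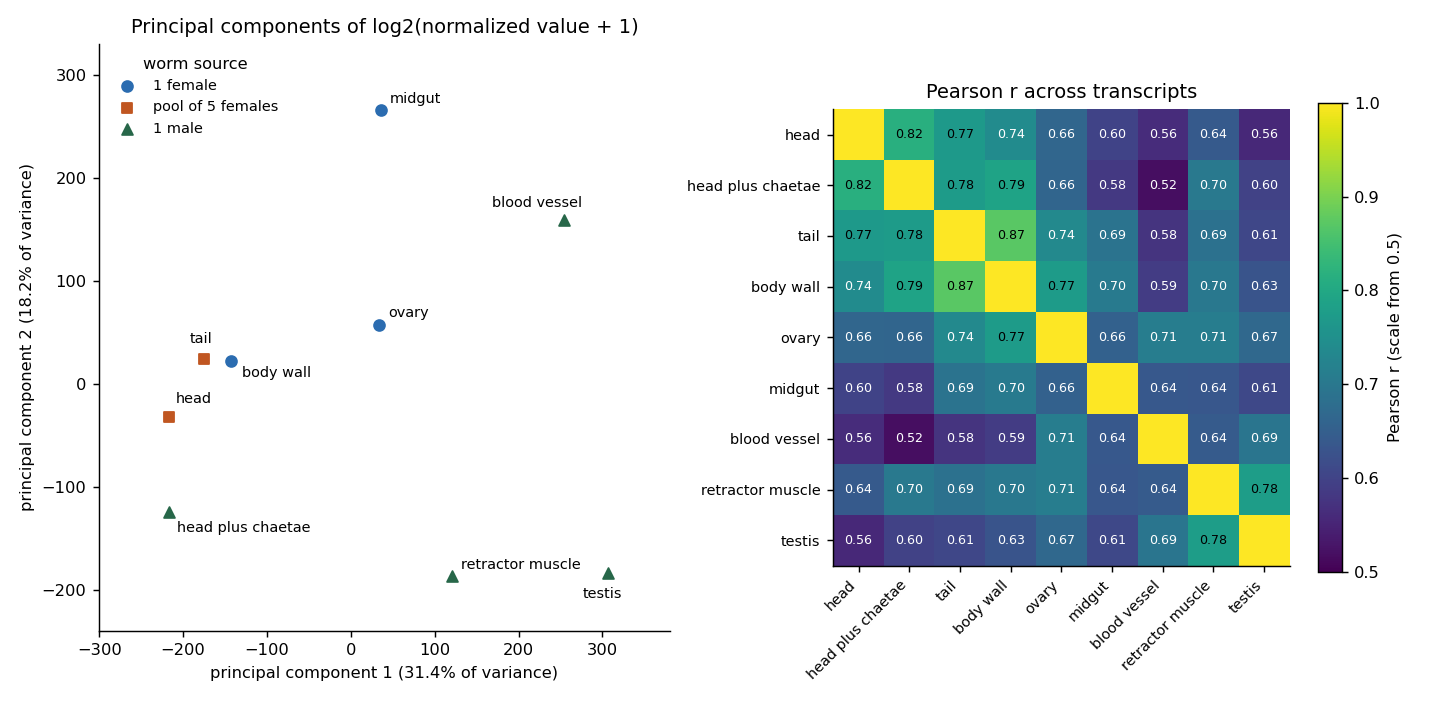
Left, scores of the 9 adult libraries on the first and second principal components of log2(normalized value + 1), with 31.4% and 18.2% of the variance and the worm source of each library as symbol. Right, Pearson's r across transcripts for each pair of libraries on a colour scale from 0.5 to 1, highest for the tail and body wall (0.87) and the head and head plus chaetae (0.82).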

For the *O.* *fusiformis* adult tissues samples, genes specifically expressed (TPM > 2) only in both the head and head plus two anterior-most segment samples were classified as adult anterior genes, and those expressed only in both the tail and the body wall were classified as adult trunk and posterior genes (Supplementary Tables 52 and 53). 

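Many members of both sets lay close to the threshold. Over the anterior set the median value was 3.97 CPM in the lower of the 2 defining libraries and 0.974 CPM in the highest of the other 7. Of these transcripts, 361 (50.1%) were below 4 CPM in the lower defining library, and 22 had no read in any other library. In the posterior and trunk set the corresponding medians were 3.89 and 1.16 CPM, 75 transcripts (51.0%) were below 4 CPM, and each had at least 1 read in another library. In at least 95 of 100 Poisson redraws, 425 anterior transcripts (59.0%) and 88 posterior and trunk transcripts (59.9%) were called again. Membership also depended on the threshold itself. At 5 CPM the sets held 737 and 198 transcripts, of which 299 and 58 were also in the sets at 2 CPM. The word only was read here as not expressed in any of the other 7 libraries. With the tail dropped from this criterion the anterior set held 1000 transcripts, its highest count with 1 library dropped. The posterior and trunk set held 297 without the head plus chaetae, 239 without the head and 227 without the ovary, each over 1.5 times its count with all libraries in the criterion. Read as not expressed in the opposite pair alone, the definition gave 1287 anterior and 431 posterior and trunk transcripts. The anterior transcripts with the largest lower value were OFUSG22440.2 and OFUSG09178.1. OFUSG22440.2, 1 of 2 isoforms of its gene, had 1179 CPM in the head, 553 in the head plus chaetae and at most 0.976, in the tail, elsewhere. OFUSG09178.1 had 1226 CPM in the head, 516 in the head plus chaetae and 1.99 in the retractor muscle, just under the threshold, and was called anterior in 65 of 100 redraws. The corresponding posterior and trunk transcripts were OFUSG24633.1 and OFUSG07474.1. OFUSG24633.1 had 173 CPM in the tail, 121 in the body wall and at most 1.37, in the blood vessel, elsewhere. OFUSG07474.1 had 461 CPM in the tail, 57.2 in the body wall and at most 1.45, in the head, elsewhere. The highest library elsewhere depends on the scale. In the authors' normalized values it was the retractor muscle for OFUSG24633.1 (46.9, against 18.9 in the blood vessel). For OFUSG07474.1 it was the blood vessel (18.9, against 14.4 in the head). OFUSG09178.1 had a normalized value of 112 in the retractor muscle.

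**Figure D5:**
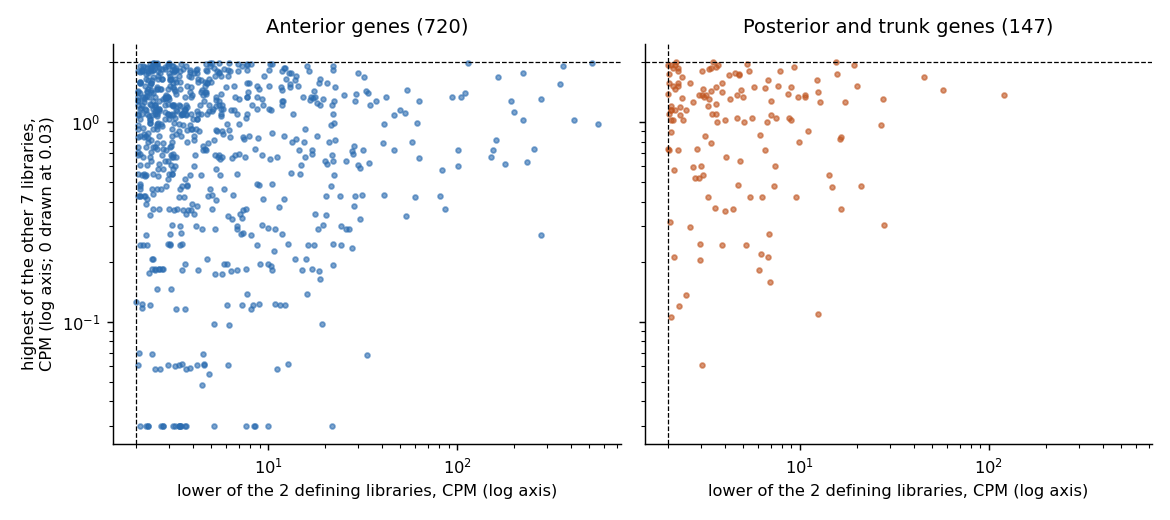
Each point is a transcript of the anterior set (left, 720) or the posterior and trunk set (right, 147), by its value in CPM in the lower of the 2 defining libraries (horizontal log axis) and in the highest of the other 7 libraries (vertical log axis, 0 drawn at 0.03). Dashed lines mark the threshold of 2 CPM, near which many points of both sets lie.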

For all three annelid taxa, anterior, trunk and posterior markers were defined as genes for which their spatial expression pattern has been validated through in situ hybridization in the literature (Supplementary Tables 54–56). TPM and DESeq2 gene expression matrices of developmental and adult tissue samples are also available in the GitHub repository (see Data availability section).

### Gene clustering and co-expression network analyses

Transcripts were clustered according to their normalized DESeq2 expression dynamics through soft *k-*means clustering (or soft clustering) using the mfuzz (v.2.52) package^101^ (Supplementary Tables 23–26). Out of the total number of transcripts, we discarded those that were not expressed at any developmental stage (225 out of 31,903 for *O.* *fusiformis*, 1,407 out of 41,221 for *C.* *teleta*, and 200 out of 17,388 for *D.* *gyrociliatus*). We then determined an optimal number of 12 clusters (*O.* *fusiformis* and *C.* *teleta*) and 9 clusters (*D.* *gyrociliatus*) for our datasets by applying the elbow method to the minimum centroid distance as a function of the number of clusters. For construction of the gene co-expression networks for *O.* *fusiformis* and *C.* *teleta*, we used the WGCNA package (v.1.70-3)^102^. All transcripts expressed at any developmental stage were used to build a signed network with a minimum module size of 300 genes and an optimized soft-thresholding power of 16 and 8 for *O.* *fusiformis* and *C.* *teleta*, respectively. Block-wise network construction returned 15 gene modules for *O.* *fusiformis*, from which 1 module was dropped owing to poor intramodular connectivity, and 19 gene modules for *C.* *teleta* (Supplementary Tables 23 and 24). The remaining 14 gene modules of *O.* *fusiformis* (A–N) and 19 gene modules of *C. teleta* (A–O, W–Z) were labelled with distinct colours, with unassigned genes labelled in grey. Random subsets consisting of the nodes and edges of 30% of the transcripts were fed into Cytoscape (v.3.8.2)^103^ for network visualization (Supplementary Fig. 9). Module eigengenes were chosen to summarize the gene expression profiles of gene modules. GO enrichment analysis of each gene cluster and gene module was performed using the topGO (v.2.44) package. We performed a Fisher’s exact test and listed the top 30 (soft *k*-means clusters) or top 15 (WGCNA modules) significantly enriched GO terms of the class biological process (Supplementary Tables 27–31, Supplementary Figs. 4–6, 10 and 11). To ease visualization, all 486 non-redundant enriched GO terms from the 33 soft *k-*means clusters from all 3 species were clustered through *k*-means clustering by semantic similarity using the simplifyEnrichment (v.1.2.0) package^104^ (Supplementary Figs. 7 and 8). Full network nodes and edges files and the random 30% network subset files are available in the GitHub repository (see Data availability section).

### Transcription factor repertoire analysis

We selected a custom set of 36 transcription factor classes from all 9 transcription factor superclasses from the TFClass database^105^. Transcripts in *O.* *fusiformis*, *C.* *teleta* and *D.* *gyrociliatus* were deemed transcription factors and classified into one or more of the 36 classes if they were a match for any of the corresponding PANTHER identifiers (Supplementary Tables 32–33 and Supplementary Fig. 3). Over-representation and under-representation of the different transcription factor classes in the gene expression clusters was tested through pairwise two-tailed Fisher’s exact tests, for which we then adjusted the *P* values using Benjamini–Hochberg correction for multiple testing.

### Orthogroup overlap analysis

We performed pairwise comparisons between each possible combination of soft *k*-means clusters of all three annelid taxa. The numbers of overlapped orthogroups between either the full clusters or the transcription factors belonging only to each cluster were subjected to upper-tail hypergeometric tests. *P* values were then adjusted using the Benjamini–Hochberg method for multiple testing correction. For the simplified analyses by quadrants, clusters were classed as early/pre-larval (*O.* *fusiformis*: 1–6; *C.* *teleta*: 1–5; *D.* *gyrociliatus*: 1–3) or late/pre-larval (*O.* *fusiformis*: 8–12; *C.* *teleta*: 7–12; *D.* *gyrociliatus*: 5–7), thus rendering 4 different quadrants for each species pairwise comparison: early_species A_–early_species B_, early_species A_–late_species B_, late_species A_–early_species B_ and late_species A_–late_species B_. Clusters corresponding to female adult expression in *D.* *gyrociliatus* (8 and 9) were discarded for comparison purposes. Relative similarity (RS) values for each of the four quadrants were computed as the following ratio:

$${\rm{RS}}=\frac{{\rm{mean}}(-{\log }_{10}{({\rm{adjusted}}P{\rm{value}})}_{{\rm{quadrant}}})}{{\rm{mean}}(-{\log }_{10}{({\rm{adjusted}}P{\rm{value}})}_{{\rm{total}}})}$$

Values above 1 indicate a higher orthogroup overlap than average, whereas values below 1 represent a lower overlap than average. For genes under heterochronic shifts—that is, with distinct temporal expression dynamics—between indirect and direct development, a gene set was constructed with the genes with a single-copy orthologue in both *O.* *fusiformis* and *C.* *teleta*, for which expression was shifted from post-larval clusters (*O.* *fusiformis*: 7–12; *C.* *teleta*: 8–12) to early clusters 2 and 3 in *D. gyrociliatus* (Fig. 2b, Supplementary Tables 34 and 35 and Supplementary Fig. 12). For the characterization of genes under heterochronic shifts between planktotrophic and lecithotrophic larvae, two gene sets were generated with the genes with early_*O.* *fusiformis*_–late_*C.* *teleta*_ and late_*O.* *fusiformis*_–early_*C.* *teleta*_ dynamics, as described above (Supplementary Tables 36–39 and Supplementary Figs. 13 and 14). GO enrichment analysis of both gene sets was performed using the topGO (v.2.44) package. We performed a Fisher’s exact test and listed the top 15 significantly enriched GO terms of the class biological process (Supplementary Table 40). BlastKOALA^106^ server was used to assign a KEGG orthology number to one-to-one orthologues showing heterochronic sifts and KEGG mapper^107^ to analyse the annotations (Supplementary Tables 41 and 42).

### Pathway analyses

Human genes involved in the animal autophagy pathway (map04140) were obtained from the KEGG pathway database^108^. *D.* *melanogaster* and *Saccharomyces cerevisiae* genes involved in the chitin synthesis pathway were fetched from FlyBase^109^ and SGD^110^, respectively, based on the enzyme nomenclature numbers of the pathway enzymatic activities^111^. Orthology in *O.* *fusiformis* and *C.* *teleta* for the autophagy pathway genes was determined from the single-copy orthologue sets to the human genes, for which one for both species existed (Supplementary Tables 43 and 44). For the chitin synthesis pathway, and owing to the high number of paralogues and expansions and losses of enzymatic activities of the chitin synthesis pathway, orthology was inferred from PANTHER family and subfamily identifiers to the corresponding enzymatic activities (Supplementary Tables 45 and 46). We then used this orthology to reconstruct the chitin synthesis pathway in annelids. Timing across both species and the presence or lack thereof of heterochronic shifts between *O.* *fusiformis* and *C.* *teleta* were determined as described above (Supplementary Figs. 15 and 16).

### Hox genes orthology assignment

A total of 129 curated Hox sequences were retrieved from various databases (Supplementary Table 47) and aligned with *O.* *fusiformis* HOX proteins with MAFFT (v.7) in automatic mode. Poorly aligned regions were removed with gBlocks (v.0.91b)^112^ to produce the final alignments. Maximum likelihood trees were constructed using RAxML (v.8.2.11.9)^113^ with an LG substitution matrix^114^ and 1,000 ultrafast bootstraps. All trees were composed in FigTree (v.1.4.4). Alignment files are available in the GitHub repository (see Data availability section).

### Whole-mount in situ hybridization and immunohistochemistry

Fragments of *chordin* and Hox genes were isolated as previously described^24^ using gene-specific oligonucleotides and a T7 adaptor. Riboprobes were synthesized using a T7 MEGAscript kit (ThermoFisher, AM1334) and stored at a concentration of 50 ng µl^–1^ in hybridization buffer at –20 °C. Whole-mount in situ hybridization in embryonic, larval and juvenile stages were conducted as described elsewhere^24,26^. Antibody staining in larval stages of *O.* *fusiformis*, *Magelona* spp. and *C.* *teleta* was carried out as previously described^23,115^ using the following antibodies: mouse anti-acetyl-α-tubulin antibody, clone 6-11B-1, 1:800 dilution (Sigma-Aldrich, MABT868, RRID: AB_2819178) and goat anti-mouse IgG (H+L) cross-adsorbed secondary antibody, Alexa Fluor 647, 1:800 dilution (Thermo Fisher Scientific, A-21235, RRID: AB_2535804). Differential interface contrast images of the colorimetric in situ were obtained using a Leica 560 DMRA2 upright microscope equipped with an Infinity5 camera (Lumenera). Fluorescently stained samples were scanned using a Nikon CSU-W1 spinning disk confocal microscope.

### ATAC-seq

We performed two replicates of ATAC-seq from samples containing around 50,000 cells at the blastula (about 900 embryos), gastrula (around 500), elongation (about 300), mitraria larva (around 150 larvae) and competent larva (about 40) stages for *O.* *fusiformis*, and the 64-cells stage (about 500 embryos), gastrula (around 200), stage 4tt larva (about 120 larvae), stage 5 larva (around 90) and stage 8 larva (around 50) for *C.* *teleta* following the omniATAC protocol^116^, but gently homogenizing the samples with a pestle in lysis buffer and incubating them on ice for 3 min. Tagmentation was performed for 30 min at 37 °C with an in-house purified Tn5 enzyme^117^. After DNA clean-up, ATAC-seq libraries were amplified as previously described^116^. Primers used for both PCR and quantitative PCR are listed in Supplementary Tables 57 and 59. Amplified libraries were purified using ClentMag PCR Clean Up beads as indicated by the supplier and quantified and quality checked on a Qubit 4 fluorometer (ThermoFisher) and an Agilent 2200 TapeStation system before pooling at equal molecular weight. Sequencing was performed on an Illumina HiSeq4000 platform in 2 × 75 bp mode at the Oxford Genomics Centre (blastula, elongation and mitraria larva stages, and one replicate of the gastrula sample of *O.* *fusiformis*, as well as the 64-cells, gastrula and stage 4tt larva stages of *C.* *teleta*) and on an Illumina NovoSeq6000 in 2 × 150 bp mode at Novogene (one replicate of gastrula and the two replicates of competent larva stages of *O.* *fusiformis* and the two replicates of stage 5 and stage 8 larva of *C.* *teleta*).

### Chromatin accessibility profiling

We used cutadapt (v.2.5)^118^ to remove sequencing adaptors and trim reads from libraries sequenced in 2 × 150 bp mode to 75 bp reads. Quality filtered reads were mapped using NextGenMap (v.0.5.5)^119^ in paired-end mode, duplicates were removed using samtools (v.1.9)^120^ and mapped reads were shifted using deepTools (v.3.4.3)^121^ (Supplementary Tables 58 and 60). Fragment size distribution was estimated from resulting BAM files and transcription start site enrichment analysis was computed using computeMatrix and plotHeatmap commands in deepTools (v.3.4.3). Peak calling was done using MACS2 (v.2.2.7.1)^122,123^ (-f BAMPE --min-length 100 --max-gap 75 and -q 0.01). Reproducible peaks were identified by irreproducible discovery rates (values <0.05) (v.2.0.4) at each developmental stage. Peaks from repetitive regions were filtered using BEDtools (v.2.28.0)^124^ at each developmental stage. Next we used DiffBind (v.3.0.14)^125^ to generate a final consensus peak set of 63,732 peaks in *O.* *fusiformis* and 46,409 peaks in *C.* *teleta*, which were normalized using DESeq2 (Supplementary Fig. 17). Peak clustering according to accessibility dynamics was performed as described above for RNA-seq, using the same number of 12 clusters to make both profiling techniques comparable. Principal component analysis and differential accessibility analyses between consecutive developmental stages were also performed as described above. An LFC > 0 and a LFC < 0 indicates whether a peak opens or closes, respectively, given an adjusted *P* value < 0.05. Stage-specific and constitutive peaks were determined using UpSetR (v.1.4.0)^126^, and both the consensus peak set and the stage-specific peak sets were classified by genomic region using HOMER (v.4.11)^127^ and further curated. Visualization of peak tracks and gene structures was conducted using pyGenomeTracks (v.2.1)^128^ and deepTools (v.3.4.3)^121^. To correlate chromatin accessibility and gene expression, this genomic region annotation was used to assign peaks to their closest gene (63,726 peaks were assigned to 23,025 genes in *O.* *fusiformis* and 44,368 peaks were assigned to 23,382 genes in *C.* *teleta*). Pearson correlation coefficient between chromatin accessibility and gene expression was computed individually by peak using two-sided tests (Supplementary Fig. 18). GO enrichment analysis of the gene sets regulated by peak clusters was performed using the topGO (v.2.44) package. We performed Fisher’s exact test and listed the top 30 significantly enriched GO terms of the class biological process (Supplementary Figs. 19 and 20). To ease visualization, all 242 non-redundant enriched GO terms were clustered through *k*-means clustering by semantic similarity using the simplifyEnrichment (v.1.2.0) package^104^ (Supplementary Tables 61–71 and Supplementary Figs. 21–23). Coverage files and peak set files are available in the GitHub repository (see Data availability section).

### Motif identification, clustering, matching and curation

To identify transcription-factor-binding motifs in chromatin accessible regions in the two species, we first used HOMER^127^ (v.4.1) to identify known and de novo motifs in the consensus peak sets, which produced 456 motifs for *O.* *fusiformis* and 364 motifs for *C.* *teleta* (Supplementary Tables 72 and 73). Significance of motifs was derived from binomial tests from cumulative binomial distributions. We then used GimmeMotifs (v.0.16.1)^129^ with a 90% similarity cut-off to cluster the motifs predicted in *O.* *fusiformis* and *C.* *teleta* into 141 consensus motifs, which we matched against four motif databases to assign their putative identity (Gimme vertebrate (5.0)^129^, HOMER^127^, CIS-BP^130^ and a custom JASPAR2022 (ref. ^131^) core motifs without plant and fungi motifs; Supplementary Fig. 24). We then used the human non-redundant TF motif database (https://resources.altius.org/~jvierstra/projects/motif-clustering-v2.0beta/) to manually curate the annotation. After removing motifs that probably represented sequence biases, we finally obtained 95 motif archetypes for *O.* *fusiformis* and 91 for *C.* *teleta* (Supplementary Table 74), which we then used to perform motif counts in peaks (Supplementary Tables 75 and 76) and motif accessibility estimation (Supplementary Tables 77 and 78) with GimmeMotifs (v.0.16.1)^129^. Data clustering was performed with mfuzz (v.2.52)^101^ (Supplementary Figs. 25 and 27). Over-representation and under-representation of counts of the common curated motif archetypes in the peak accessibility soft clusters (see above) was tested through pairwise two-tailed Fisher’s exact tests, for which we then adjusted the *P* values using the Bonferroni correction for multiple testing.

### Transcription factor footprinting and Hox gene regulatory network exploration

To predict transcription factor binding, as a proxy of activity, we conducted footprinting analysis using TOBIAS (v.0.12.0)^132^ during development in the 95 and 91 motif archetypes for *O.* *fusiformis* and *C.* *teleta*, respectively (Supplementary Tables 79 and 80). Bound and unbound sites were first estimated by fitting a two-component Gaussian-mixture model, and significance was then tested using a one-tail test from the right-most normal distribution. Transcription factor binding scores (TFBSs) were clustered using mfuzz (v.2.52)^101^. Pearson correlation coefficients of motif accessibility and TFBSs were calculated by stage and by motif separately on the basis of 33 common, curated motif archetypes (Supplementary Figs. 26 and 28–30). To reconstruct potential upstream regulators and downstream effectors of the Hox genes, we first subset ATAC-seq peaks annotated to the Hox genes in the Hox cluster (that is, all except *Post1*) in *O.* *fusiformis* and *C.* *teleta* and extracted the bound motifs on those peaks (Supplementary Tables 81 and 82). TFBSs were summed for each motif to obtain global dynamics, and their temporal dynamics were then clustered using mfuzz (v.2.52)^101^ (Supplementary Fig. 31). For the downstream genes regulated by Hox, we obtained genes annotated to ATAC-seq peaks with a bound HOX, EVX and CDX motif at the competent stage in *O.* *fusiformis* and stage 4tt larva in *C.* *teleta* (Supplementary Tables 83 and 84). One-to-one orthologues were used to identified shared targets and PANTHER identifiers to obtain their functional annotation.

### Phylostratigraphy

To evaluate gene expression dynamics by phylostratum and developmental stage in all three annelid lineages, we used the OrthoFinder gene families and their inferred origins. We deemed all genes originating before and with the Cnidarian–Bilaterian ancestor of pre-metazoan and metazoan origin (Supplementary Tables 85–87). We then applied a quantile normalization onto the DESeq2-normalized matrices of gene expression. The 75th percentile of the quantile-normalized gene expression levels was used as the summarizing measure of the gene expression distribution by developmental stage. Over-representation and under-representation of the different phylostrata in the gene expression clusters were tested through pairwise two-tailed Fisher’s exact tests, for which we then adjusted the *P* values using Bonferroni correction for multiple testing. Gene expression dynamics of new genes and genes of pre-metazoan and metazoan origin across selected metazoan lineages (see ‘Comparative transcriptomics’ section below) were also evaluated as described above (Supplementary Fig. 32).

### Comparative transcriptomics

Publicly available RNA-seq developmental time courses for the development of *Amphimedon queenslandica*, *Clytia hemisphaerica*, *N.* *vectensis*, *S.* *purpuratus*, *Branchiostoma lanceolatum*, *D.* *rerio*, *D.* *melanogaster*, *Caenorhabditis elegans*, *C.* *gigas*, *D. gyrociliatus*, and two stages of *C.* *teleta* were downloaded from the SRA using SRA-Toolkit (v.2.11.3) (Supplementary Table 88), cleaned for adaptors and low-quality reads with trimmomatic (v.0.39)^65^ and pseudo-aligned to their respective non-redundant genome-based gene repertoires—that is, with a single transcript isoform, the longest, per gene model—using kallisto (v.0.46.2)^99^. We then performed a quantile transformation of TPM values using scikit-learn (v.1.0.2)^133^ and calculated the Jensen–Shannon divergence (JSD) value from (1) all single-copy orthologues, (2) the set single-copy transcription factor orthologues and (3) the set of common single-copy orthologues across all lineages, either between all possible one-to-one species comparisons (1) or between all species and *O.* *fusiformis* (2 and 3), using the philentropy (v.0.5.0) package^134^ as follows:

$${{\rm{JSD}}}_{{\rm{raw}}}\left(P\parallel Q\right)=\frac{1}{2}\mathop{\sum }\limits_{i=0}^{n}{p}_{i}\times {\log }_{2}\left(\frac{{p}_{i}}{\frac{1}{2}\left({p}_{i}+{q}_{i}\right)}\right)+\frac{1}{2}\mathop{\sum }\limits_{i=0}^{n}{q}_{i}\times {\log }_{2}\left(\frac{{q}_{i}}{\frac{1}{2}\left({p}_{i}+{q}_{i}\right)}\right)$$

Transcriptomic divergences were calculated on the basis of 250 bootstrap replicates, from which statistically robust mean values and standard deviations were obtained. Raw mean JSD values (JSD_raw_) were adjusted (JSD_adj_) by dividing by the number of single-copy orthologues (1), single-copy transcription factor orthologues (2) or common single-copy orthologues (3) of each comparison (Supplementary Tables 22, 89 and 90) and normalized using the minimum and maximum adjusted JSD values from all one-to-one species comparisons as follows:

$${{\rm{JSD}}}_{{\rm{norm}}}\left(P\parallel Q\right)=\frac{{{\rm{JSD}}}_{{\rm{adj}}}\left(P\parallel Q\right)-\min \,{{\rm{JSD}}}_{{\rm{adj}}}}{\max \,{{\rm{JSD}}}_{{\rm{adj}}}-\min \,{{\rm{JSD}}}_{{\rm{adj}}}}{\rm{;}}{{\rm{JSD}}}_{{\rm{norm}}}\in [0,1]$$

Relative JSD values were obtained equally, using minimum and maximum adjusted JSD values from each one-to-one species comparison instead. Gene-wise JSD (gwJSD) between five key one-to-one larval stages comparisons was computed as follows:

$${\rm{gwJSD}}\left(P\parallel Q\right)=\frac{1}{2}\times {p}_{i}\times {\log }_{2}\left(\frac{{p}_{i}}{\frac{1}{2}\left({p}_{i}+{q}_{i}\right)}\right)+\frac{1}{2}\times {q}_{i}\times {\log }_{2}\left(\frac{{q}_{i}}{\frac{1}{2}\left({p}_{i}+{q}_{i}\right)}\right)$$

Similarity-driving genes—that is, those with very low gwJSD—were subset as those below the threshold defined as 25% of the point of highest probability density of the gwJSD distributions. GO enrichment analysis of the similarity-driving gene sets was performed using the topGO (v.2.44) package. We performed Fisher’s exact test and listed the top 30 significantly enriched GO terms of the class biological process (Supplementary Table 91). To ease visualization, all 51 non-redundant enriched GO terms from the 5 gene sets were clustered through *k*-means clustering by semantic similarity using the simplifyEnrichment (v.1.2.0) package^104^. The subsets of similarity-driven transcription factors of each pairwise comparison are listed in Supplementary Table 92. For comparative Hox gene expression dynamics profiling in metazoan lineages, the same non-redundant gene expression matrices were normalized using the DESeq2 (v.1.30.1) package^100^ (Supplementary Fig. 33), unless Hox gene models were missing, in which case they were manually added ad hoc to the non-redundant genome-based gene repertoires (Supplementary Table 94). Hox gene expression profiling in *U.* *unicinctus* was performed as described for the rest of taxa but using the available reference transcriptome^135^ instead (Supplementary Table 48). All gene expression matrices are available in the GitHub repository (see Data availability section).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-022-05636-7.

## Supplementary information

Supplementary Information This file contains 33 Supplementary Figs. and legends for 94 Supplementary Tables.

Reporting Summary

Peer Review File

Supplementary Tables Supplementary Tables 1–94.

## Data Availability

Accession codes and unique identifiers to previously publicly available datasets we used for this study are listed in Supplementary Table 2 (genome files used in gene family evolution analyses), Supplementary Table 8 (transcriptomes used in the evolutionary analysis of *chordin* in annelids), Supplementary Tables 41 and 43 (gene identifiers used in pathway analyses), Supplementary Table 47 (sequence identifiers used in the orthology assignment of Hox genes), Supplementary Table 48 (RNA-seq datasets used for Hox gene expression profiling in *U.* *unicinctus*) and Supplementary Table 88 (RNA-seq datasets used for comparative annelid and metazoan transcriptomics and Hox gene expression profiling). Repetitive elements database RepBase can be accessed at https://www.girinst.org/repbase/. Transcription factor public database TFClass can be found at http://tfclass.bioinf.med.uni-goettingen.de/. All sequence data associated with this project are available at the European Nucleotide Archive (project PRJEB38497) and Gene Expression Omnibus (accession numbers GSE184126, GSE202283, GSE192478, GSE210813 and GSE210814). Genome assemblies, TE annotations, genome annotation files used for RNA-seq and ATAC-seq analyses, WGCNA nodes and edges files, alignment files used in orthology assignment and other additional files are publicly available at GitHub (https://github.com/ChemaMD/OweniaGenome).

# Supplementary material for: Annelid functional genomics reveal the origins of bilaterian life cycles
**Source:** Nature. 2023 Jan 25;615(7950):105–10. doi: 10.1038/s41586-022-05636-7
**Supplement:** Supplementary file 1 — This file contains 33 Supplementary Figs. and legends for 94 Supplementary Tables.

---

**Supplementary information**

---

# **Annelid functional genomics reveal the origins of bilaterian life cycles**

---

In the format provided by the  
authors and unedited

# Supplementary Information

## Annelid functional genomics reveal the origins of bilaterian life cycles

Francisco M. Martín-Zamora<sup>1,§</sup>, Yan Liang<sup>1,§</sup>, Kero Guynes<sup>1</sup>, Allan M. Carrillo-Baltodano<sup>1</sup>, Billie E. Davies<sup>1</sup>, Rory D. Donnellan<sup>1</sup>, Yongkai Tan<sup>2</sup>, Giacomo Moggioli<sup>1</sup>, Océane Seudre<sup>1</sup>, Martin Tran<sup>1,3</sup>, Kate Mortimer<sup>4</sup>, Nicholas M. Luscombe<sup>2</sup>, Andreas Hejnl<sup>5,6</sup>, Ferdinand Marlétaz<sup>7,\*</sup>, José M. Martín-Durán<sup>1,\*</sup>

§ These authors contributed equally.

### This PDF file includes:

- 33 Supplementary Figures
- 94 Supplementary Tables legends

## Index of Supplementary Figures:

- **Supplementary Figure 1.** *O. fusiformis* genome sequencing, assembly, and annotation.
- **Supplementary Figure 2.** Quality control and sample correlation of stage-specific RNA-seq samples of *O. fusiformis* and *C. teleta*.
- **Supplementary Figure 3.** Transcription factor repertoire profiling.
- **Supplementary Figure 4.** GO terms enrichment of RNA-seq clusters of *O. fusiformis*.
- **Supplementary Figure 5.** GO terms enrichment of RNA-seq clusters of *C. teleta*.
- **Supplementary Figure 6.** GO terms enrichment of RNA-seq clusters of *D. gyrotilatus*.
- **Supplementary Figure 7.** Benchmarking of clustering of GO terms enriched in annelid RNA-seq clusters.
- **Supplementary Figure 8.** Clustering of GO terms enriched in annelid RNA-seq clusters.
- **Supplementary Figure 8.** Clustering of GO terms enriched in annelid RNA-seq clusters.
- **Supplementary Figure 9.** Weighted gene co-expression network analyses.
- **Supplementary Figure 10.** GO terms enrichment of WGCNA modules of *O. fusiformis*.
- **Supplementary Figure 11.** GO terms enrichment of WGCNA modules of *C. teleta*.
- **Supplementary Figure 12.** Expression dynamics of transcription factors consistently under heterochronic shifts between indirect and direct development.
- **Supplementary Figure 13.** GO terms enrichment of gene sets with different timings of expression between *O. fusiformis* and *C. teleta*.
- **Supplementary Figure 14.** Expression dynamics of transcription factors under heterochronic shifts between larval types.
- **Supplementary Figure 15.** Heterochronic shift of the annelid chitin synthesis pathway genes between larval types.
- **Supplementary Figure 16.** Heterochronic shift of the autophagy pathway genes between larval types.
- **Supplementary Figure 17.** Quality control and sample correlation of stage-specific ATAC-seq samples of *O. fusiformis* and *C. teleta*.
- **Supplementary Figure 18.** Accessible chromatin landscape profiling.
- **Supplementary Figure 19.** GO terms enrichment of gene sets regulated by ATAC-seq peak clusters in *O. fusiformis*.
- **Supplementary Figure 20.** GO terms enrichment of gene sets regulated by ATAC-seq peak clusters in *C. teleta*.
- **Supplementary Figure 21.** Benchmarking of clustering of GO terms enriched in gene sets regulated by annelid ATAC-seq peak clusters.

- **Supplementary Figure 22.** Clustering of GO terms enriched in gene sets regulated by annelid ATAC-seq peak clusters.
- **Supplementary Figure 23.** Annelid time-course of biological processes regulated by accessible chromatin
- **Supplementary Figure 24.** Cross-database known motif analysis benchmarking.
- **Supplementary Figure 25.** Accessibility dynamics of the full motif archetype set.
- **Supplementary Figure 26.** Transcription factor footprinting of the full motif archetype set.
- **Supplementary Figure 27.** Accessibility dynamics of the common annelid motif archetype set.
- **Supplementary Figure 28.** Transcription factor footprinting of the common annelid motif archetype set.
- **Supplementary Figure 29.** Cross-species comparison of transcription factor binding dynamics in the common annelid motif archetype set.
- **Supplementary Figure 30.** Differential transcription factor binding.
- **Supplementary Figure 31.** Transcription factor binding dynamics in peaks of the *Hox* genes cluster.
- **Supplementary Figure 32.** Developmental expression dynamics of phylum- and species-specific genes across Metazoa.
- **Supplementary Figure 33.** *Hox* genes developmental expression dynamics across Metazoa.

## Index of Supplementary Tables:

- **Supplementary Table 1.** Repetitive elements genome composition in annelids.
- **Supplementary Table 2.** Genomes and annotation files used for gene family evolution analyses.
- **Supplementary Table 3.** Gene family evolution analysis in 22 metazoan lineages.
- **Supplementary Table 4.** Statistics of gene family evolution analysis.
- **Supplementary Table 5.** Gene family gains in *O. fusiformis*. *P*-values were derived from upper-tail hypergeometric tests.
- **Supplementary Table 6.** Gene family losses in *O. fusiformis*.
- **Supplementary Table 7.** Analysis of pre- and metazoan orthogroups retention.
- **Supplementary Table 8.** Datasets used for annelid *chordin* mining.
- **Supplementary Table 9.** Summary of mutual best hit (MBH) analysis and translated peptides for all 104 unique *chordin* annelid candidates.
- **Supplementary Table 10.** Curated sequences used for *chordin* orthology assignment.
- **Supplementary Table 11.** List of *chordin* annelid candidates, presence or absence in phylogenetic analyses A and B, and associated exclusion criteria.
- **Supplementary Table 12.** Summary of *chordin* presence/absence across annelids.
- **Supplementary Table 13.** Statistics of RNA-seq libraries for *O. fusiformis*.
- **Supplementary Table 14.** Stage-specific TPM gene expression matrix for *O. fusiformis*.
- **Supplementary Table 15.** Stage-specific DESeq2 gene expression matrix for *O. fusiformis*.
- **Supplementary Table 16.** Statistics of RNA-seq libraries for *C. teleta*.
- **Supplementary Table 17.** Stage-specific TPM gene expression matrix for *C. teleta*.
- **Supplementary Table 18.** Stage-specific DESeq2 gene expression matrix for *C. teleta*.
- **Supplementary Table 19.** Statistics of RNA-seq libraries for *D. gyrotilatus*.
- **Supplementary Table 20.** Stage-specific TPM gene expression matrix for *D. gyrotilatus*.
- **Supplementary Table 21.** Stage-specific DESeq2 gene expression matrix for *D. gyrotilatus*.
- **Supplementary Table 22.** Stages of minimal transcriptome divergence to each *O. fusiformis* or *C. teleta* stage, calculated from the full single copy ortholog set.
- **Supplementary Table 23.** Genome annotation based on RNA-seq clusters and WGCNA modules for *O. fusiformis*.
- **Supplementary Table 24.** Genome annotation based on RNA-seq clusters and WGCNA modules for *C. teleta*.
- **Supplementary Table 25.** Genome annotation based on RNA-seq clusters for *D. gyrotilatus*.
- **Supplementary Table 26.** Statistics of RNA-seq clustering for all 3 species.

- **Supplementary Table 27.** Statistics of gene ontology terms enrichment of RNA-seq clusters for *O. fusiformis*. Top 30 significant GO terms for each cluster are shown.
- **Supplementary Table 28.** Statistics of gene ontology terms enrichment of RNA-seq clusters for *C. teleta*. Top 30 significant GO terms for each cluster are shown.
- **Supplementary Table 29.** Statistics of gene ontology terms enrichment of RNA-seq clusters for *D. gyrotilatus*. Top 30 significant GO terms for each cluster are shown.
- **Supplementary Table 30.** Statistics of gene ontology terms enrichment of WGCNA modules for *O. fusiformis*. Top 15 significant GO terms for each module are shown.
- **Supplementary Table 31.** Statistics of gene ontology terms enrichment of WGCNA modules for *C. teleta*. Top 15 significant GO terms for each module are shown.
- **Supplementary Table 32.** Transcription factor PFAM domains used for transcription factor mining and classification.
- **Supplementary Table 33.** Transcription factor repertoire in all 3 species.
- **Supplementary Table 34.** List of common genes from *O. fusiformis* and *C. teleta* late clusters shifted to *D. gyrotilatus* early clusters.
- **Supplementary Table 35.** List of common transcription factors from *O. fusiformis* and *C. teleta* late clusters shifted to *D. gyrotilatus* early clusters.
- **Supplementary Table 36.** List of genes from *O. fusiformis* late clusters shifted to *C. teleta* early clusters.
- **Supplementary Table 37.** List of transcription factors from *O. fusiformis* late clusters shifted to *C. teleta* early clusters.
- **Supplementary Table 38.** List of genes from *O. fusiformis* early clusters shifted to *C. teleta* late clusters.
- **Supplementary Table 39.** List of transcription factors from *O. fusiformis* early clusters shifted to *C. teleta* late clusters.
- **Supplementary Table 40.** Statistics of gene ontology terms enrichment of gene sets shifted between early and late clusters for *O. fusiformis* and *C. teleta*. Top 30 significant GO terms for each gene set are shown.
- **Supplementary Table 41.** KEGG BlastKOALA annotation of genes from *O. fusiformis* late clusters shifted to *C. teleta* early clusters.
- **Supplementary Table 42.** KEGG BlastKOALA annotation of genes from *O. fusiformis* early clusters shifted to *C. teleta* late clusters.
- **Supplementary Table 43.** Enzymatic activities and associated genes involved in chitin synthesis pathway in insects, fungi, and annelids.
- **Supplementary Table 44.** Expression deployment timing of genes involved in chitin synthesis in *O. fusiformis* and *C. teleta*.
- **Supplementary Table 45.** KEGG animal/human autophagy pathway genes used for gene mining and pathway completeness analysis.
- **Supplementary Table 46.** Common single-copy *O. fusiformis* and *C. teleta* orthologs to animal/human autophagy pathway genes, and their expression deployment timing.
- **Supplementary Table 47.** Curated sequences used for *Hox* genes orthology assignment.

- **Supplementary Table 48.** Datasets used for *Hox* gene expression analysis during *Urechis unicinctus* development.
- **Supplementary Table 49.** Statistics of adult tissues RNA-seq libraries for *O. fusiformis*.
- **Supplementary Table 50.** Stage-specific TPM gene expression matrix for adult tissue samples of *O. fusiformis*.
- **Supplementary Table 51.** Stage-specific DESeq2 gene expression matrix for adult tissue samples of *O. fusiformis*.
- **Supplementary Table 52.** List of anterior genes expressed in both the adult head tissue and the adult head plus the two anterior most segments tissue in *O. fusiformis*.
- **Supplementary Table 53.** List of posterior genes expressed in both the adult body wall tissue and the adult tail in *O. fusiformis*.
- **Supplementary Table 54.** DESeq2 expression matrix of *in situ* hybridisation-validated anterior, trunk, and posterior markers of *O. fusiformis*.
- **Supplementary Table 55.** DESeq2 expression matrix of *in situ* hybridisation-validated anterior, trunk, and posterior markers of *C. teleta*.
- **Supplementary Table 56.** DESeq2 expression matrix of *in situ* hybridisation-validated anterior, and posterior markers of *D. gyrotilatus*.
- **Supplementary Table 57.** Primers used for ATAC-seq library preparation for *O. fusiformis*.
- **Supplementary Table 58.** Primers used for ATAC-seq library preparation for *C. teleta*.
- **Supplementary Table 59.** Statistics of ATAC-seq experiments of *O. fusiformis*.
- **Supplementary Table 60.** Statistics of ATAC-seq experiments of *C. teleta*.
- **Supplementary Table 61.** Genomic location and normalised stage-wise accessibility of the consensus ATAC-seq peak set of *O. fusiformis*.
- **Supplementary Table 62.** Normalised stage-wise occupancy of the consensus ATAC-seq peak set of *O. fusiformis*.
- **Supplementary Table 63.** Annotation by genomic feature and correlation with expression of nearest gene of the consensus ATAC-seq peak set of *O. fusiformis*.
- **Supplementary Table 64.** Genomic location and normalised stage-wise accessibility of the consensus ATAC-seq peak set of *O. fusiformis*.
- **Supplementary Table 65.** Normalised stage-wise occupancy of the consensus ATAC-seq peak set of *O. fusiformis*.
- **Supplementary Table 66.** Annotation by genomic feature and correlation with expression of nearest gene of the consensus ATAC-seq peak set of *O. fusiformis*.
- **Supplementary Table 67.** Cluster annotation of the consensus ATAC-seq peak set of *O. fusiformis*.
- **Supplementary Table 68.** Cluster annotation of the consensus ATAC-seq peak set of *O. fusiformis*.
- **Supplementary Table 69.** Statistics of ATAC-seq peak clustering for *O. fusiformis* and *C. teleta*.

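Supplementary Tables 50 and 51 hold the adult tissue libraries in different units. In a TPM matrix the reads of each transcript are divided by its length and scaled so that every library has the same sum, which allows transcripts of a library to be compared with each other and is the unit of the paper's expression threshold. In a DESeq2 matrix the reads of each library are divided by a size factor, taken from transcripts read in all libraries, which allows a transcript to be compared between libraries but leaves length in the values and leaves the sums unequal. Supplementary Tables 52 and 53 list the anterior and the posterior genes defined from these libraries, and their lists were not used here.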

- **Supplementary Table 70.** Statistics of gene ontology terms enrichment of gene sets regulated by ATAC-seq peak clusters for *O. fusiformis*. Top 30 significant GO terms for each cluster are shown.
- **Supplementary Table 71.** Statistics of gene ontology terms enrichment of gene sets regulated by ATAC-seq peak clusters for *C. teleta*. Top 30 significant GO terms for each cluster are shown.
- **Supplementary Table 72.** Motif discovery and enrichment analysis in *O. fusiformis*.
- **Supplementary Table 73.** Motif discovery and enrichment analysis in *C. teleta*.
- **Supplementary Table 74.** Cross-database known motif analysis benchmarking and manual curation of clustered motif archetypes.
- **Supplementary Table 75.** Motif archetype counts in the consensus ATAC-seq peak of *O. fusiformis*.
- **Supplementary Table 76.** Motif archetype counts in the consensus ATAC-seq peak of *C. teleta*.
- **Supplementary Table 77.** Normalised stage-wise accessibility of the motif archetypes in *O. fusiformis*.
- **Supplementary Table 78.** Normalised stage-wise accessibility of the motif archetypes in *C. teleta*.
- **Supplementary Table 79.** Transcription factor footprinting of the motif archetypes in *O. fusiformis*. Total and stage-wise binding score, and differential binding analysis from pair-wise comparisons between consecutive developmental stages are shown.
- **Supplementary Table 80.** Transcription factor footprinting of the motif archetypes in *C. teleta*. Total and stage-wise binding score, and differential binding analysis from pair-wise comparisons between consecutive developmental stages are shown.
- **Supplementary Table 81.** Total and peak-wise motif count in peaks from the consensus ATAC-seq peak set annotated to genes in the *Hox* cluster for *O. fusiformis*.
- **Supplementary Table 82.** Total and peak-wise motif count in peaks from the consensus ATAC-seq peak set annotated to genes in the *Hox* cluster for *C. teleta*.
- **Supplementary Table 83.** List of genes with an annotated peak with an annelid HOX/CDX/EVX bound motif at the competent larva stage of *O. fusiformis*.
- **Supplementary Table 84.** List of genes with an annotated peak with an annelid HOX/CDX/EVX bound motif at the stage 4tt larva stage of *C. teleta*.
- **Supplementary Table 85.** Phylostratigraphic genome annotation of *O. fusiformis*.
- **Supplementary Table 86.** Phylostratigraphic genome annotation of *C. teleta*.
- **Supplementary Table 87.** Phylostratigraphic genome annotation of *D. gyrocolius*.
- **Supplementary Table 88.** Developmental RNA-seq time course datasets used for metazoan comparative transcriptomics analyses.
- **Supplementary Table 89.** Single copy ortholog number for all one-to-one comparisons between all 11 metazoan lineages.
- **Supplementary Table 90.** Number of transcription factor orthologs and their contribution to the full single copy ortholog set between *O. fusiformis* and the remaining 10 metazoan lineages.

- **Supplementary Table 91.** Statistics of gene ontology terms enrichment of gene sets with very low gene-wise Jensen-Shannon divergence between the mitraria larva of *O. fusiformis* and the stages of minimal transcriptomic divergence of *C. teleta*, *C. gigas*, *S. purpuratus*, and *N. vectensis*. Top 30 significant GO terms for each gene set are shown.
- **Supplementary Table 92.** List of transcription factors with very low gene-wise Jensen-Shannon divergence between the mitraria larva of *O. fusiformis* and stages of minimal transcriptomic divergence of *C. teleta*, *C. gigas*, *S. purpuratus*, and *N. vectensis*.
- **Supplementary Table 93.** Literature review on *Hox* genes deployment timing across bilaterian lineages.
- **Supplementary Table 94.** Gene identifiers of *Hox* genes used for stage-wise *Hox* gene expression profiling across all 12 studied metazoan lineages.

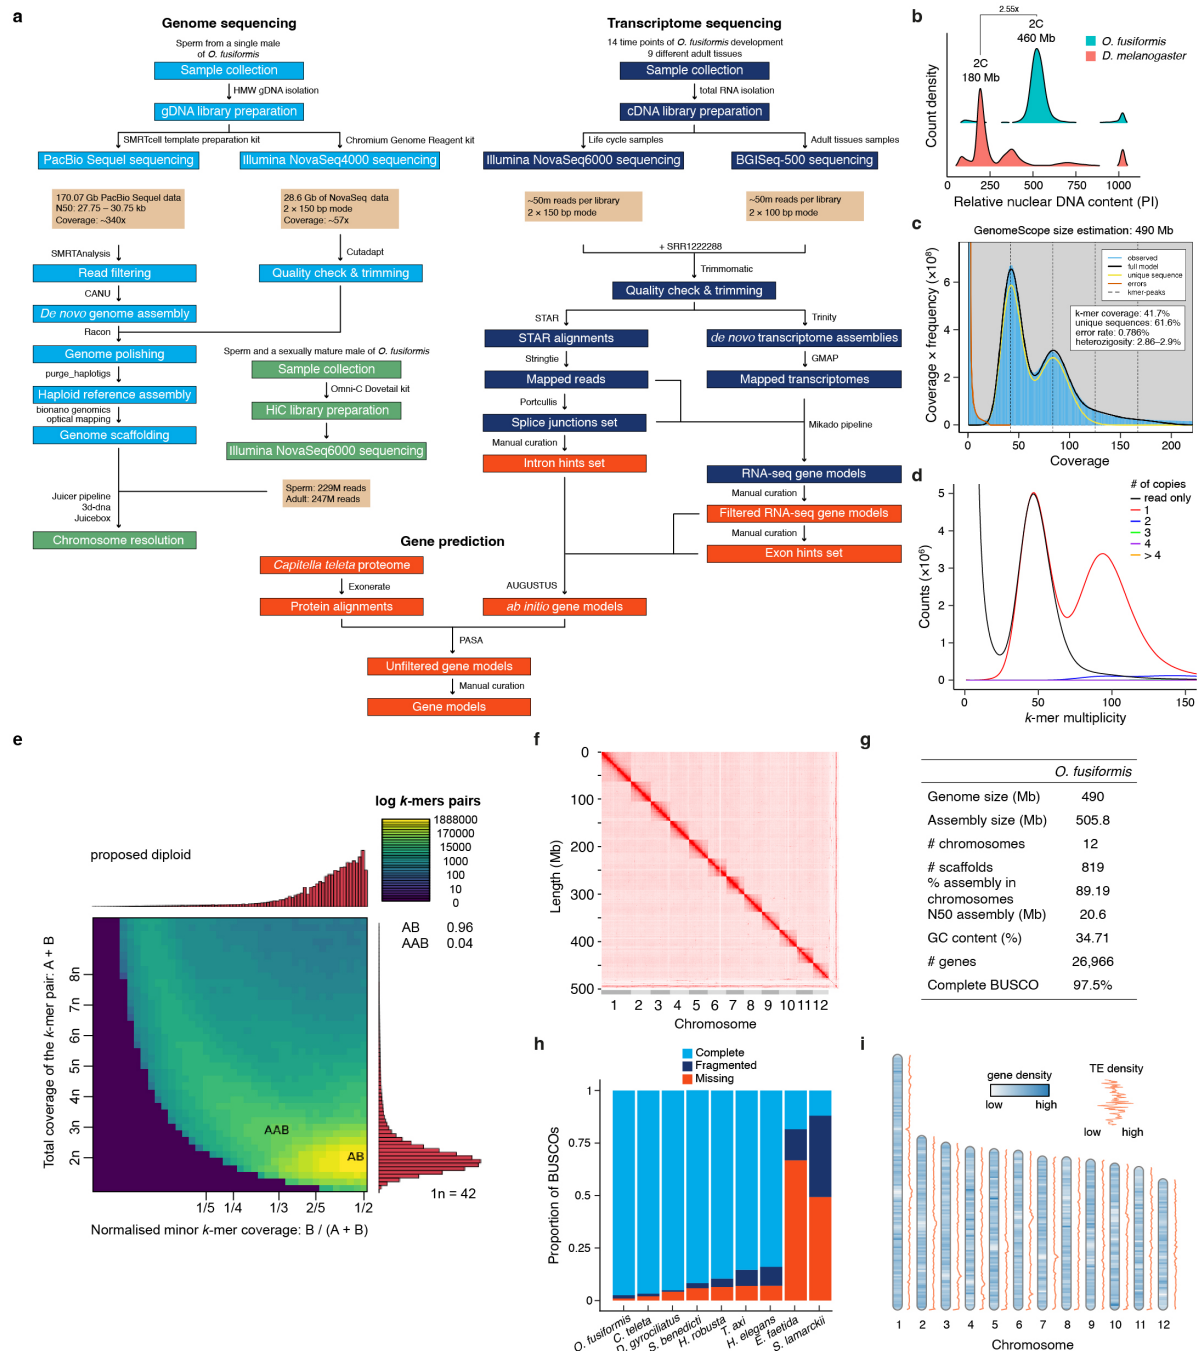

**Supplementary Figure 1 | *O. fusiformis* genome sequencing, assembly, and annotation.**

**a**, Flow charts summarising genome (light blue) and transcriptome sequencing (dark blue), chromosome-level scaffolding (green) and gene prediction (red). **b**, Flow cytometry estimation of *O. fusiformis* genome size by comparison of its propidium iodide (PI)-stained nuclear DNA content against *Drosophila melanogaster*. **c**, GenomeScope 2.0 profile and *k*-mer based genome size estimation. **d**, *k*-mer distribution plot indicating the nearly complete de-haploidisation of the reference genome assembly. **e**, Smudgeplot ploidy estimation. Diploid (AB) *k*-mer pairs are predominant (0.96) for *O. fusiformis* genome, suggesting diploidy. **f**, HiC contacts map showing the inferred twelve chromosomes of *O. fusiformis*. **g**, Genome assembly and annotation statistics. **h**, Comparison of metazoan BUSCO values of selected annelid genomes. **i**, Gene and transposable element (TE) density over the inferred karyotype of *O. fusiformis*.

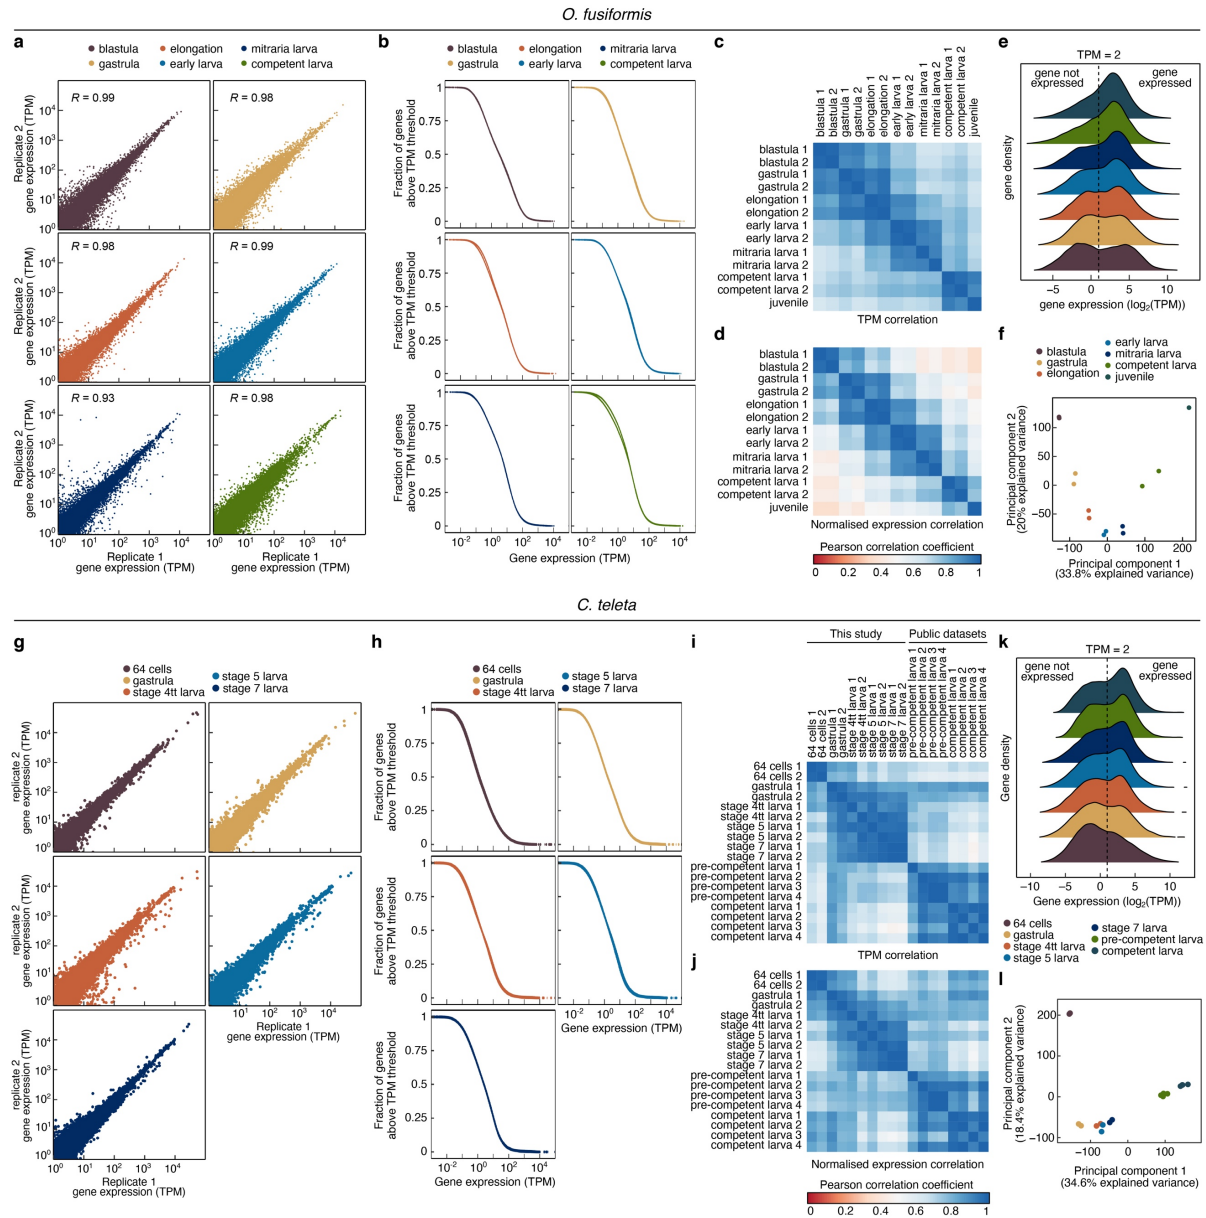

**Supplementary Figure 2 | Quality control and sample correlation of stage-specific RNA-seq samples of *O. fusiformis* and *C. teleta*.** **a, b**, Pairwise scatterplots (**a**) and pairwise cumulative frequency plots (**b**) of gene expression levels in transcripts per million (TPM) between biological replicates in *O. fusiformis*.  $R$ : Pearson correlation coefficient. **c, d**, Correlation matrices between RNA-seq experiments, calculated from a gene expression matrix in TPM (**c**) and a variance stabilising-transformed matrix of the normalised DESeq2 matrix (**d**) in *O. fusiformis*. Adequate agreement between biological replicates can be observed in both matrices. **e**, Ridgeline plots of the distribution of genes by gene expression levels in *O. fusiformis* used to experimentally defined a cut-off value of TPM = 2 to deem a gene expressed. **f**, Principal component analysis of the developmental RNA-seq time course of *O. fusiformis*. **g–l**, Equivalent plots to **a–f** for *C. teleta* RNA-seq samples.

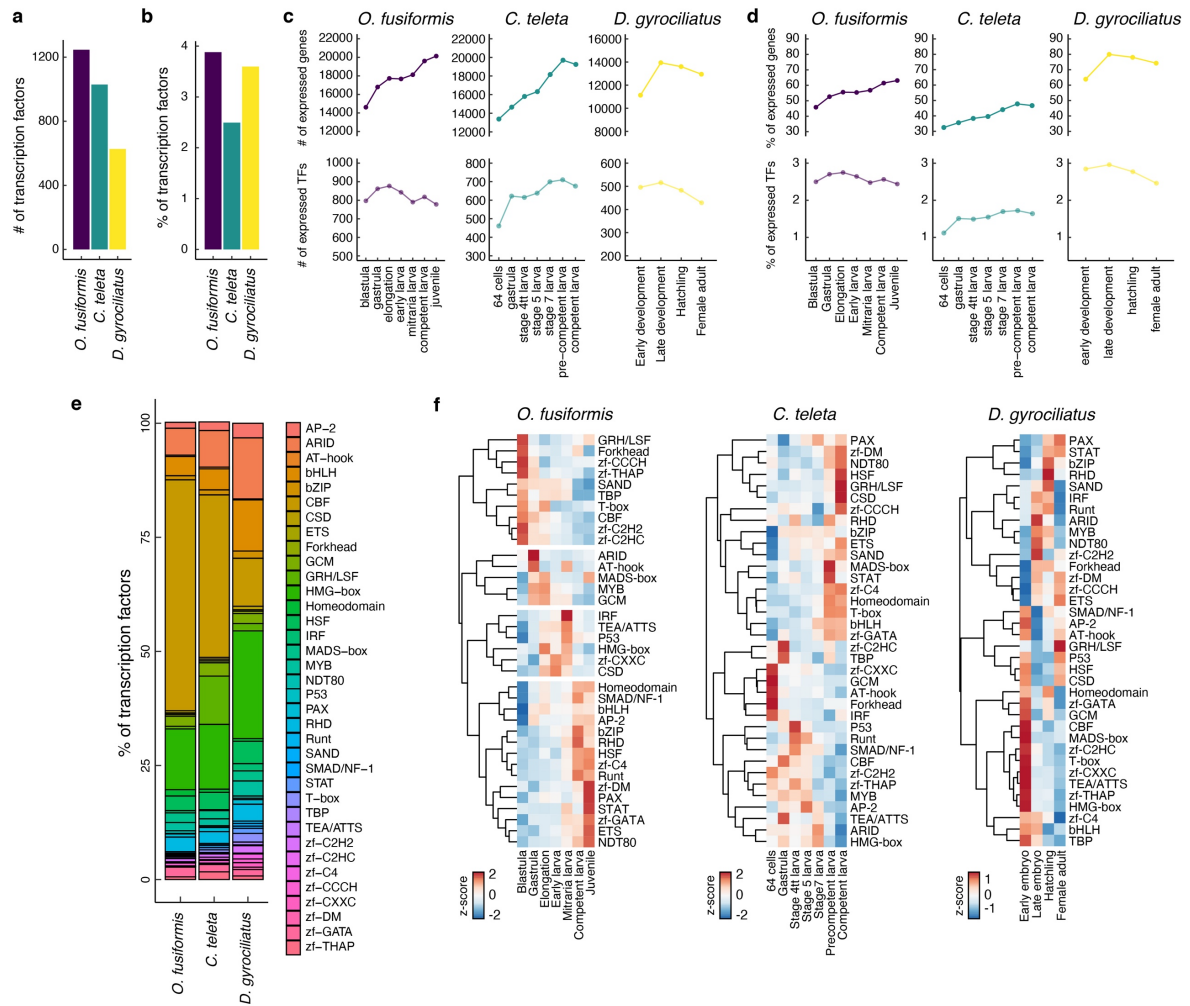

**Supplementary Figure 3 | Transcription factor repertoire profiling.** **a, b**, Absolute number of transcription factors (**a**) and their percentage relative to the whole genome (**b**) in all 3 studied annelid lineages. **c**, Number of expressed genes (top) and transcription factors (bottom) during *O. fusiformis* (left), *C. teleta* (centre) and *D. gyrociiliatus* (right) development. **d**, Percentage of expressed genes (top) and transcription factors (bottom) during *O. fusiformis* (left), *C. teleta* (centre) and *D. gyrociiliatus* (right) development. **e**, Barplots depicting the transcription factor repertoire in annelids by transcription factor class. **f**, Clustered heatmaps of average expression dynamics (z-score) of each transcription factor class during *O. fusiformis* (left), *C. teleta* (centre) and *D. gyrociiliatus* (right) development.

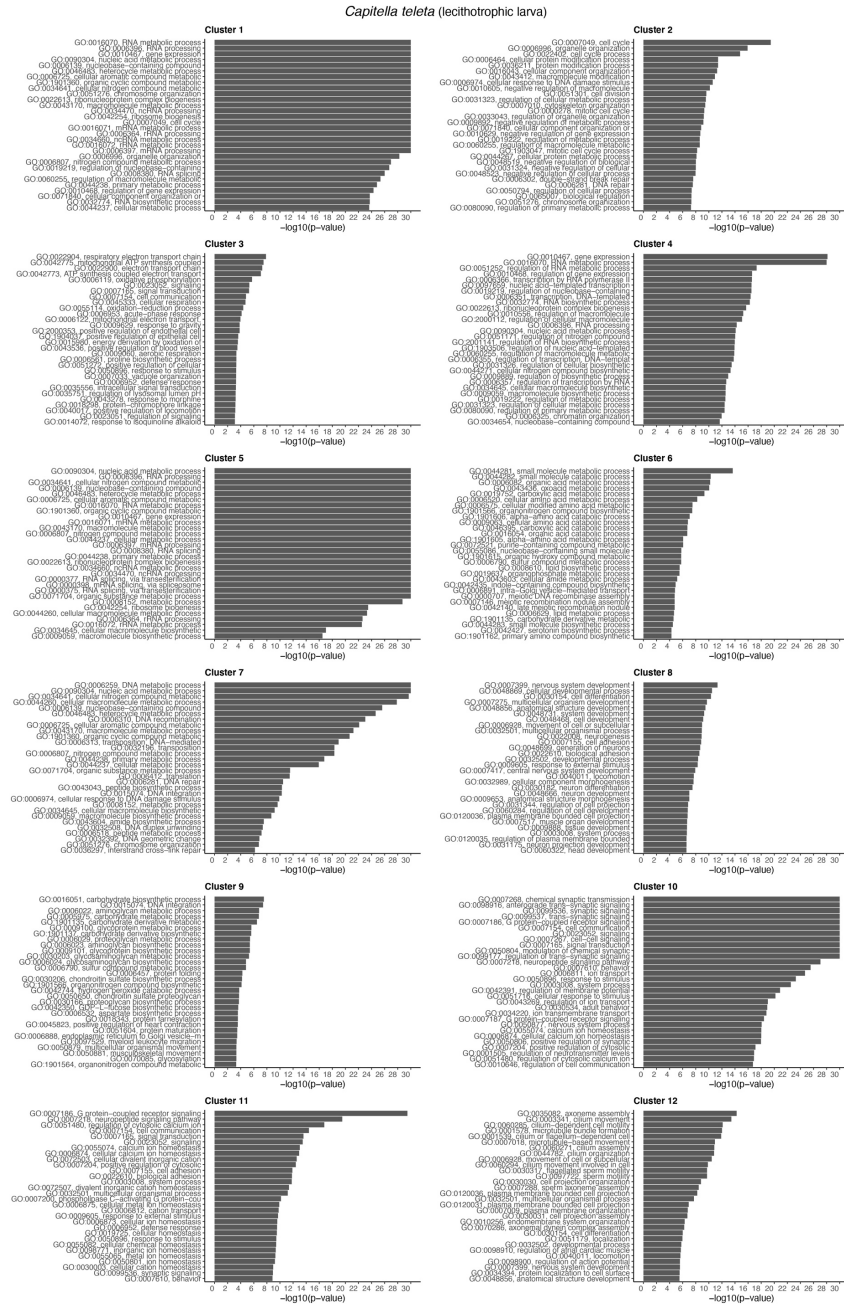

**Supplementary Figure 5 | GO terms enrichment of RNA-seq clusters of *C. teleta*.** Bar plots depicting unadjusted  $p$ -values of the top 30 gene ontology (GO) terms for biological process for each of the 12 clusters (1–12; left to right, top to bottom) of co-regulated transcripts retrieved through soft  $k$ -means clustering.  $P$ -values were derived from upper-tail Fisher's exact tests. Cluster 3 is the only cluster with a bimodal expression at pre- and post-larval stages.

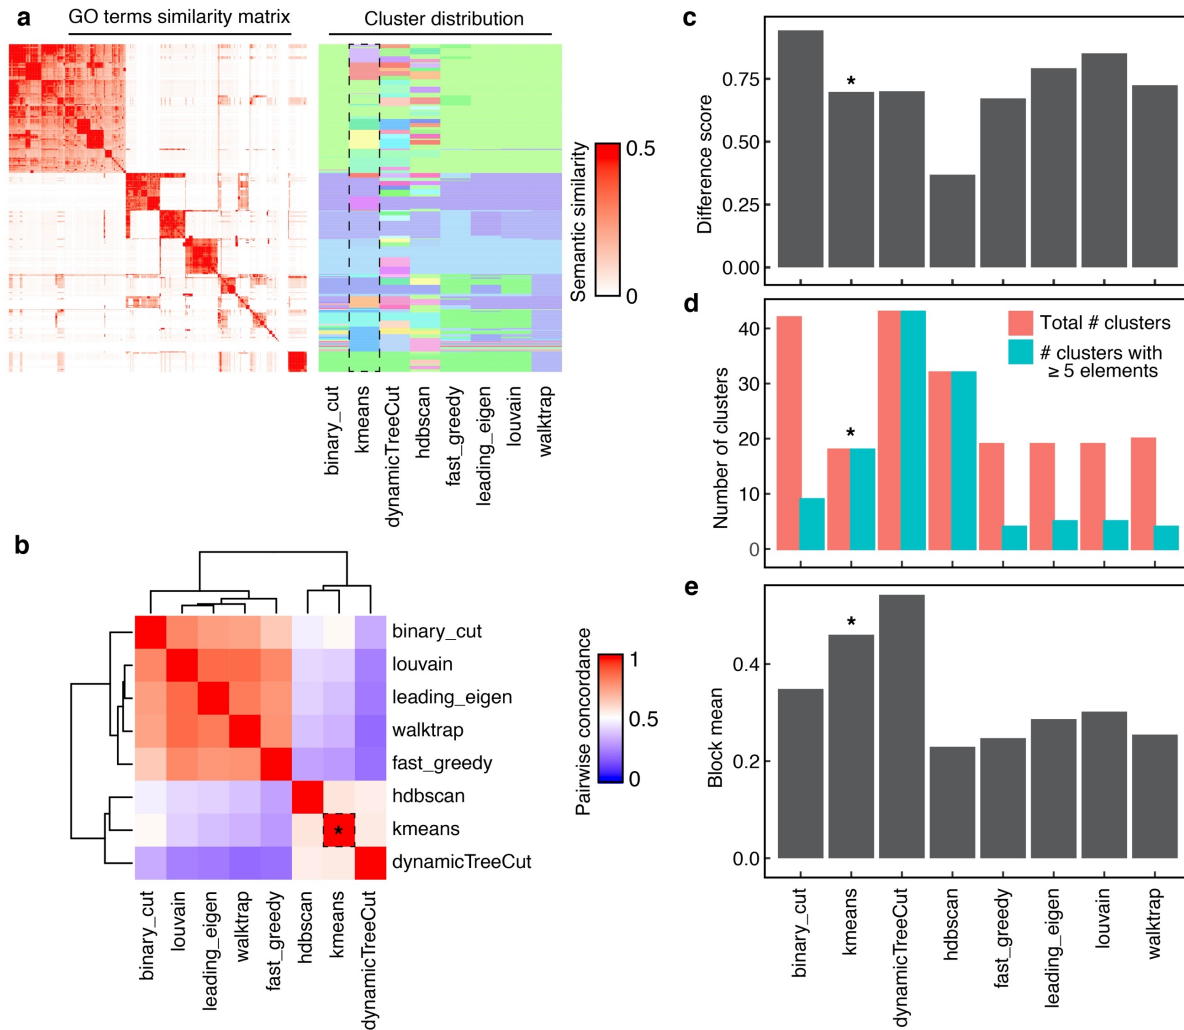

**Supplementary Figure 7 | Benchmarking of clustering of GO terms enriched in annelid RNA-seq clusters.** **a**, Gene ontology (GO) terms similarity matrix clustered by semantic similarity (left) and distribution of inferred clusters for up to 8 different clustering methods. **b**, Correlation matrix between clustering methods. **c**, Distribution difference score between vectors  $\mathbf{x}_1$  and  $\mathbf{x}_2$  for each clustering method, where  $\mathbf{x}_1$  contains the semantic similarities of all pairs of elements belonging to the same cluster, and  $\mathbf{x}_2$  the similarity of all pairs of elements belonging to different clusters, calculated as the two-tailed Kolmogorov-Smirnov statistic. **d**, Total number of clusters (pink) and number of clusters populated with at least 5 GO terms (blue) for each clustering method. **e**, Mean similarity score for each block/cluster, calculated as the mean of vector  $\mathbf{x}_1$ . *k*-means clustering (denoted by the dotted lines and the asterisks) was chosen for displaying an even distribution of clusters (**a**) populated with sufficiently similar elements (**c**, **e**), and for rendering the smallest number of clusters where every cluster is at least comprised of 5 GO terms (**d**).

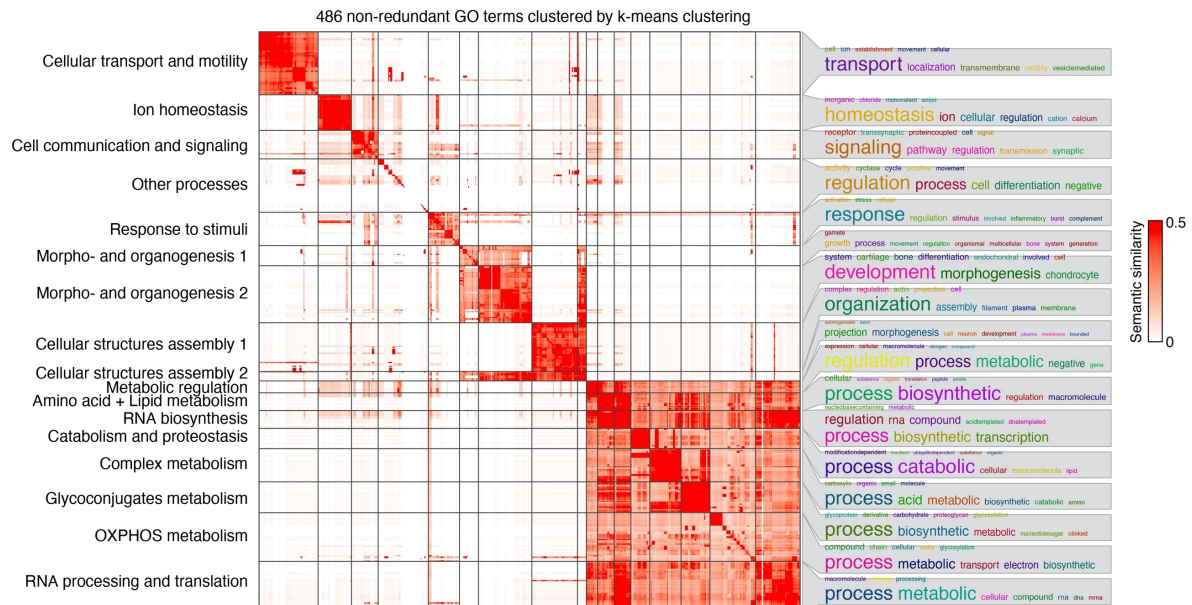

**Supplementary Figure 8 | Clustering of GO terms enriched in annelid RNA-seq clusters.** Similarity matrix of all 486 non-redundant gene ontology (GO) terms for biological process from the GO term enrichment analysis performed on annelid RNA-seq clusters. GO terms were clustered through *k*-means clustering according to their semantic similarity (associated clustering benchmarking is explained in Supplementary Figure 7). Word clouds recapitulate each cluster, with word size being proportional to word frequency in the GO terms contained within that cluster. Custom umbrella terms were selected to summarise each cluster of GO terms, here shown on the left of the matrix.

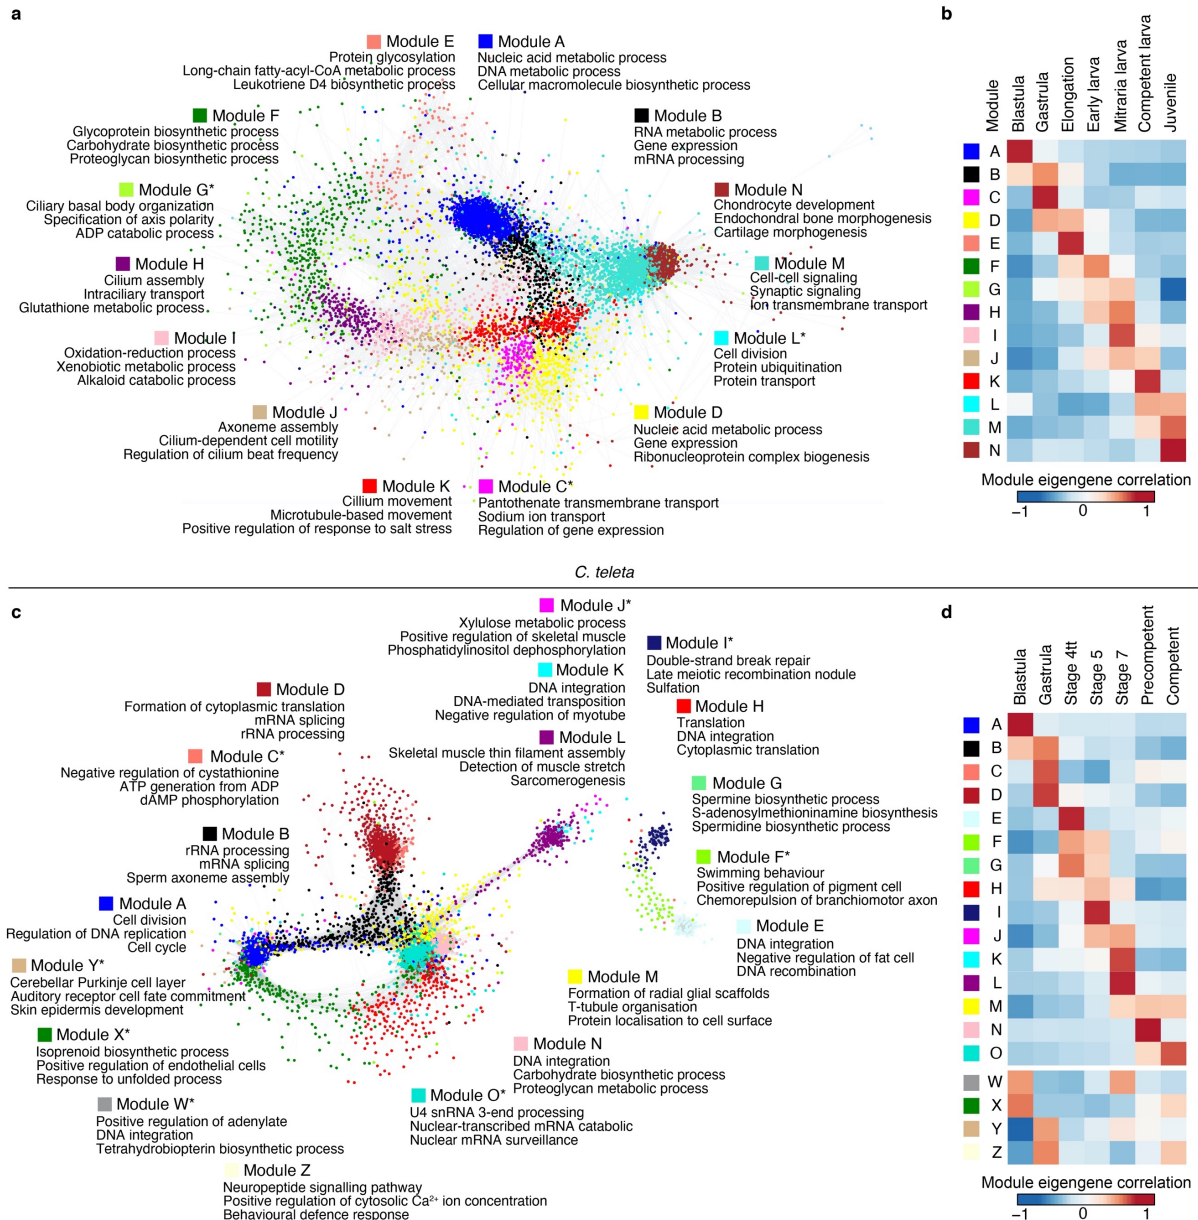

**Supplementary Figure 9 | Weighted gene co-expression network analyses.** **a, c**, Force-directed layout representations of the weighted gene co-expression network analyses (WGCNA) of *O. fusiformis* (**a**) and *C. teleta* (**c**). For visualisation purposes, only the nodes and edges of a random selection of 30% of the transcripts of both species are depicted here. For each of the retrieved co-expression modules, representative enriched GO terms are shown. Full lists are listed in Supplementary Figures 10 and 11 for *O. fusiformis* and *C. teleta*, respectively. Unadjusted *p*-values of GO terms from modules flagged with an asterisk (\*) were lower than average. **b, d**, WGCNA module eigengene correlation with each developmental stage of *O. fusiformis* (**b**) and *C. teleta* (**d**). Modules named as W, X, Y, and Z for *C. teleta* are correlated with non-consecutive developmental stages unlike all other modules and are therefore depicted separately. Gene modules obtained through the WGCNA approach for both species support and complement our soft clustering method.

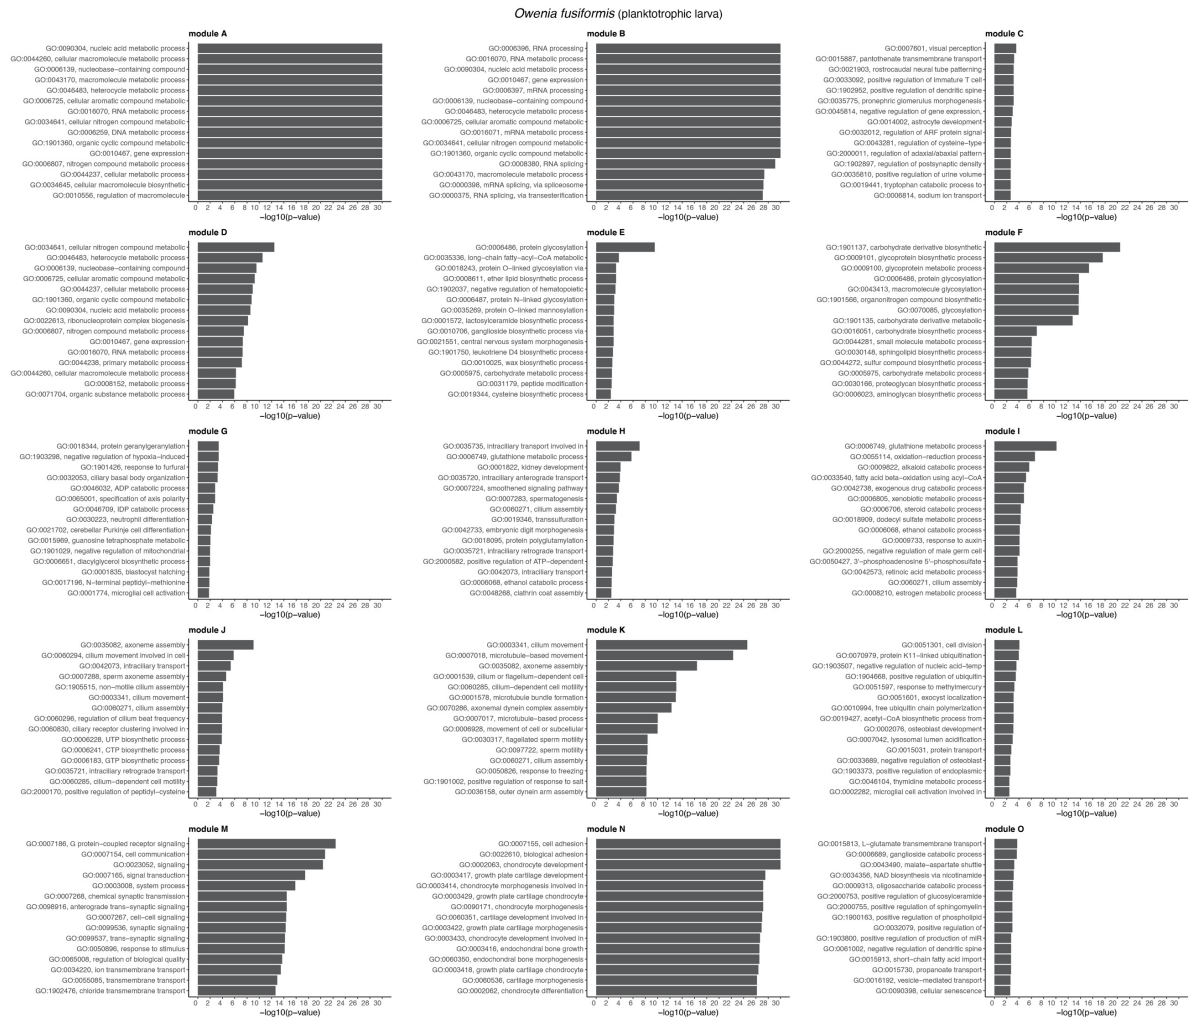

**Supplementary Figure 10 | GO terms enrichment of WGCNA modules of *O. fusiformis*.** Bar plots depicting unadjusted  $p$ -values of the top 15 gene ontology (GO) terms for biological process for each of the 15 modules (A–O; left to right, top to bottom) of co-expressed transcripts retrieved through our WGCNA approach.  $P$ -values were derived from upper-tail Fisher’s exact tests.

Capitella teleta (lecithotrophic larva)

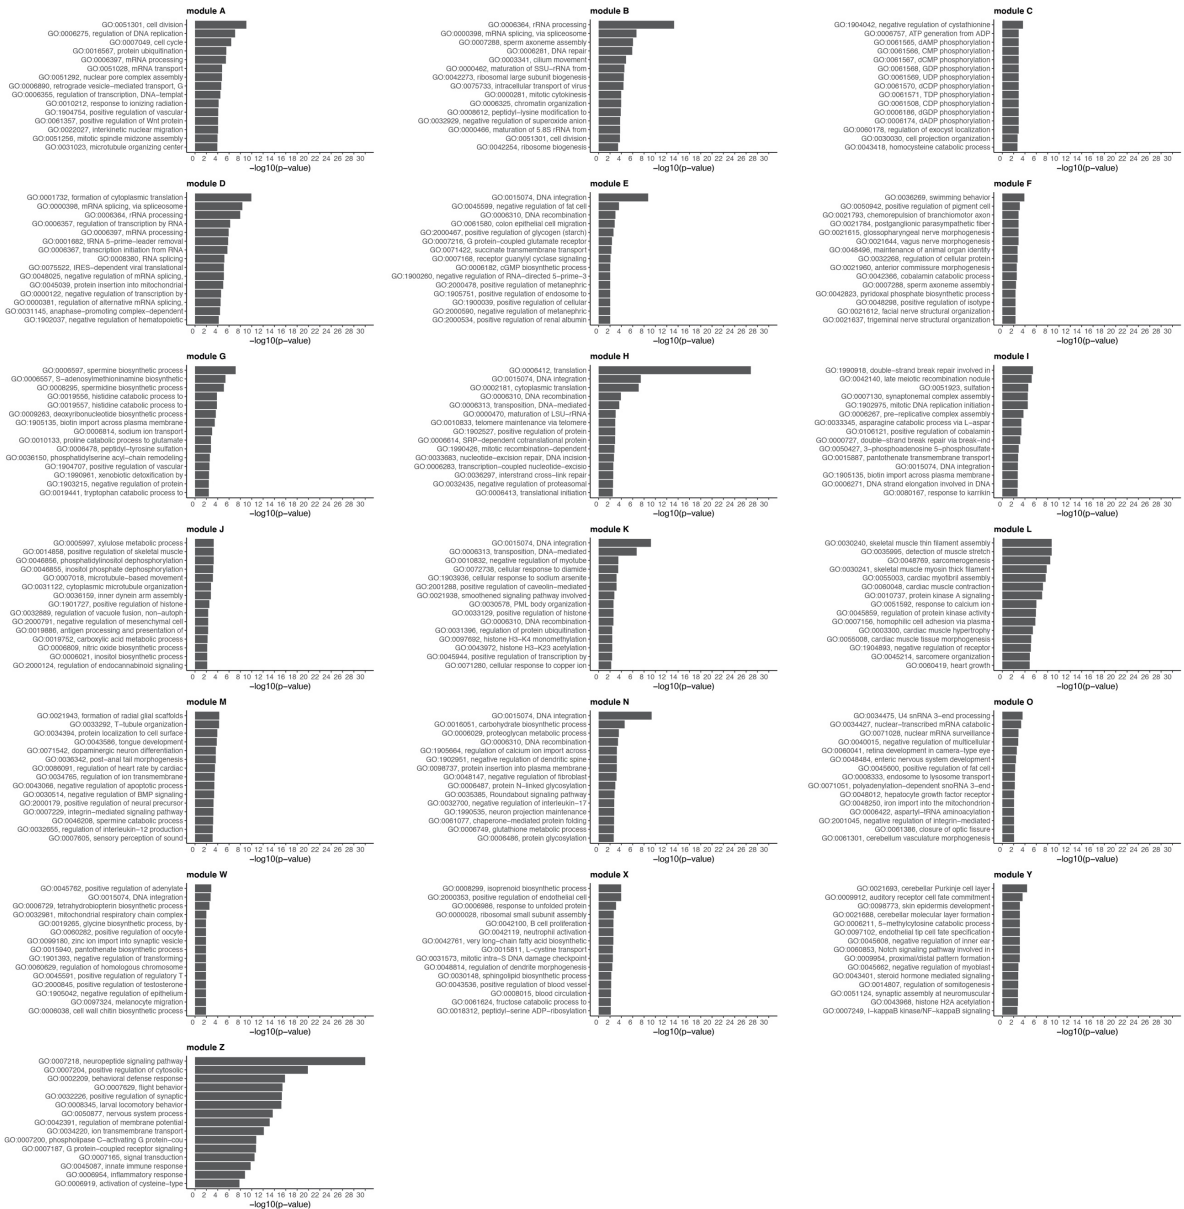

**Supplementary Figure 11 | GO terms enrichment of WGCNA modules of *C. teleta*.** Bar plots depicting unadjusted  $p$ -values of the top 15 gene ontology (GO) terms for biological processes for each of the 19 modules (A–O, and W–Z; left to right, top to bottom) of co-expressed transcripts retrieved through our WGCNA approach.  $P$ -values were derived from upper-tail Fisher’s exact tests.

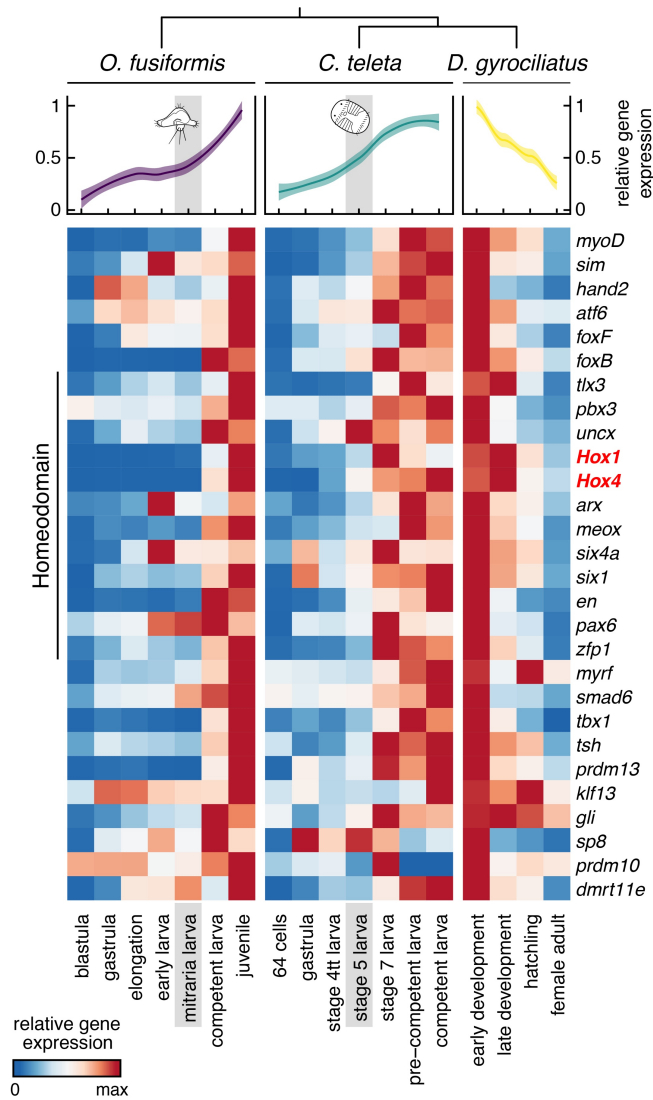

**Supplementary Figure 12 | Expression dynamics of transcription factors consistently under heterochronic shifts between indirect and direct development.** Heatmaps of gene-wise (bottom) expression, and average expression dynamics (top) during *O. fusiformis*, *C. teleta* and *D. gyrocoliatius* development of transcription factors consistently shifted from late expression across both species with indirect development to early expression in *D. gyrocoliatius*. Gene symbols are depicted on the right side of the heatmap, with those belonging to the Homeodomain transcription factor class highlighted on the left side of the heatmap. Curves in the top are locally estimated scatterplot smoothings, coloured shaded areas represent standard error of the mean.

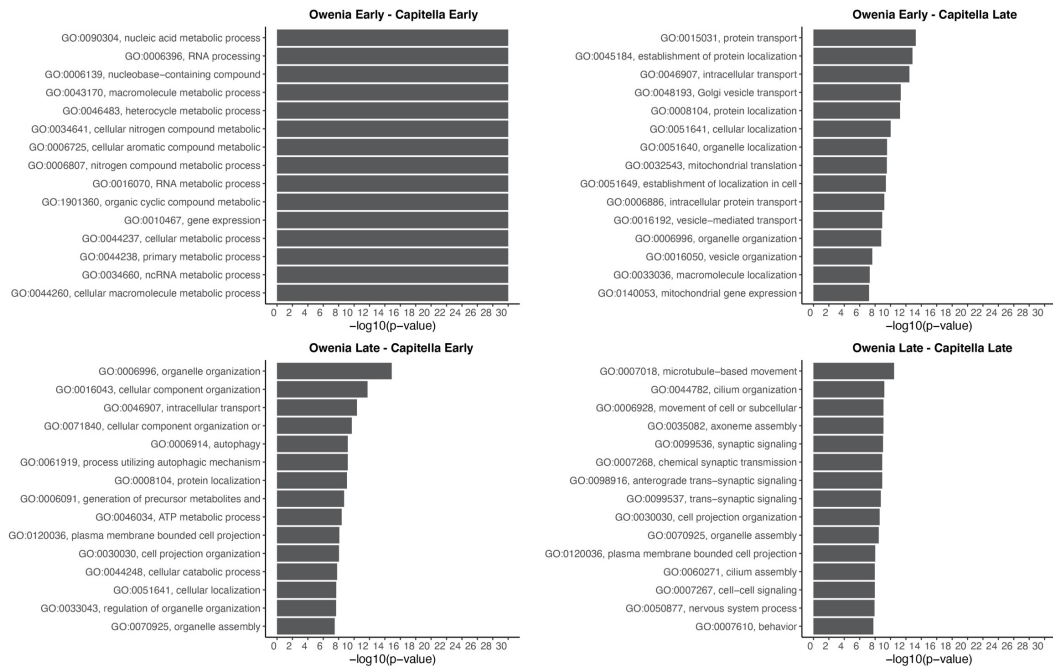

**Supplementary Figure 13 | GO terms enrichment of gene sets with different timings of expression between *O. fusiformis* and *C. teleta*.** Bar plots depicting unadjusted  $p$ -values of the top 15 gene ontology (GO) terms for biological process for each of the 4 single copy ortholog gene sets between *O. fusiformis* and *C. teleta* with different timings of expression. Genes with similar expression dynamics, expressed either in early or pre-larval clusters (top left) or in late or post-larval clusters (bottom right) in both species, are opposed to gene sets under heterochronic shifts, either expressed early in *O. fusiformis* and late in *C. teleta* (“delayed”, top right) or late in *O. fusiformis* and early in *C. teleta* (“accelerated”, bottom left).  $P$ -values were derived from upper-tail Fisher’s exact tests.

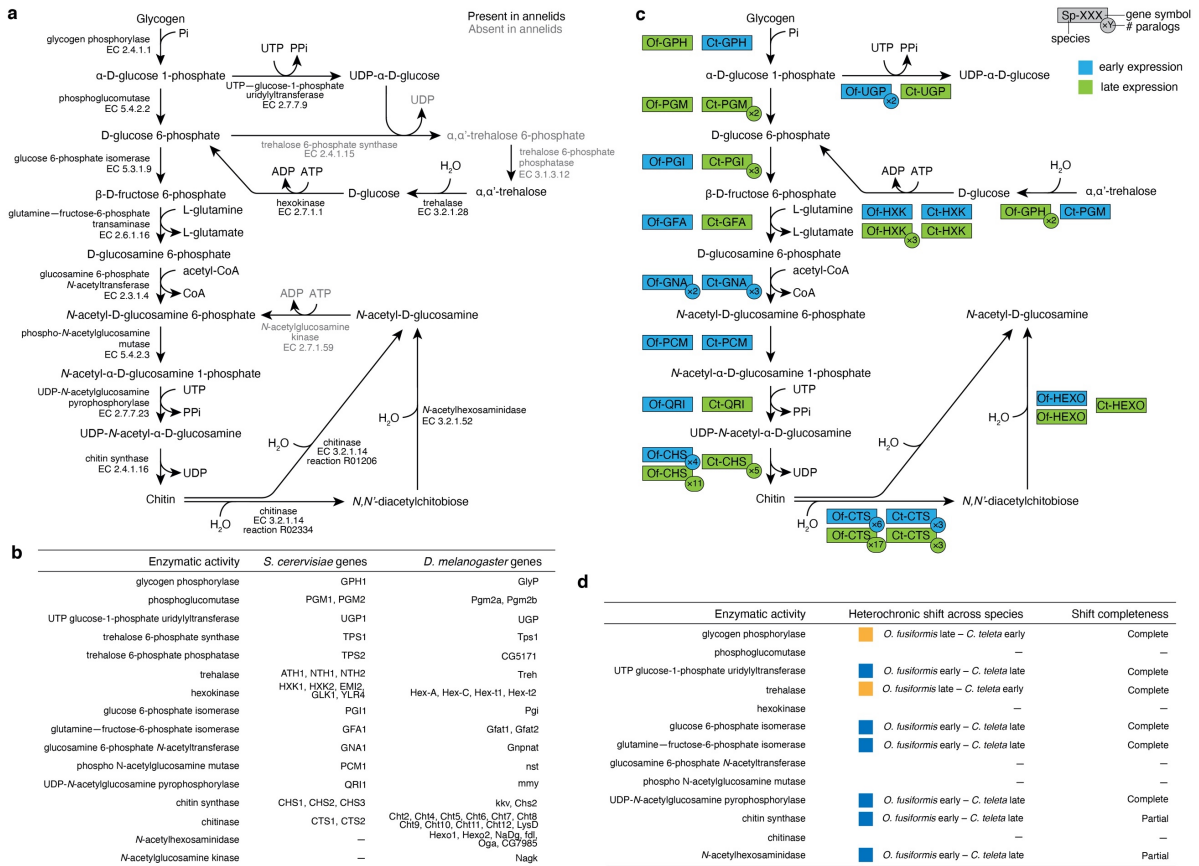

**Supplementary Figure 15 | Heterochronic shift of the annelid chitin synthesis pathway genes between larval types.** **a**, Schematic depiction of the canonical chitin synthesis pathway in insects and fungi and our reconstruction of the annelid pathway. Enzymatic activities missing in annelids and their cofactors are shown in grey. Enzyme Commission (EC) numbers are shown for all enzymatic activities. KEGG reaction R numbers are depicted for promiscuous enzymatic activities. ADP: adenosine diphosphate; ATP: adenosine triphosphate; CoA: coenzyme A; Pi: inorganic phosphate; PPi: pyrophosphate; UDP: uridine diphosphate; UTP: uridine triphosphate. **b**, *Saccharomyces cerevisiae* and *Drosophila melanogaster* genes with enzymatic activities involved in the chitin synthesis pathway, highlighting the high number of paralogs within species for many activities (e.g., phosphoglucosmutase, hexokinase, chitinase, N-acetylhexosaminidase, etc.) and the potential problems with single copy ortholog strategies for orthology assignment. **c**, Expression timing (blue: early, pre-larval; green: late, post-larval) of the PANTHER ID-inferred chitin synthesis genes in *O. fusiformis* and *C. teleta*. Paralog number for each expression timing is shown next to the gene symbols. Ct: *C. teleta*; Of: *O. fusiformis*. **d**, Summary of enzymatic activities under heterochronic shift between *O. fusiformis* and *C. teleta*, and whether the shift involves all paralogs for the activity (complete shift) or a limited number only (partial shift). A total of 46 % of enzymatic activities are expressed early in *O. fusiformis* and late in *C. teleta*, with only 15 % in the opposite direction. These results align with the earlier development of chaetae in planktotrophic larvae like the one from *O. fusiformis*.

KEGG map04140: Animal autophagy pathway

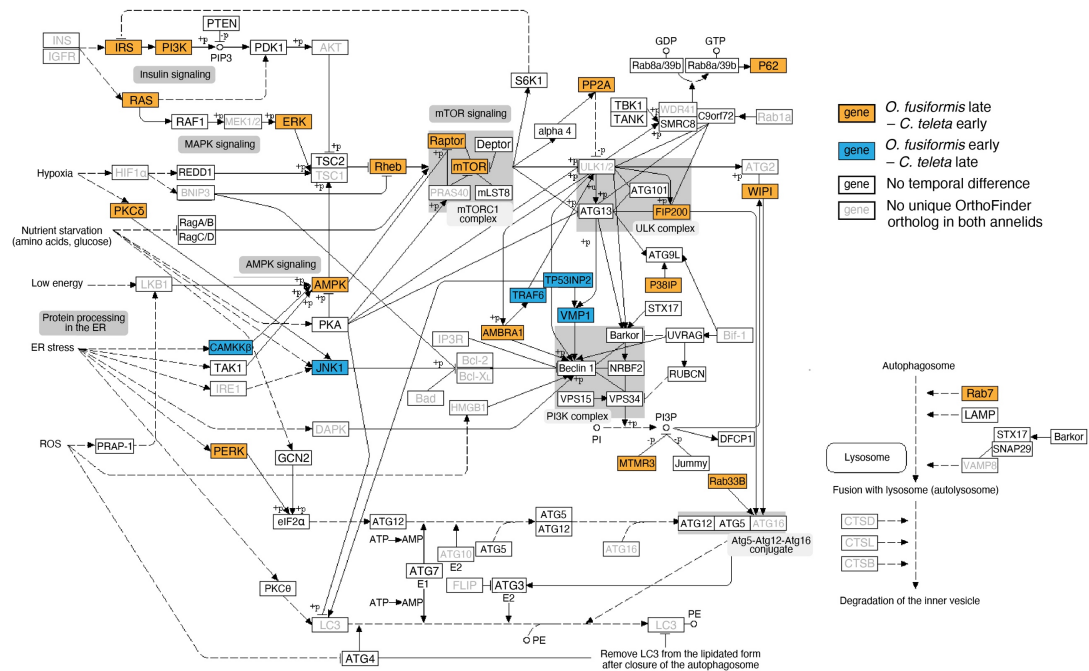

**Supplementary Figure 16 | Heterochronic shift of the autophagy pathway genes between larval types.** Schematic depiction of the animal autophagy pathway (KEGG: map04140). A total of 80 % of the genes under heterochronic shifts (19 of 24) are displaced from post-larval expression in *O. fusiformis* to pre-larval expression in *C. teleta*. These results align with the early need for yolk consumption in lecithotrophic larvae like the one from *C. teleta*.

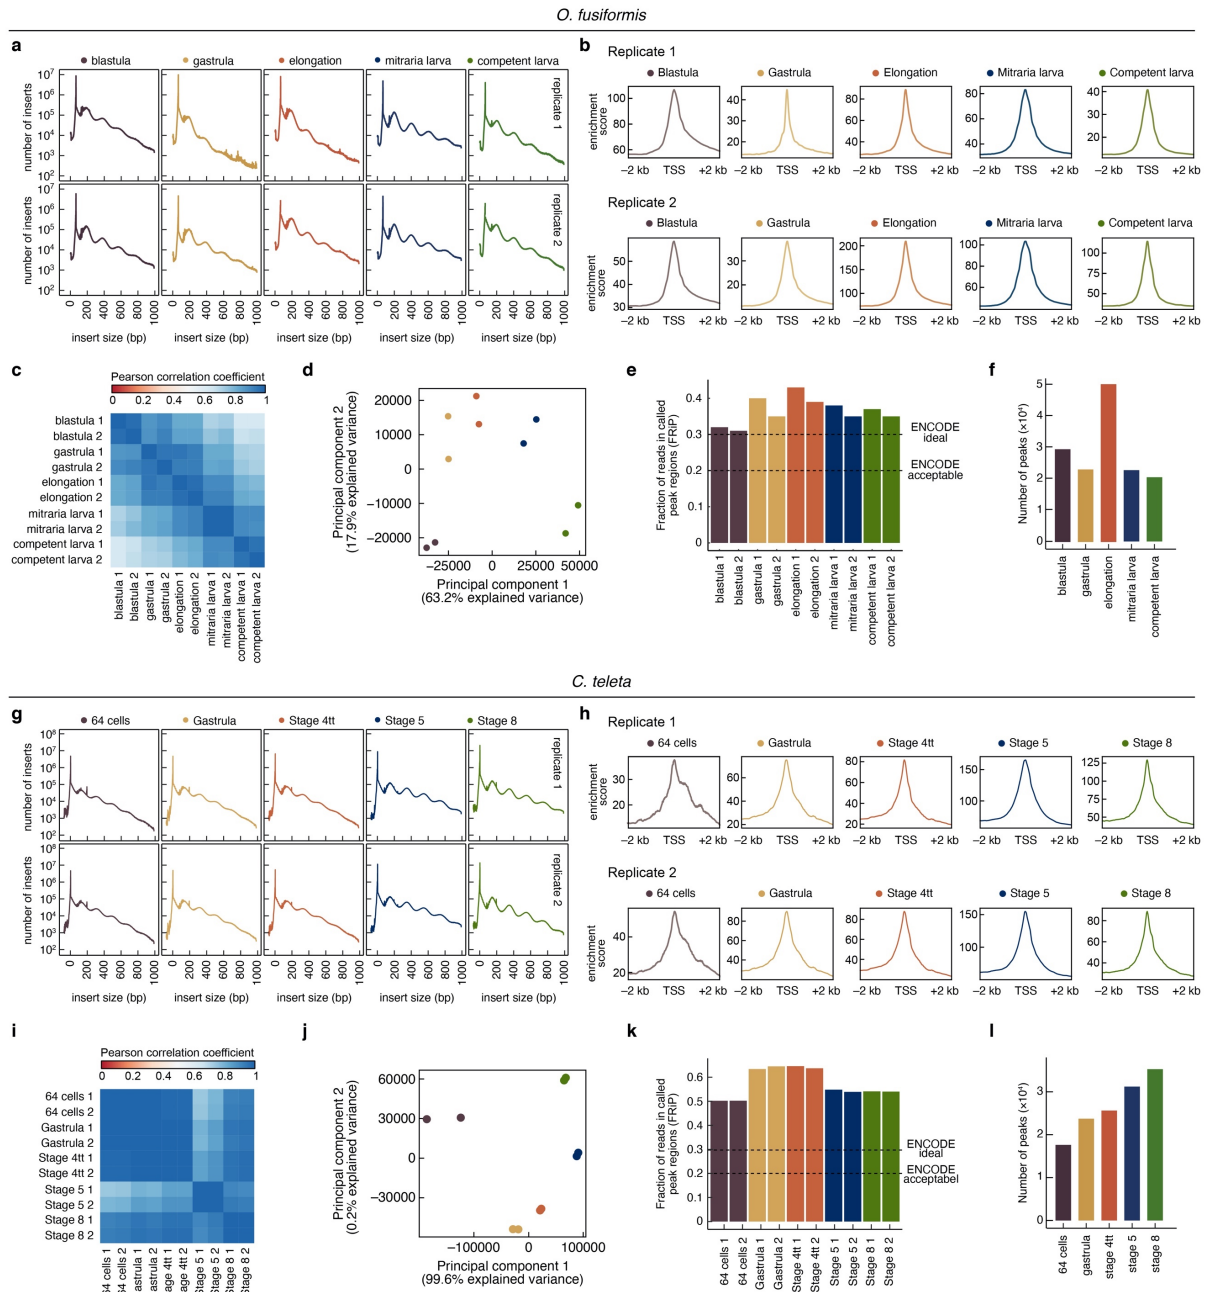

**Supplementary Figure 17 | Quality control and sample correlation of stage-specific ATAC-seq samples of *O. fusiformis* and *C. teleta*.** **a**, Insert size distribution of ATAC-seq libraries of *O. fusiformis*. Nucleosomal ladders are visible for all samples. **b**, Summary plots of ATAC-seq enrichment around transcription start sites (TSS;  $\pm 2$  kb) in *O. fusiformis*. These demonstrate at least a two-fold enrichment for all samples. **c**, Correlation matrix based on peak accessibility of the called consensus ATAC-seq peak set for *O. fusiformis*. **d**, Principal component analysis of *O. fusiformis* ATAC-seq samples based on peaks as in (c). **e**, FRiP scores for *O. fusiformis* ATAC-seq samples indicating acceptable (FRiP = 0.2) and ideal (FRiP = 0.3) values as per ENCODE standards (dotted lines). **f**, Bar plot of ATAC-seq peak number by developmental stage for *O. fusiformis*. **g–l**, Equivalent plots to **a–f** for *C. teleta* ATAC-seq samples.

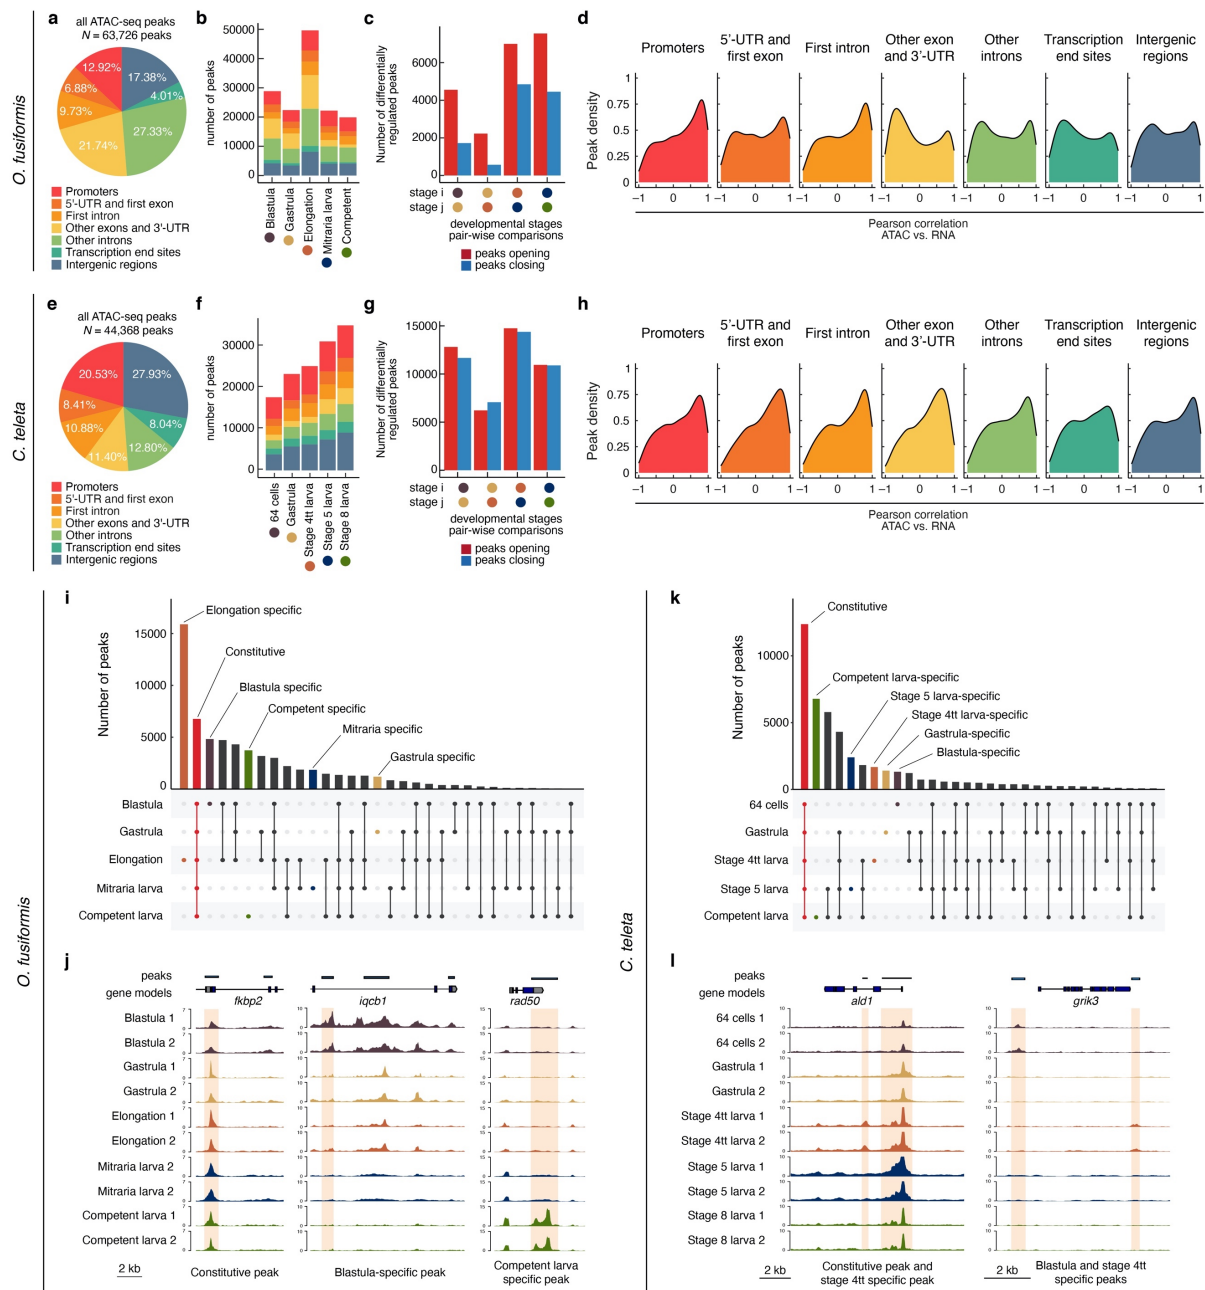

**Supplementary Figure 18 | Accessible chromatin landscape profiling.** **a**, Genomic feature annotation of the called consensus ATAC-seq peak set for *O. fusiformis*. **b**, Stacked bar plot of ATAC-seq peak number by developmental stage for *O. fusiformis*, classified by genomic feature. **c**, Differentially accessible peaks for all four pair-wise comparisons between consecutive developmental stages in *O. fusiformis*. Only significant differentially regulated peaks (Benjamini-Hochberg-adjusted  $p$ -value  $< 0.05$  obtained using the described DESeq2 pipeline) are shown. **d**, Density plots based on the Pearson correlation coefficient between ATAC-seq peak accessibility and RNA-seq expression level of the nearest gene/transcript to the ATAC-seq peak in *O. fusiformis*. Peaks in promoters and first introns are the most positively correlated with gene expression, with most other genomic regions displaying a bimodal distribution. **e-h**, Equivalent plots to **a-d** for *C. teleta*. Unlike in *O. fusiformis*, accessible chromatin regions in *C. teleta* mostly only correlate positively with gene expression, regardless of the genomic feature. **i**, UpSet plot classification of the ATAC-seq peaks of *O. fusiformis* by developmental stage. Peaks present in more than one stage are coloured in

grey. **j**, Representative views of constitutive and stage-specific peaks for *O. fusiformis*, with the ATAC-seq peak track indicating the consensus ATAC-seq peak set. *fkbp2*: FKBP prolyl isomerase 2; *iqcb1*: IQ calmodulin-binding motif-containing protein 1; *rad50*: RAD50 double strand break repair protein. **k**, **l** Equivalent plots to **i**, **j** for *C. teleta*. *ald1*: aldolase 1; *grik3*: glutamate ionotropic receptor kainate type subunit 3.

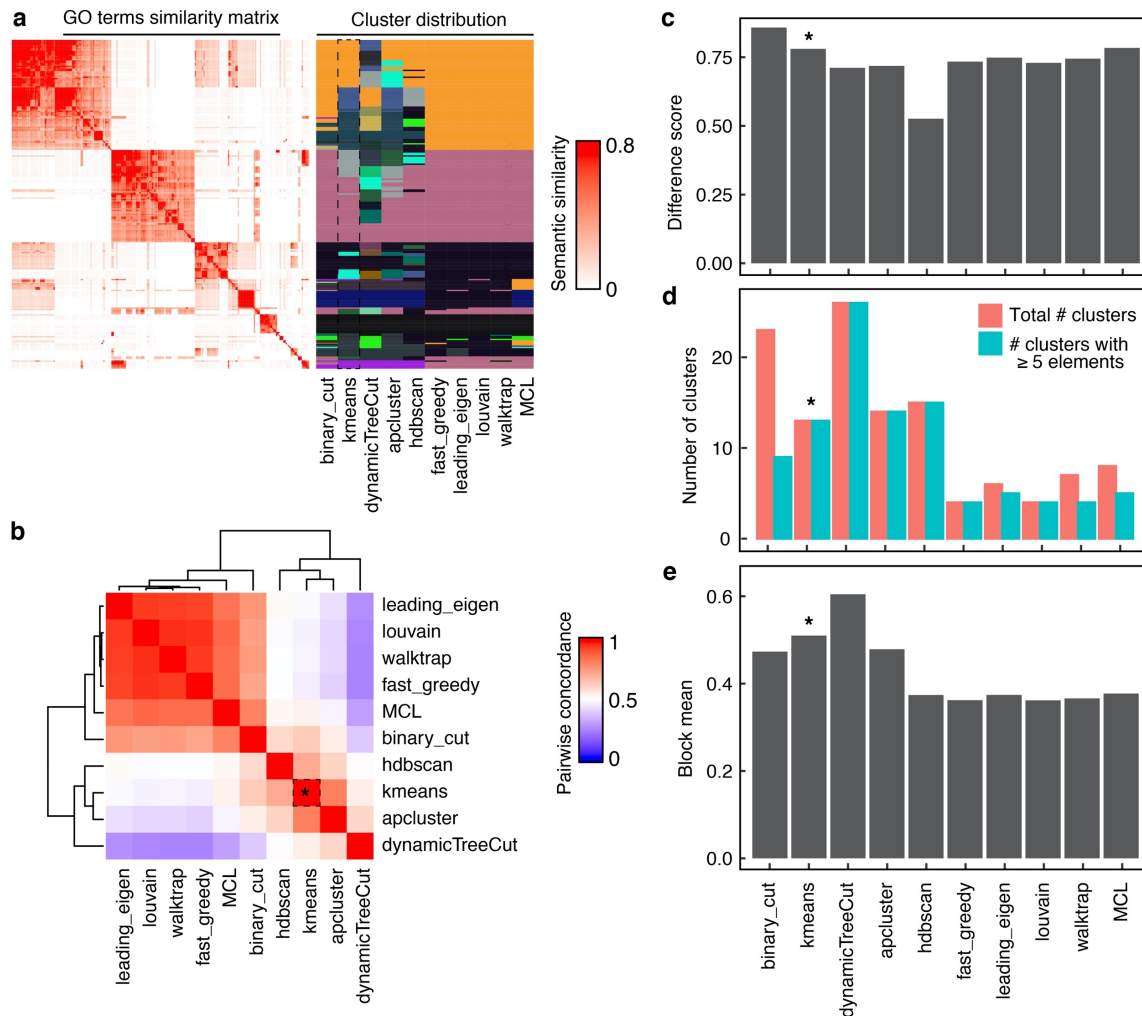

**Supplementary Figure 21 | Benchmarking of clustering of GO terms enriched in gene sets regulated by annelid ATAC-seq peak clusters.** **a**, Gene ontology (GO) terms similarity matrix clustered by semantic similarity (left) and distribution of inferred clusters for up to 10 different clustering methods. **b**, Correlation matrix between clustering methods. **c**, Distribution difference score between vectors  $\mathbf{x}_1$  and  $\mathbf{x}_2$  for each clustering method, where  $\mathbf{x}_1$  contains the semantic similarities of all pairs of elements belonging to the same cluster, and  $\mathbf{x}_2$  the similarity of all pairs of elements belonging to different clusters, calculated as the two-tailed Kolmogorov-Smirnov statistic. **d**, Total number of clusters (pink) and number of clusters populated with at least 5 GO terms (blue) for each clustering method. **e**, Mean similarity score for each block/cluster, calculated as the mean of vector  $\mathbf{x}_1$ . *k*-means clustering (denoted by the dotted lines and the asterisks) was chosen for displaying an even distribution of clusters (**a**) populated with sufficiently similar elements (**c**, **e**), and for rendering a similar number of clusters as retrieved during clustering of GO terms enriched in annelid RNA-seq clusters (see Supplementary Figures 7 and 8), where every cluster is at least comprised of 5 GO terms (**d**).

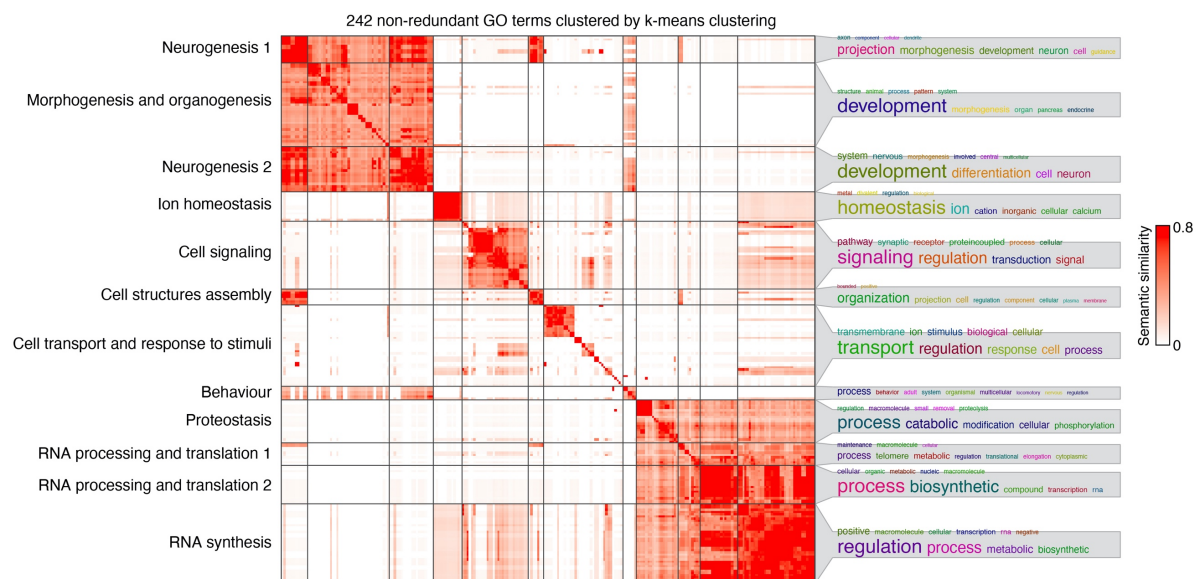

**Supplementary Figure 22 | Clustering of GO terms enriched in gene sets regulated by annelid ATAC-seq peak clusters.** Similarity matrix of all 242 non-redundant gene ontology (GO) terms for biological process from the GO term enrichment analysis performed on gene sets regulated by annelid ATAC-seq peak clusters. GO terms were clustered through *k*-means clustering according to their semantic similarity (associated clustering benchmarking is explained in Supplementary Figure 21). Word clouds recapitulate each cluster, with word size being proportional to word frequency in the GO terms contained within that gene set. Custom umbrella terms were selected to summarise each cluster of GO terms, here shown on the left of the matrix.

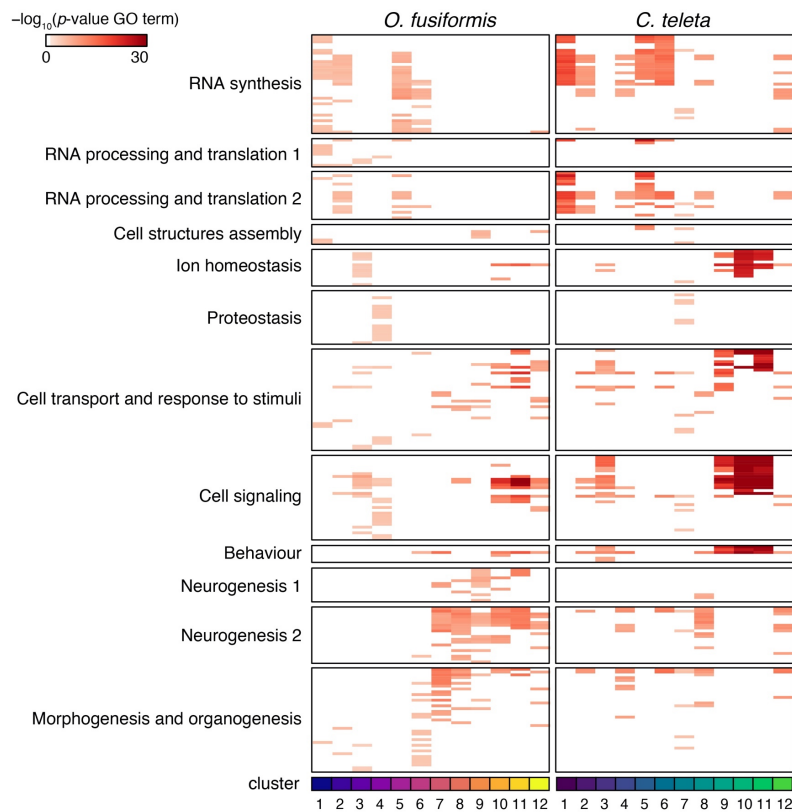

**Supplementary Figure 23 | Annelid time-course of biological processes regulated by accessible chromatin.** Enrichment analysis of biological process gene ontology (GO) terms for *O. fusiformis* (left) and *C. teleta* (right) gene sets regulated by ATAC-seq peak clusters. Each line represents a single GO term, for which the  $-\log_{10}(p\text{-value})$  for each gene set is shown in a colour coded scale. Clusters are shown on the bottom of the heatmap. *P*-values were derived from upper-tail Fisher's exact tests.

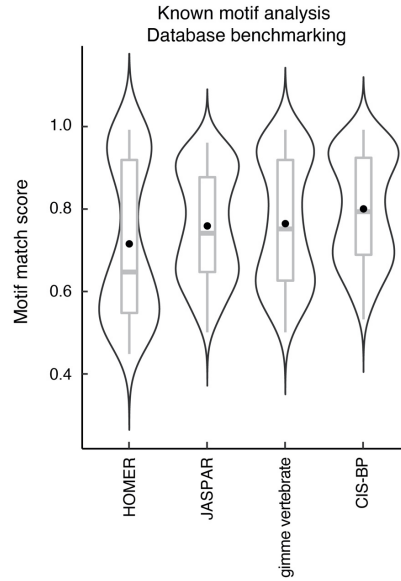

**Supplementary Figure 24 | Cross-database known motif analysis benchmarking.** Violin plots and boxplots depicting the distribution of known motif match scores of the full set of common annelid and species-specific clustered motif archetypes ( $n = 141$ ) against HOMER, JASPAR, gimme vertebrate and CIS-BP. The pan-eukaryote CIS-BP database performs better on average, yet many of the hits belong to phylogenetically distant clades such as fungi or plants, while HOMER apparently performs poorly in comparison as a result of a lower false positive rate. For boxplots, centre lines, median; box, interquartile range (IQR); whiskers, first or third quartile  $\pm 1.5 \times$  IQR. Manual curation of clustered motif archetypes can be found in Supplementary Table 74.

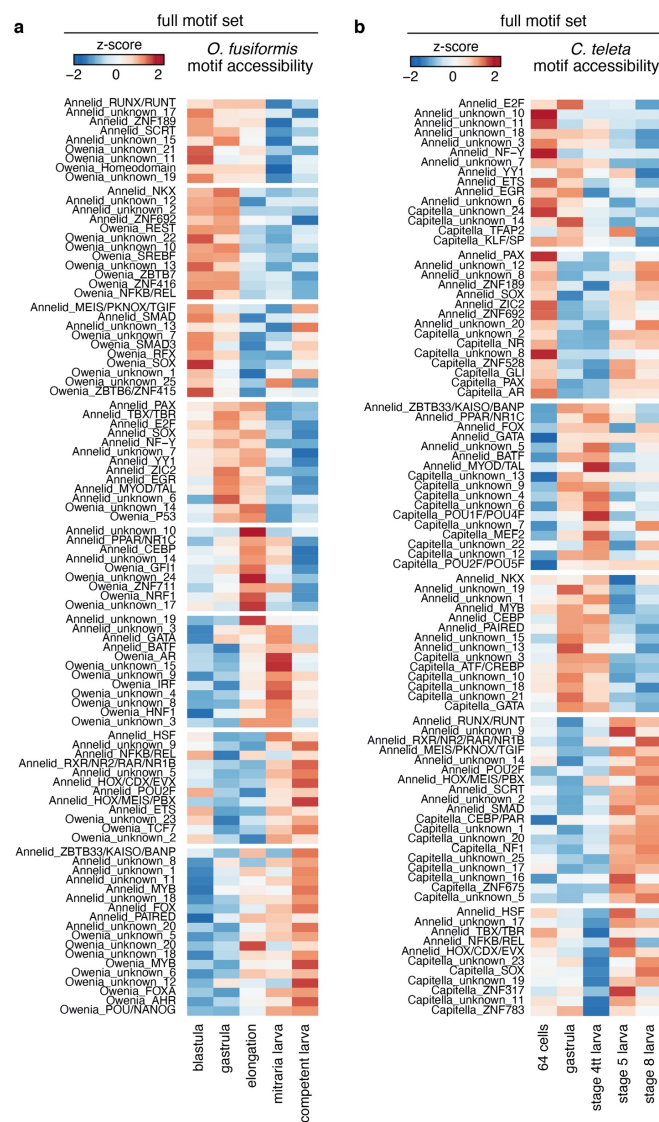

**Supplementary Figure 25 | Accessability dynamics of the full motif archetype set.** **a, b,** Clustered heatmaps of motif archetype accessibility dynamics during *O. fusiformis* (**a**) and *C. teleta* (**b**) development. Custom names depicting putative transcription factors or transcription factor families bound to each motif archetype are shown to the left of the heatmaps. Motifs can be either species-specific (preceded by “*Owenia*” or “*Capitella*”) or common to both annelids and likely conserved across Annelida (preceded by “*Annelid*”).

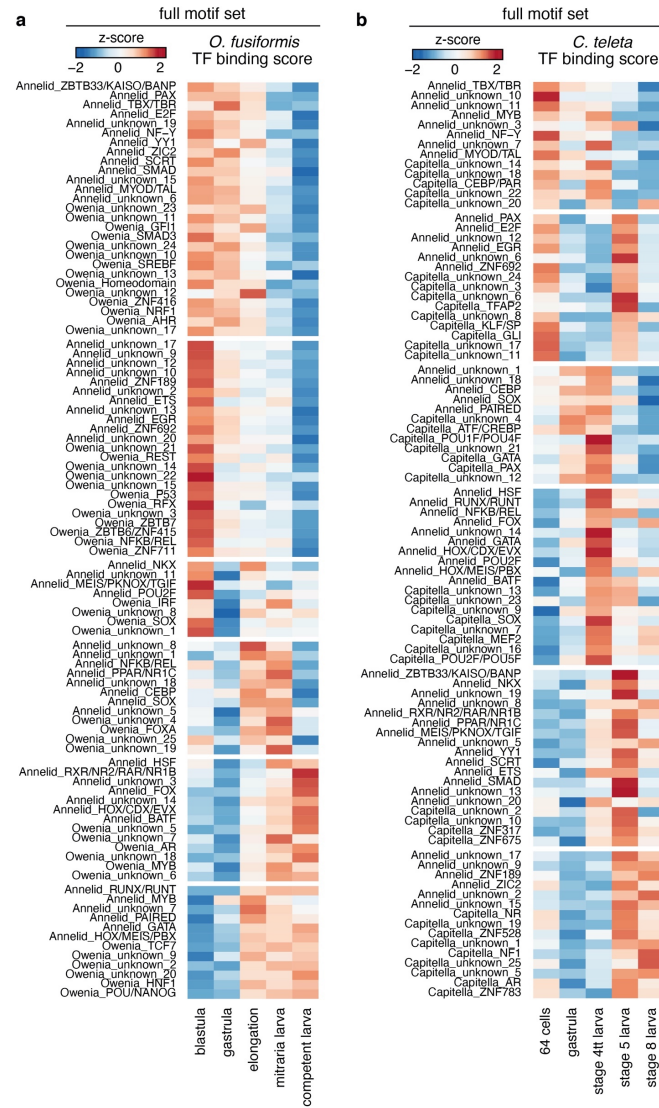

**Supplementary Figure 26 | Transcription factor footprinting of the full motif archetype set. a, b,** Clustered heatmaps of transcription factor binding score dynamics for each motif archetype inferred from transcription factor footprinting during *O. fusiformis* (**a**) and *C. teleta* (**b**) development. Custom names depicting putative transcription factors or transcription factor families bound to each motif archetype are shown to the left of the heatmaps. Motifs can be either species-specific (preceded by “Owenia” or “Capiteila”) or common to both annelids and likely conserved across Annelida (preceded by “Annelid”).

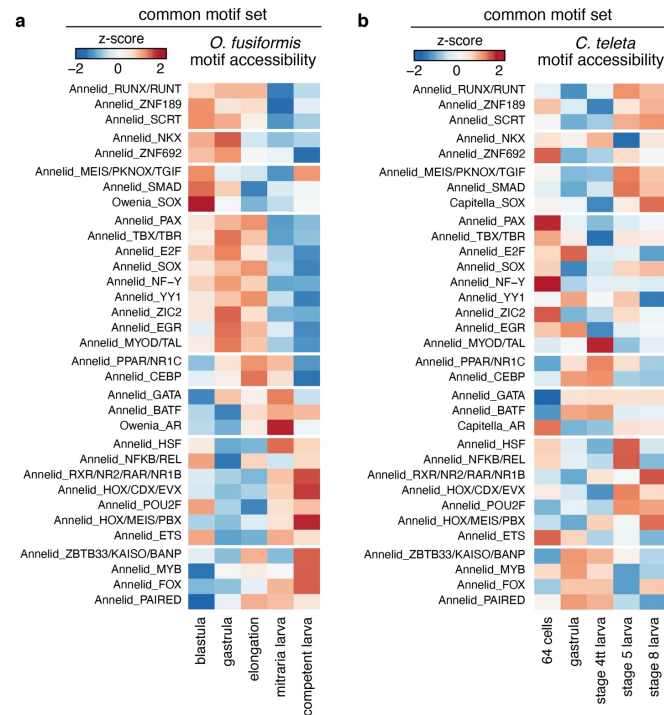

**Supplementary Figure 27 | Accessibility dynamics of the common annelid motif archetype set. a, b,** Clustered heatmaps of motif archetype accessibility dynamics during *O. fusiformis* (a) and *C. teleta* (b) development. Only archetypes common to both annelids are shown. Custom names depicting putative transcription factors or transcription factor families bound to each motif archetype are shown to the left of the heatmaps. Depicted species-specific archetypes (preceded by “Owenia” or “Capitella”) are shown when there is an unclustered ortholog archetype in the other species (e.g., Owenia\_SOX and Capitella\_SOX).

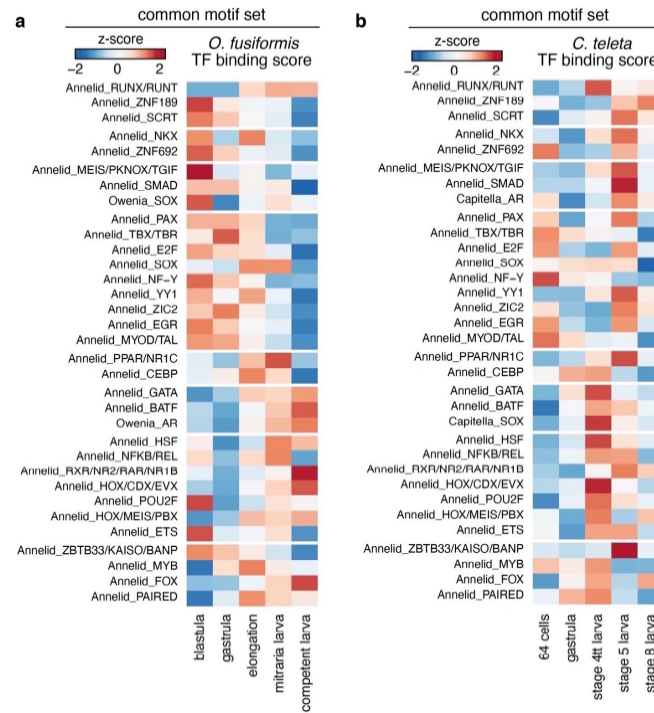

**Supplementary Figure 28 | Transcription factor footprinting of the common annelid motif archetype set. a, b,** Clustered heatmaps of transcription factor binding score dynamics for each motif archetype inferred from transcription factor footprinting during *O. fusiformis* (**a**) and *C. teleta* (**b**) development. Only archetypes common to both annelids are shown. Custom names depicting putative transcription factors or transcription factor families bound to each motif archetype are shown to the left of the heatmaps. Depicted species-specific archetypes (preceded by “Owenia” or “Capitella”) are shown when there is an unclustered ortholog archetype in the other species (e.g., Owenia\_SOX and Capitella\_SOX).

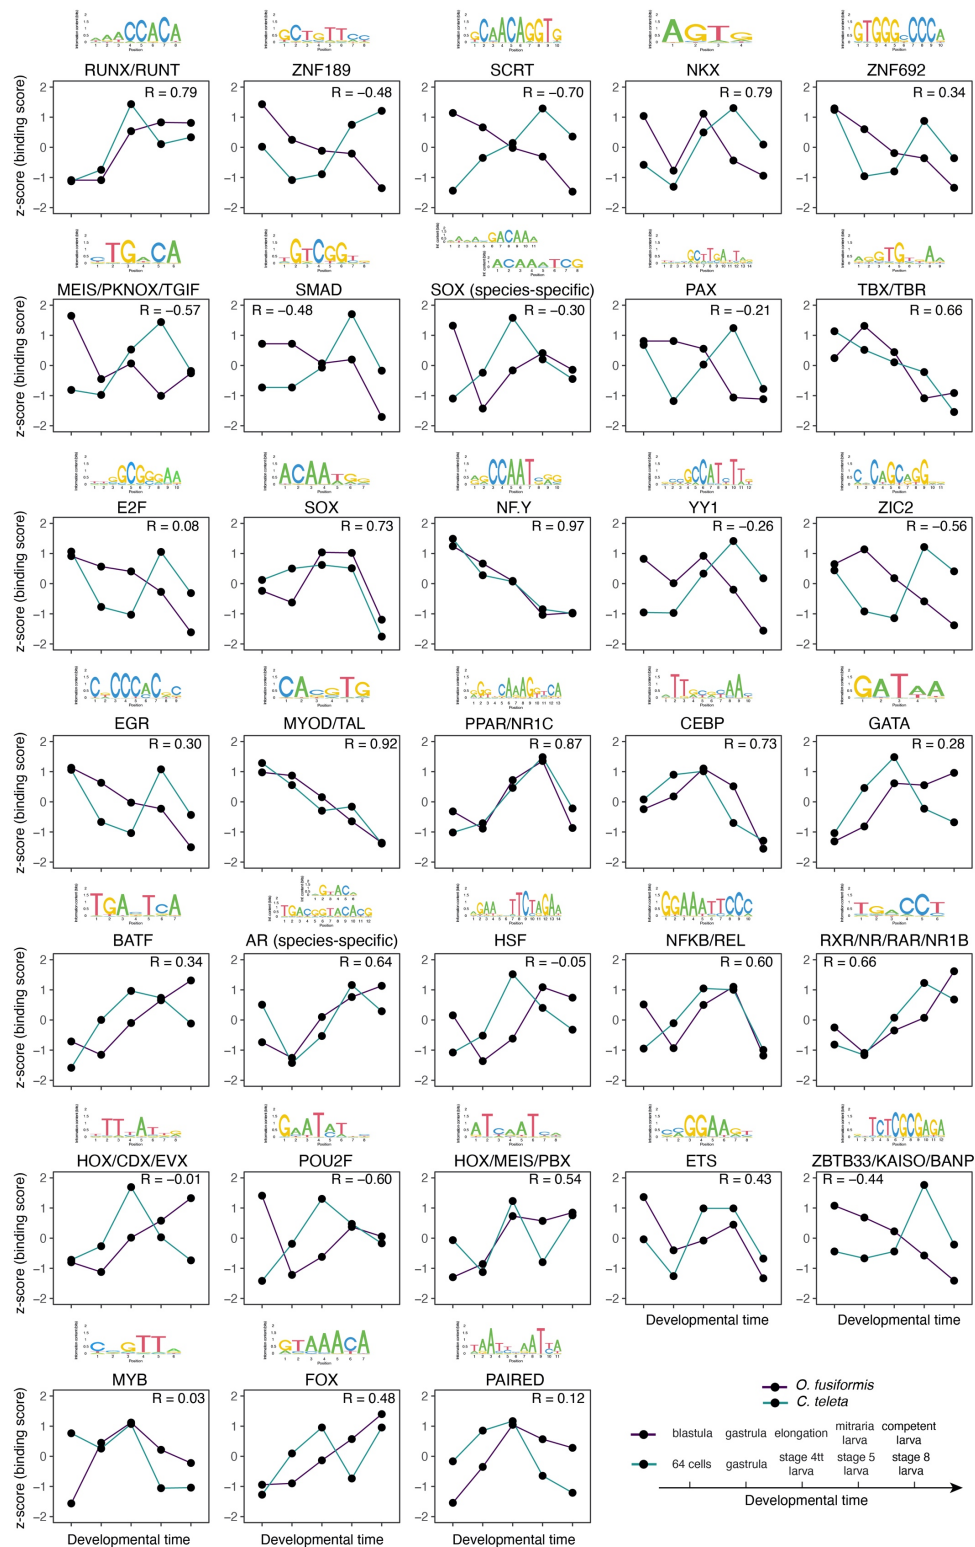

**Supplementary Figure 29 | Cross-species comparison of transcription factor binding dynamics in the common annelid motif archetype set.** Transcription factor binding score dynamics for each motif archetype inferred from transcription factor footprinting during *O. fusiformis* (purple) and *C. teleta* (blue) development. Only archetypes common to both annelids are shown. Sequence logos are shown on top of each plot. R: Pearson correlation coefficients derived from two-tailed tests.

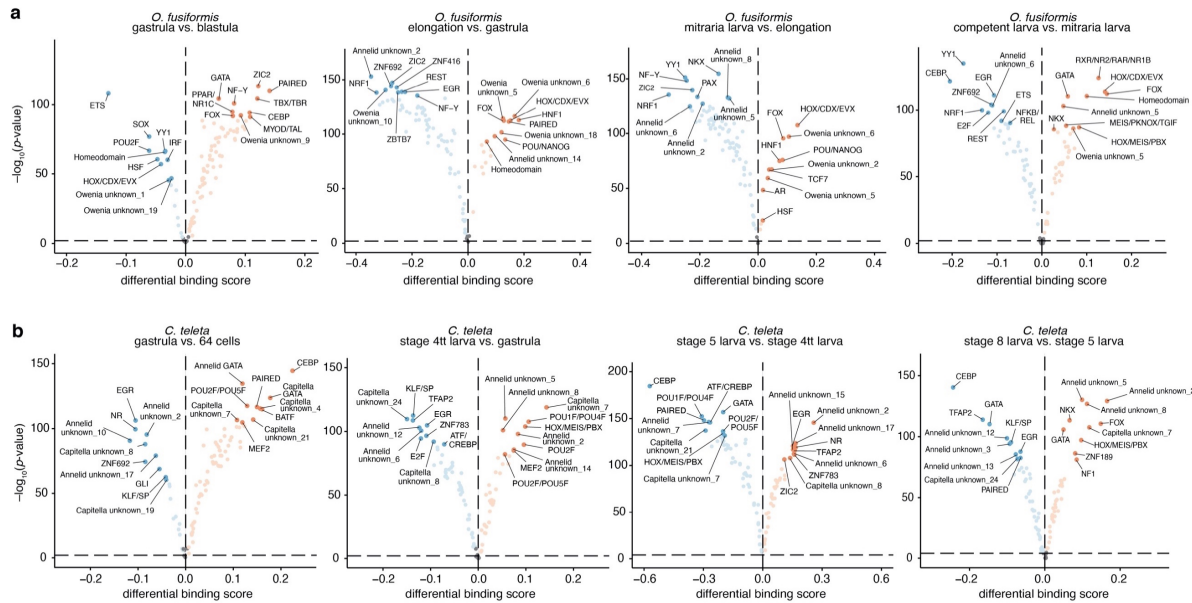

**Supplementary Figure 30 | Differential transcription factor binding. a, b,** Volcano plots of differential transcription factor binding to each motif archetype from pair-wise comparisons between consecutive developmental stages for *O. fusiformis* (**a**) and *C. teleta* (**b**). Upregulated or more bound archetypes are in red, downregulated or less bound archetypes are in blue. Motif archetype names for top 10 upregulated and downregulated archetypes are highlighted. Where unambiguous, the “Annelid” prefix was dropped from the name. *P*-values were derived using the described TOBIAS pipeline.

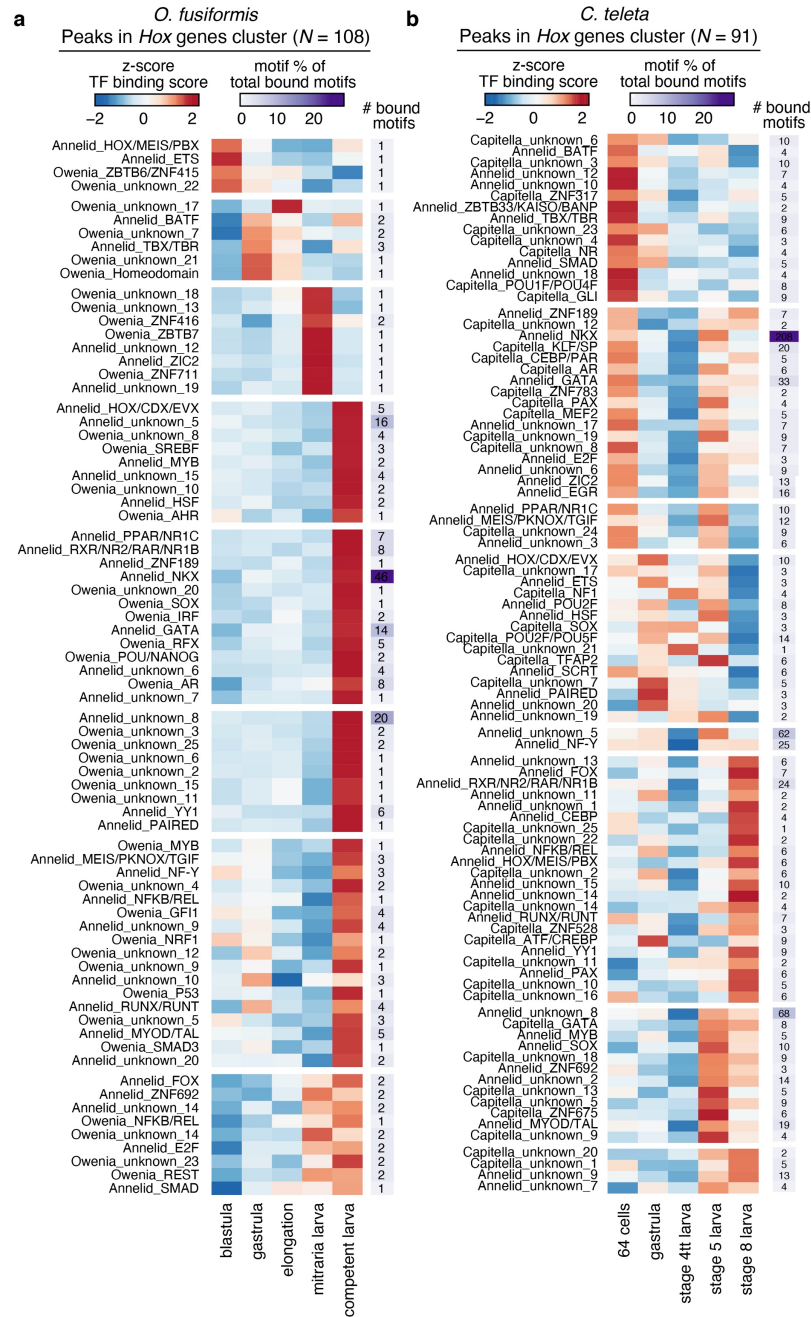

**Supplementary Figure 31 | Transcription factor binding dynamics in peaks of the *Hox* genes cluster.** **a, b,** Clustered heatmaps of transcription factor binding score for each motif archetype inferred from transcription factor footprinting during *O. fusiformis* (**a**) and *C. teleta* (**b**) development, restricted to the 108 (*O. fusiformis*) and 91 peaks (*C. teleta*) annotated to a gene of the *Hox* genes cluster (i.e., all *Hox* genes but *Post1*). The proportion of bound archetypes that each motif represents is colour-coded in purple on the right side of each heatmap. Absolute number of bound motif archetypes are inside the purple colour-coded cells. Custom names depicting putative transcription factors or transcription factor families bound to each motif archetype are shown to the left of the heatmaps. Even though both species show developmental dynamics, up to 57 motif archetypes (up to 76 % of the bound total) are strongly preferentially bound at the competent larva of *O. fusiformis*. This suggests a generalised compaction and inaccessibility for transcription factor binding in the *Hox* genes cluster until after the mitraria larva stage, when *Hox* genes become deployed in *O. fusiformis*.

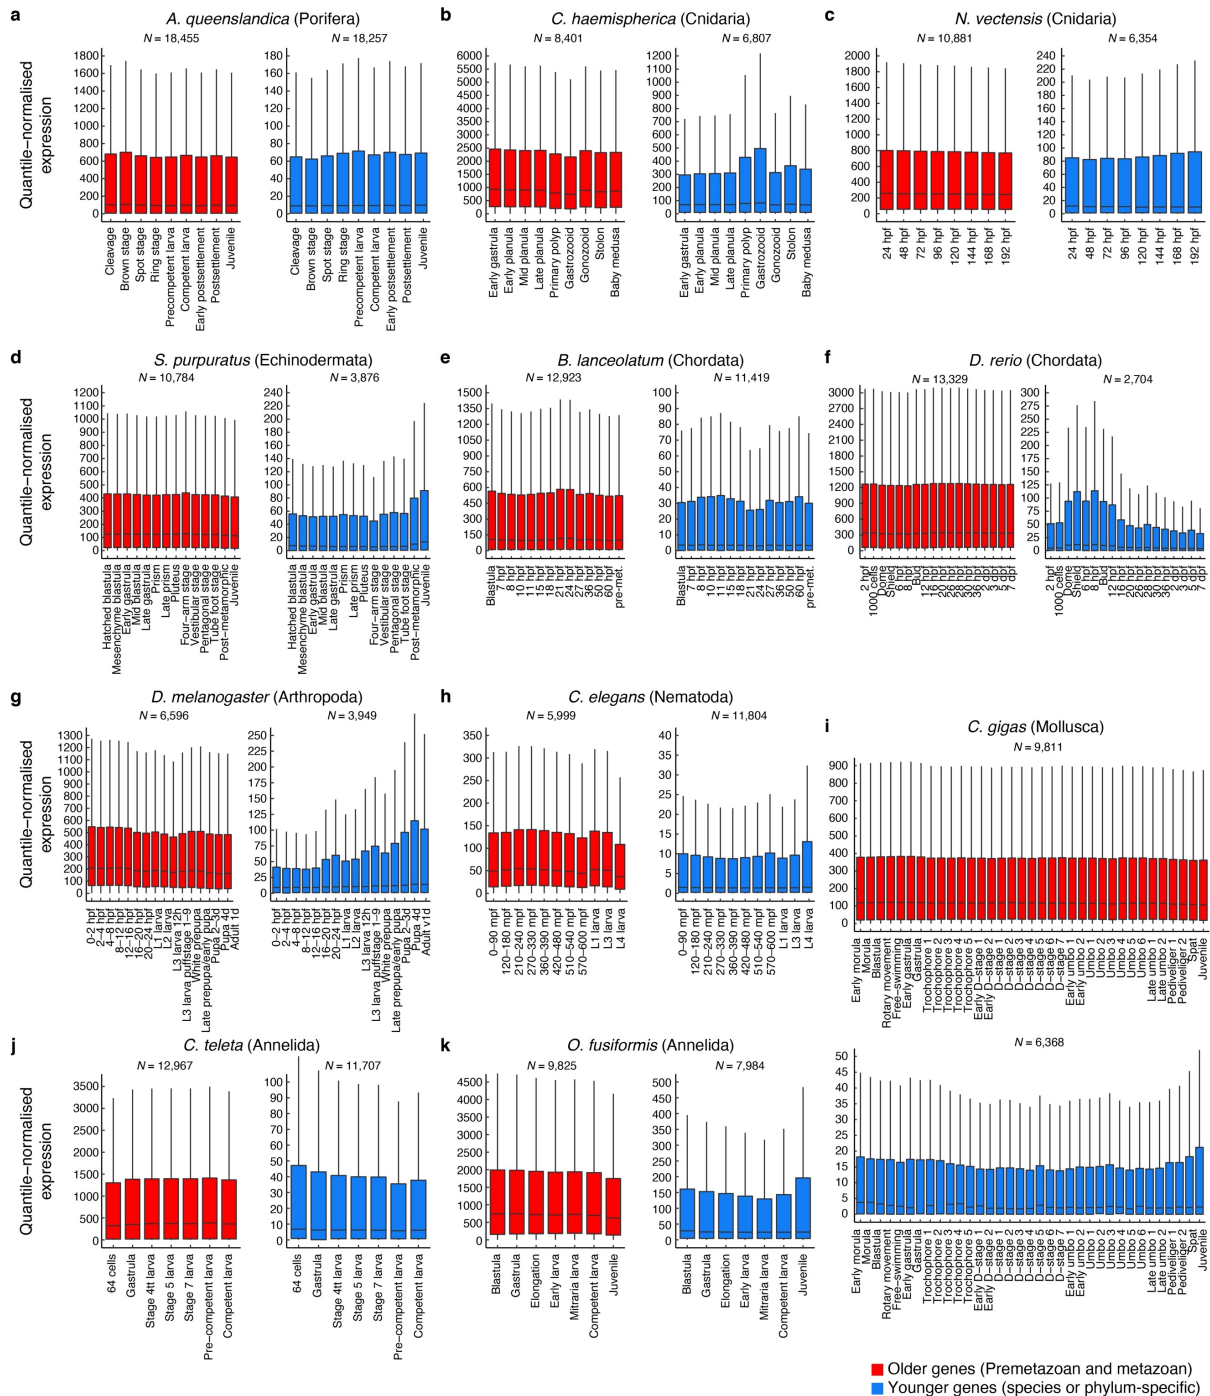

**Supplementary Figure 32 | Developmental expression dynamics of phylum- and species-specific genes across Metazoa.** a–i Boxplots of quantile-normalised expression levels of younger genes (blue, right, from the phylum- and species-specific phylostratum) opposed to older genes (red, left, from the pre-metazoan and metazoan phylostratum) during development of *A. queenslandica* (a), *C. hemisphaerica* (b), *N. vectensis* (c), *S. purpuratus* (d), *B. lanceolatum* (e), *D. rerio* (f), *D. melanogaster* (g), *C. elegans* (h), *C. gigas* (i), *C. teleta* (j), and *O. fusiformis* (k). Centre lines, median; box, interquartile range (IQR); whiskers, first or third quartile  $\pm 1.5 \times$  IQR. Lower whiskers are sometimes not apparent due to the distribution skewness towards zero.

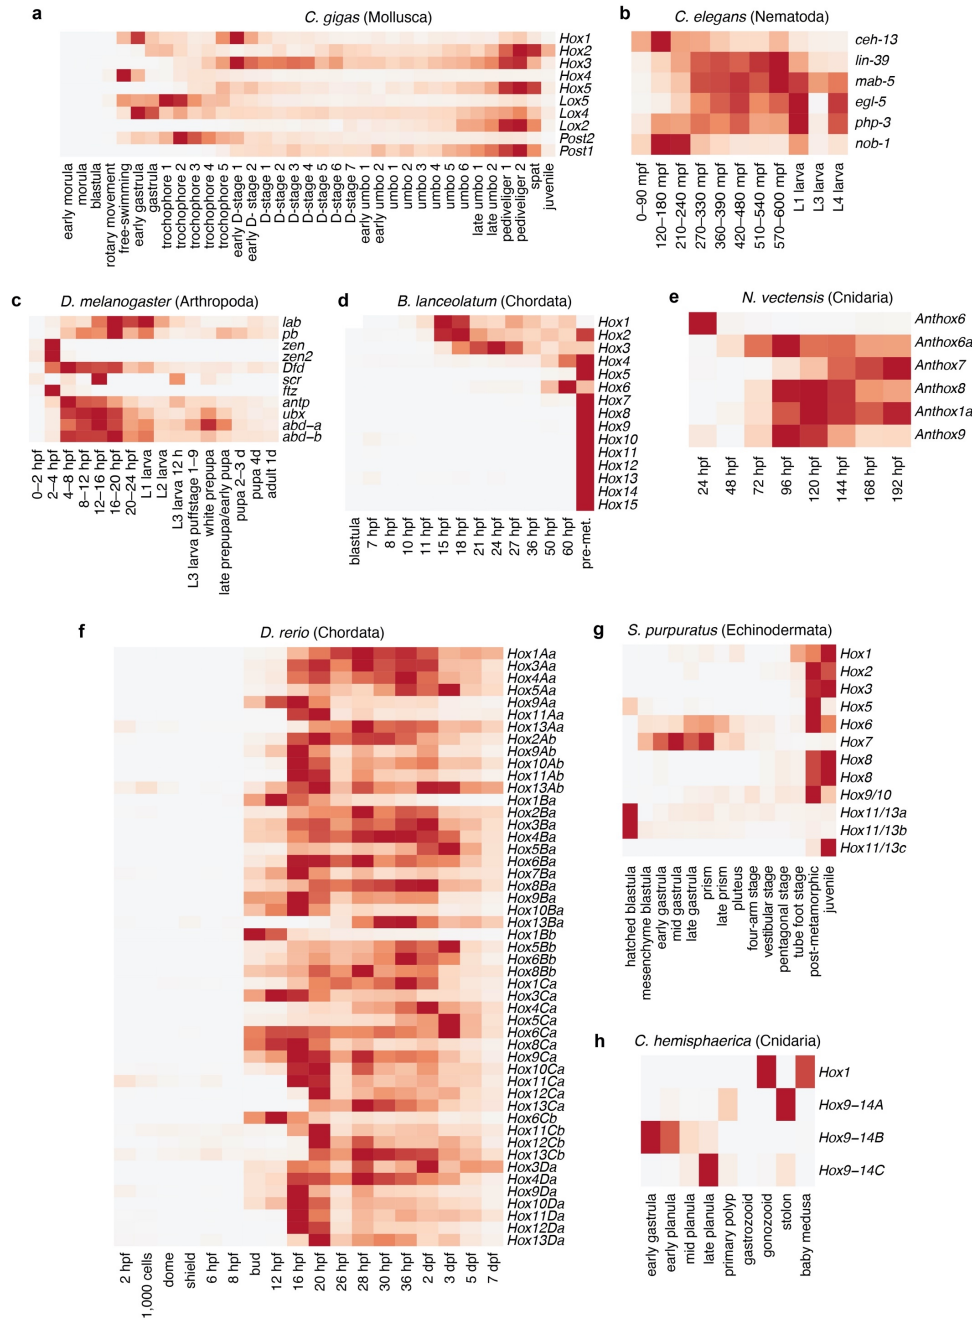

**Supplementary Figure 33 | *Hox* genes developmental expression dynamics across Metazoa.** **a–h** Fully labelled heatmaps of *Hox* gene expression during development for *C. gigas* (**a**), *C. elegans* (**b**), *D. melanogaster* (**c**), *B. lanceolatum* (**d**), *N. vectensis* (**e**), *D. rerio* (**f**), *S. purpuratus* (**g**), and *C. hemisphaerica* (**h**). Equivalent heatmaps for *O. fusiformis*, *C. teleta*, and *U. unicinctus* can be found in Extended Data Figure 5d. *A. queenslandica* is not here shown because it lacks *Hox* genes. Gene identifiers for every gene are listed in Supplementary Table 94.

# Supplementary material for: Annelid functional genomics reveal the origins of bilaterian life cycles
**Source:** Nature. 2023 Jan 25;615(7950):105–10. doi: 10.1038/s41586-022-05636-7
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☐ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection SRA-Toolkit v2.11.3

Data analysis Jellyfish v.2.3, FloMax v.2.82, GenomeScope 2.0, CANU v.8.3rc2, bwa mem v.0.7.17, Racon v.1.16, purge\_haplotigs v.1.0.4, Merqury v.1.1, BUSCO v.5, RepeatModeler v.2.0.1, RepBase, DIAMOND v.0.9.22, RepeatMasker "open-4.0", LTR\_finder v.1.07, RepeatCraft v.0.1.1, SAMtools v.1.9, STAR v. 2.5.3a, trimmomatic v.0.39, StringTie v.1.3.6, Portcullis v.1.1.2, Trinity v.2.5.1, GMAP v.2020-04-08, Mikado v.2.1 pipeline, BLAST v.2.2.31+, Augustus v.3.2.3, Exonerate v.2.4.0, Augustus v.3.2.3, PASA v.2.3.3, Trinotate v.3.0, HMMER v.2.3.2, signalP v.4.1, PANTHER HMM, Juicer pipeline r.e0d1bb7, 3d-dna v.180419, Juicebox v.1.11.08, Liftoff v.1.6.1, AGAT suite of scripts v0.8.1, OrthoFinder v.2.2.7, MMSeqs2, ETE 3 library, kallisto v.0.46.2, ESeq2 v.1.30.1 package, mfuzz v.2.52 package, WGCNA package v.1.70-3, Cytoscape v.3.8.2, topGO v.2.44, simplifyEnrichment v.1.2.0 package, MAFFT v.7, IQ-TREE v.2.0.3, MrBayes v.3.2.7a, BlastKOALA server, gBlocks v.0.91b, RAXML v.8.2.11.9, FigTree v.1.4.4, cutadapt v.2.5, NextGenMap v.0.5.5, deepTools v.3.4.3, MACS2 v.2.2.7.1, BEDtools v.2.28.0, IDR v.2.0.4.2, DiffBind v.3.0.14, UpSetR v.1.4.0, HOMER v.4.1, pyGenomeTracks v.2.1, GimmeMotifs v.0.16.1, TOBIAS v.0.12.0, scikit-learn v1.0.2, philentropy v.0.5.0 package, R version 3.5.1, R version 4.1.2, Python 3.8.10, Visual Studio Code v.1.70.2, Inkscape 1.0.1, Adobe Photoshop 2021 22.4.3. release, Adobe Illustrator 2021 25.4.1 release

All custom code not previously published and key files relevant for the reproducibility of this study are available in our GitHub repository: <https://github.com/ChemaMD/OweniaGenome>.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Accession codes and unique identifiers to previously publicly available datasets we used for this study are listed in Supplementary Table 2 (genome files used in gene family evolution analyses), Supplementary Table 8 (transcriptomes used in the evolutionary analysis of chordin in annelids), Supplementary Tables 41 and 43 (gene identifiers used in pathway analyses), Supplementary Table 47 (sequence identifiers used in Hox genes orthology assignment), Supplementary Table 48 (RNA-seq datasets used for Hox gene expression profiling in *U. unicinctus*) and Supplementary Table 88 (RNA-seq datasets used for comparative annelid and metazoan transcriptomics and Hox gene expression profiling). Repetitive elements database RepBase can be accessed at <https://www.girinst.org/repbase/>. Transcription factor public database TFClass can be found at <http://tfclass.bioinf.med.uni-goettingen.de/>. All sequence data associated with this project are available at the European Nucleotide Archive (project PRJEB38497) and Gene Expression Omnibus (accession numbers GSE184126, GSE202283, GSE192478, GSE210813 and GSE210814). Genome assemblies, transposable element annotations, genome annotation files used for RNA-seq and ATAC-seq analyses, WGCNA nodes and edges files, alignment files used in orthology assignment, and other additional files are publicly available in <https://github.com/ChemaMD/OweniaGenome>.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes for genomic and transcriptomic analyses were estimated based on the amount of genomic DNA and total RNA obtained per individual. For ATAC-seq analyses, sample size per library was that such that there was a final number of 50,000 cells for subsequent tagmentation.                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Data exclusions | No data was excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Replication     | Two biological replicates were collected for RNA-seq and ATAC-seq datasets, which is a commonly accepted standard in the field. A high correlation between biological replicates was observed. Other experimental techniques (e.g. in situ hybridisation, immunohistochemistry) were performed at least three times to verify observed results.                                                                                                                                                                                                                                                                                                                                                                       |
| Randomization   | All <i>Capitella teleta</i> animal cultures were set up from randomly selected late larval stages from distinct larval broods to ensure genetic variability in subsequent generations. Embryos and larvae for experiments were collected from either spontaneous broods collected during weekly siftings, or from mating dishes specifically set up for embryonic and larval stages collection between a randomly selected male and a randomly selected female. All <i>Owenia fusiformis</i> animal collections were also performed randomly for in vitro fertilisations to ensure genetic variability in the progeny. Unlabelled and unidentified animals were randomly dissected to obtain either oocytes or sperm. |
| Blinding        | All animal collections were allocated blindly to any of the replicates of study. Investigators did not know during the data analysis stage about the origin of each biological replicate for transcriptomic and epigenomic studies.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Mouse anti-acetyl-alpha tubulin Antibody, clone 6-11B-1, 1:800 dilution (Sigma-Aldrich Cat# MABT868, RRID:AB_2819178), Goat anti-Mouse IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 647, 1:800 dilution (Thermo Fisher Scientific Cat# A-21235, RRID:AB_2535804)                                                                                                                                                      |
| Validation      | Antibody cross-reactivity against <i>Owenia fusiformis</i> was predicted based on multiple sequence alignments (MSA) of targeted antigens with closely phylogenetically related species (e.g. <i>Capitella teleta</i> , <i>Platynereis dumerilii</i> , <i>Owenia collaris</i> , etc.) for which there was published literature using those antigens. Antibodies were then validated in immunohistochemistry with our own species. |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | <i>Capitella teleta</i> Blake, Grassle & Eckelbarger, 2009: we kept year round individuals from both sexes and all ages. Adult specimens were only kept until they were 18 weeks old. In this study we only studied embryonic and larval stages.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Field-collected samples | <i>Owenia fusiformis</i> Delle Chiaje, 1844: sexually mature individuals were collected from subtidal waters near the Station Biologique de Roscoff, sent through post to our home institution, and cultured in the lab as described before (see Methods). Animals were kept until the end of their lives or until they were used for experiments, i.e. spawnings for in vitro fertilisations.<br><i>Magelona</i> spp.: were collected in muddy sand from the intertidal of Berwick-upon-Tweed, Northumberland, NE England (~55.766781, -1.984587) and kept initially in aquaria at the National Museum Cardiff before their transfer to Queen Mary University of London, where they were kept in aquaria with artificial sea water. <i>Magelona</i> spp. were killed for spawnings for in vitro fertilisations too, in order to get larvae for immunohistochemistry. |
| Ethics oversight        | Work on annelids and their embryos are not subject of ethical approvals or restrictions in the United Kingdom.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | <i>Owenia</i> adults were removed from their tubes before flow cytometry analysis. Worms were transferred into a petri dish, washed well in seawater to remove any contaminant, and finely chopped with a razor blade in 2 ml of General-Purpose Buffer to generate a suspension of nuclei. This suspension was filtered through a 30 µm nylon mesh and stained with propidium iodide (Sigma; 1 mg/mL) on ice. |
| Instrument                | We used a flow cytometer Partec CyFlow Space fitted with a Cobalt Samba green laser (532nm, 100mW)                                                                                                                                                                                                                                                                                                             |
| Software                  | We used the built-in instrument software FloMax v.2.82.                                                                                                                                                                                                                                                                                                                                                        |
| Cell population abundance | We used flow cytometry to estimate genome size using <i>D. melanogaster</i> as reference and thus we did not sort any cell populations. To estimate genome size from propidium iodide staining, we did three independent runs for each species analysing at least 1,000 nuclei per run.                                                                                                                        |
| Gating strategy           | We considered all cell populations for genome size estimation, and thus no gating strategy was implemented.                                                                                                                                                                                                                                                                                                    |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

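Gene expression was measured by RNA-seq in 9 adult libraries of *O. fusiformis*, 1 each from blood vessel, body wall, midgut, head, head plus chaetae, ovary, retractor muscle, tail and testis. The libraries were matched to the tissues of the paper by the tissue and sex in their labels. Which worm the body wall, retractor muscle and head plus chaetae libraries came from was inferred from these labels, since the source text names muscle for the female and for the male, and chaetae for the male. The developmental RNA-seq, ATAC-seq and other assays of the paper were not analysed here.

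According to the methods, the authors trimmed the reads with trimmomatic, pseudo-aligned them with kallisto to the filtered gene models and normalized the read counts of the adult tissues with DESeq2. The deposited values are a signal per transcript and library, taken here as the read count of the transcript divided by the size factor of the library. How the transcript estimates were passed from kallisto to DESeq2 is not given in the sources used here. Low values scatter around whole multiples of 1 read, so a further factor specific to each transcript, such as a correction for length, is possible and was not tested. The recovered reads and the CPM would then carry that factor.

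From these values, the value of 1 read was estimated in each library as the least-squares step of the values of up to 20 reads. In 8 of 9 libraries at least 95% of those values lay within 0.1 read of a whole number, and in the retractor muscle 93.1% did. Dividing by the step gave between 14608988 and 22177997 approximate reads per library, with a median of 17220174. At the threshold of 2 CPM a transcript has about 34 reads in the median library, so its own count carries a counting error that moves transcripts across the threshold. Because each tissue has 1 library, no differential expression test was made, and ranges from redrawn reads cover counting error only, not differences between worms or dissections.

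Transcript lengths were not used here, as none of the transcript identifiers was found among the 27038 genes of the reference table, and TPM could not be computed. The threshold was 2 CPM, taken as the value per 1000000 of the library's summed values, in which a size factor common to the library cancels, the rule fixed for this case before the data were examined. Anterior genes were transcripts above it in both head libraries and in none of the other 7, and posterior and trunk genes were those above it in both tail and body wall and in none of the other 7. Isoforms were kept apart. For each of the 36 pairs of libraries, transcripts above the threshold in exactly that pair were counted. Pearson correlations and principal components were computed on log2(normalized value + 1), the latter centred, unscaled and over the 31295 transcripts above 0 in any library. Similarity of libraries from the same worm source was tested as the mean r of the 10 pairs within a source minus that of the 26 other pairs, with a one-sided exact permutation test over all assignments of libraries to sources.

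The transcripts named in the text are, in each set, the 2 with the largest lower value of the 2 defining libraries. The Hox genes, chordin, pax6 and foxF would have been named too, but the files do not pair the identifiers with names. Other transcripts named in the closing section were chosen after their values were seen.

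The alternatives were thresholds of 1, 5 and 10 CPM, a value of 2 in the normalized values, a common threshold on the authors' scale, thinning all libraries to the smallest, Poisson redraws (100 draws), summed isoforms, other readings of the word only, and each library left out of the criterion in turn. For correlations, components and worm source they were pseudocounts of 0.1 and 10, a filter at the expression threshold, the variance-stabilizing transformation, Spearman's rho, the libraries without the gonads, and scaling to unit variance. Scaling to CPM without the 30 transcripts above 1% of any library, thresholds of 0.5 and 3 CPM, and thresholds of 5, 10, 20, 50 and 100 in the normalized values were added after the data were seen. The set definition was tested on simulated data. Transcripts were planted at 2 times the threshold in a pair, with no read in the other 7 libraries. In each set 200 of 200 were recovered, among 31044 transcripts. In the real sets, 698 anterior and 147 posterior and trunk transcripts had a read elsewhere. The simulation thus checks the computation and not the calls of transcripts near the threshold. Computations used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, figures matplotlib 3.10.9, and the variance-stabilizing transformation DESeq2 1.42.0 in R 4.3.3.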

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

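The tests of testis tissue in the retractor muscle sample, of the male worm, of reads taken up by the dominant transcripts, and of library size and counting error in the midgut count were chosen only after the result was seen.

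The testis and retractor muscle libraries were dominated by the same transcripts, which the text of the paper does not report. Whether it discusses any of their genes was not checked, as the identifiers were not paired with names. The most abundant, OFUSG14382.2, took 40.3% of the testis library and 34.8% of the retractor muscle library, but between 0.00116% and 0.00574% of the other 7. In all, 25 transcripts each took over 0.1% of both libraries and under 0.01% of each of the other 7, and together they made up 76.4% of the testis and 67.3% of the retractor muscle library. These transcripts were chosen after their values were seen, and counting error is negligible at such depths, but with 1 library per tissue the pattern has no replicate.

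Several explanations were weighed for it. Expression throughout the male worm is argued against by the 43 transcripts above 0.1% of the testis library, picked without regard to any other library. They took 88.8% of the testis and 75.3% of the retractor muscle library, but 1.42% of the blood vessel and 3.29% of the head plus chaetae library of that male, against 1.97% to 3.52% in the female libraries. For some transcripts a low level in the head plus chaetae is not excluded. The 10 most abundant of the testis took 0.443% there, against 0.0112% in the blood vessel and 0.00409% to 0.0636% in the female libraries. The 25 dominant transcripts, chosen to be low in each of the other 7 libraries, took 0.0152% there. They took 0.0136% of the blood vessel and 0.00419% to 0.0460% of the female libraries. Most of the 0.443% thus came from transcripts outside the 25. A second testis library under the retractor muscle label is argued against by 470 transcripts with a normalized value above 100 in the retractor muscle and no read in the testis. The reverse held for 223. In the tail and body wall, 92 were above 100 in the tail without a read in the body wall and 59 the reverse. The comparison is unequal, as 1 read is worth 5.53 in the testis, 2.75 in the retractor muscle, 0.716 in the tail and 0.595 in the body wall. A value of 100 is thus fewer reads in the testis, and the absence of reads is easier to reach there. Testis tissue mixed into the retractor muscle sample stays open. It was examined with 180 transcripts enriched at least 10-fold in the testis over the other 7 libraries, with at least 100 reads there. Their shares in the retractor muscle had a median of 0.700 times those in the testis, and only 9 of the 180 were below 0.1 of their testis share, as a mixture would give. Of the 25 dominant transcripts, 6 took a larger share of the retractor muscle than of the testis, and the median over the 25 was 0.803 times the testis share. A mixture with tissue of the composition of the testis library would lower all shares by 1 factor, but the range was 0.111 (5th percentile) to 2.84 (95th percentile) over the 180, and 50 of them took a larger share of the retractor muscle by over 2 counting standard errors. Expression in the muscle itself, and differences between libraries beyond counting error, which have no replicate here, would also spread the shares, so these values do not decide. An abundant RNA class such as ribosomal RNA carried through library preparation was not tested. The paper describes its annotated genes as protein-coding, but the identity of these transcripts was not checked here. Of the identifiers, 0 were found in the reference table, and the paper's functional annotation of the transcripts was not used. A biological explanation, expression shared by testis and retractor muscle, was not tested beyond this and remains a hypothesis.

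A further pattern goes with it. Fewer transcripts passed 2 CPM in the retractor muscle (8407) and the testis (4932) than in the other 7 libraries (13575 to 18923). If reads taken up by the dominant transcripts were the cause, leaving these out of the scaling should close the gap. Without the 11 transcripts above 1% of the testis or retractor muscle library, the retractor muscle count was 13722 and the testis count 10951, against 13566 to 18917 in the other 7. Without the 154 above 0.05%, the counts were 16953 and 14046, against 13916 to 19825. Without the 30 transcripts above 1% of any library, the counts were 13964 and 10934, both under the range of 13994 to 19091. Over 9 such limits from 5% to 0.01%, the retractor muscle came within the range of the other 7 at 7 and the testis at 3 when the limit applied to these 2 libraries, and at 6 and 0 when it applied to any library. At every limit both counts rose, to at least 12536 in the retractor muscle and 8890 in the testis, and the gap narrowed. The dominant transcripts thus account for part of the gap at 2 CPM. Whether it closes depends on which transcripts are left out, in both libraries, and the cause of the rest stays open. The common threshold on the authors' scale cannot test the role of the dominant transcripts. Size factors taken from transcripts read in all libraries draw the counts together whatever made them low.

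The midgut library alone expressed 867 transcripts, a number that the text of the paper does not give. Only the head, with 949, had more, and the other libraries had between 28 in the testis and 605 in the blood vessel. Under the common threshold on the authors' scale the midgut had 984 and the head 802, while the testis rose to 276 and the retractor muscle to 254, and the body wall was lowest with 165. Counting error at the threshold is argued against as the main cause, since 604 of the 867 (69.7%) were called in the midgut alone again in at least 95 of 100 redraws. Library size is argued against as the main cause, since the 3 libraries with more reads than the midgut (18341510) held fewer such transcripts, 508 in the head plus chaetae (19034112 reads), 36 in the retractor muscle and 28 in the testis, while the head held more, 949, with 16618889 reads. In the retractor muscle and testis most reads belong to the dominant transcripts, so of the 3 the head plus chaetae is the clearest comparison. Midgut and, as assigned here, body wall came from the same female, and a difference between tissues, the biological explanation in the design, was not tested and has no replicate. Material in the gut from other organisms was not tested, as the files hold only transcripts of the gene models of *O. fusiformis*.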

How the results depend on the processing

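Scaling to CPM without the 30 transcripts above 1% of any library, thresholds of 0.5 and 3 CPM, and thresholds of 5, 10, 20, 50 and 100 in the deposited normalized values were chosen after seeing the data, and the other alternatives were fixed before the data were examined.

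The anterior set was larger than the posterior and trunk set, and the head and head plus chaetae pair ranked first of 36 pairs, under each alternative run for these results. The anterior count of 720 stayed within 1.5 times its value under 21 alternatives and left it under 4, the posterior and trunk count of 147 under 16 and 9. A value of 2 in the deposited normalized values gave 261 and 42 transcripts, and a tail and body wall rank of 17 in place of 6. Such a value is 0.362 reads in the testis and 3.36 reads in the body wall, so that 1 read counts as expressed in the testis and the retractor muscle. With only the opposite pair excluded, the sets held 1287 and 431 transcripts (ratio 2.99 in place of 4.90), as fewer libraries can remove a transcript. With a lead of at least 2-fold over every other library in place of no expression elsewhere, they held 987 and 359 (ratio 2.75). The common threshold on the authors' scale gave 560 and 177 (ratio 3.16). The cause was not tested for the last 2 of these. Thresholds of 0.5 and 3 CPM gave 558 and 97, and 763 and 148 transcripts. Normalized values of 5, 10, 20, 50 and 100 gave 345, 458, 544, 575 and 492 anterior and 72, 91, 122, 154 and 154 posterior and trunk transcripts, with a ratio of 3.19 at 100. The cause was not tested for these either.

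With each library left out of the criterion in turn (leave-one-out), the anterior count ranged from 726 to 1000, the posterior and trunk count from 147 to 297 and the ratio from 2.42 to 6.80. A library that defines a set was left out of the criterion of the other set only, and its own set kept its count in the ratio. The posterior and trunk count exceeded 1.5 times its value without the head plus chaetae (297), the head (239) or the ovary (227), and the ratio fell by more than 1.5 times without the head plus chaetae (2.42) or the head (3.01). The highest ratio, 6.80, was that without the tail.

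The rank of the tail and body wall pair changed most easily. It was 9, 9, 6, 4 and 5 at thresholds of 0.5, 1, 3, 5 and 10 CPM, 9, 8, 5, 4 and 4 at normalized values of 5, 10, 20, 50 and 100, 4 with the common threshold, 5 after thinning to the smallest library, 3 with isoforms summed and 7 without the dominant transcripts, and redrawn reads alone gave 3 to 9. The median number of expressed transcripts fell to 8964 at 10 CPM and 9678 at a normalized value of 100, which follows from the higher threshold. Sets of like size at other thresholds did not hold the same transcripts. Of the 720 anterior transcripts, 373 were also in the set at 1 CPM, 173 at 10 CPM and 268 under the common threshold. Thinning to the smallest library changed membership less. The sets after it held 693 of these 720 anterior transcripts and 95.9% of the posterior and trunk transcripts.

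The correlation of the head pair was 0.78 with a pseudocount of 0.1, 0.83 with 10 and 0.73 over transcripts above the threshold in at least 1 library, and that of the tail and body wall was 0.83, 0.89 and 0.83, and 0.88 after the variance-stabilizing transformation. The share of variance on the first component was 32.2% over transcripts above the threshold, 31.5% after that transformation, 34.5% without the gonads and 25.9% with unit variance. The cause of these shifts was not tested. The same-worm difference in mean r was 0.012 and reversed to -0.014 without the gonads (one-sided exact permutation p = 0.533), neither past 0.05.

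The sets in TPM could not be computed because no lengths were at hand. No paired analysis was possible because each tissue has 1 library. Depth could limit the sets through transcripts near 2 CPM, about 34 reads in the median library. In the testis 4734014 reads were left outside those 30 transcripts, against at least 12638231 in the libraries other than the testis and retractor muscle. Thinning all libraries to the smallest gave 740 and 149 transcripts, so differences in total reads between these libraries changed the set sizes little. It leaves the share of the dominant transcripts in place, however. Leaving the testis out of the criterion added 6 and 0, but a library that calls few transcripts removes few, whatever limits its calls. These results therefore do not decide whether depth limits the sets, and greater depth could not be tested.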

Differences from the paper's values

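The paper reports 1655 anterior genes and 407 posterior and trunk genes. Here 720 and 147 transcripts met the definition. The scales differ, as the threshold of the paper is 2 TPM and the one used here is 2 CPM, without lengths, and the values could not be put on the TPM scale. Of the alternatives fixed before the data were examined, the one that excludes only the opposite pair gave 1287 and 431, both within 1.5 times the paper's values. A lead of at least 2-fold over every other library gave 359 posterior and trunk transcripts, within 1.5 times, but 987 anterior ones, and leaving the head plus chaetae out of the criterion gave 297 posterior and trunk transcripts, within 1.5 times. The other alternatives fixed in advance stayed more than 1.5 times from the paper's values. These were thresholds of 1, 5 and 10 CPM, 2 in the normalized values, the common threshold, thinning, redrawn reads, summed isoforms and each other library left out in turn, which gave between 261 and 1000 anterior and between 42 and 239 posterior and trunk transcripts. The scaling without the dominant transcripts, chosen after the values were seen, gave 623 and 127. Thresholds of 0.5 and 3 CPM and of 5, 10, 20, 50 and 100 in the normalized values, also chosen after the values were seen, gave between 345 and 763 anterior and between 72 and 154 posterior and trunk transcripts, more than 1.5 times from the paper's values.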

Other observations

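The test of worm source and the test of trunk tissue in the head plus chaetae library were chosen before their results were seen.

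The posterior and trunk set was smaller than the anterior set, and a hypothesis is that trunk tissue in the head plus chaetae library removes trunk transcripts from it. The paper's definition names an anterior sample that includes the anterior-most segments, and which of the anterior libraries this is remains unsettled. If the hypothesis holds, dropping that library from the criterion should add more posterior and trunk transcripts than dropping any other. It added 150, as the hypothesis predicts. The head added 92, the ovary 80, the midgut 51, the blood vessel 12, the retractor muscle 4 and the testis 0. The count without the head plus chaetae, 297, remained below the anterior count of 720. In the mirror case, the anterior set gained 280 without the tail and 132 without the body wall. These are more transcripts but a smaller fold, 1.39 without the tail against 2.02 without the head plus chaetae. The test therefore does not decide why the posterior and trunk set is smaller. Of the 147 transcripts, 53 had their highest value among the other 7 libraries in the head plus chaetae and 43 in the head, although those values lie under the threshold. Shared expression of trunk and anterior segments without any trunk tissue in the sample would give the same values and was not tested.

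Tissue and worm source are confounded in these libraries, and a shared worm could raise the similarity of 2 libraries. The test rests on the inferred worm source of the body wall, retractor muscle and head plus chaetae libraries, and other assignments of these 3 were not tested. Mean Pearson's r was 0.684 over the 10 pairs from the same source and 0.672 over the 26 other pairs, a difference of 0.012 (one-sided exact permutation p = 0.284, where the smallest p the assignments allow is 0.00079). An effect of worm source was therefore not detectable, and it cannot be told apart from tissue, because every tissue came from 1 source. On log2(normalized value + 1), the pairs that define the 2 sets had the highest r of the 36 pairs, 0.82 for the head pair and 0.87 for the tail and body wall. The labels give the head pair different sexes, so a shared worm cannot account for its likeness. For the tail and body wall, both female, this holds only with the body wall assigned to the female of the midgut and ovary.

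The members of the anterior set took 3.28% of the summed values of the head library and 1.78% of the head plus chaetae, and those of the posterior and trunk set 0.600% of the tail and 0.172% of the body wall. Of the 720 anterior transcripts, 43 were above the common value of 57.7 on the authors' scale in the testis or the retractor muscle, as were 12 of the 147 posterior and trunk transcripts. In those 2 libraries the threshold of 2 CPM stands at 245 and 113 on the authors' scale, against 19.9 to 27.7 in the other 7.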
